# YAP1 and QSER1 are key modulators of embryonic signaling pathways in the mammalian epiblast

**DOI:** 10.1038/s44319-026-00746-z

**Published:** 2026-03-26

**Authors:** Elizabeth Abraham, Thomas Roule, Aidan Douglas, Emily Megill, Olivia M Pericak, Jordan E Howe, Carmen Choya-Foces, Joanne F Garbincius, Henry M Cohen, Paula Roig-Flórez, Mikel Zubillaga, Mark D Andrake, Seonhee Kim, John W Elrod, Naiara Akizu, Conchi Estaras

**Keywords:** Pluripotency, Epiblast, YAP1, QSER1, Nodal Signaling, Development, Signal Transduction, Stem Cells & Regenerative Medicine

## Abstract

YAP1 signaling is essential for development but its specific roles in early embryogenesis remain poorly understood. To shed light on this, we analyze YAP1’s role in regulating the pluripotency of the mammalian epiblast, using scRNAseq approaches. Conditional deletion of *Yap1* in the mouse epiblast (*Sox2*-Cre) alters the expression of signaling genes, including *Nodal*, *Wnt3*, and *Fgf8*. Accordingly, *Yap1* loss leads to enhanced differentiation of the epiblast toward primitive streak lineages, as evidenced by the upregulation of T/*Brachyury* and *Eomes* genes. A proximity labeling assay in human pluripotent stem cells, followed by biochemical assays and molecular modeling predictions, reveals that YAP1 cooperates with QSER1 protein to regulate lineage genes. Our analysis shows that YAP1:TEAD4 enhancers recruit QSER1 to prevent RNA Polymerase II recruitment. QSER1 depletion, similar to YAP1, increases NODAL gene expression and leads to hyperactive NODAL signaling during human embryonic stem cells differentiation. Overall, our findings define a role of YAP1 in the epiblast in vivo and uncover an interplay with QSER1 controlling the activity of developmental signaling pathways in pluripotent cells.

## Synopsis

YAP1 regulates epiblast differentiation by restraining the activity of gastrulation signaling pathways. QSER1 cooperates with YAP1 and fine-tunes the expression of signaling genes in pluripotent cells, including *Nodal*.

- YAP1 represses Nodal and Wnt signaling pathways in the mouse epiblast.
- Embryonic deletion of YAP1 shifts epiblast differentiation toward primitive streak lineages.
- QSER1 is a component of the YAP1 regulatory network in pluripotent cells.

## Abstract (web summary)

YAP1 regulates epiblast differentiation by restraining the activity of gastrulation signaling pathways. QSER1 cooperates with YAP1 and fine-tunes the expression of signaling genes in pluripotent cells, including *Nodal*.

## Introduction

The main transcriptional effectors of the Hippo signaling pathway are YAP1 and its homolog TAZ. When YAP1 and TAZ are phosphorylated by Hippo kinases, they are degraded in the cytoplasm. When dephosphorylated, YAP1 and TAZ are stabilized and translocated into the nucleus where they interact with TEAD1-4 DNA binding proteins to induce the expression of genes that promote proliferation and growth (Wu and Guan, 2021). Thus, loss-of-function mutations in the core kinases or overexpression of YAP1 and TAZ upregulates the expression of genes that induce cell proliferation, cell survival, and tissue growth. Notably, TAZ knockout (KO) mice complete embryonic development, whereas YAP1 KO results in early embryonic lethality, underscoring a more prominent role of YAP1 in embryogenesis that TAZ cannot compensate (Hossain et al, 2007; Morin-Kensicki et al, 2006). Overall, the results of these experimental approaches established the Hippo:YAP1 signaling pathway as a universal regulator of organ size (Zhong et al, 2024).

However, emerging lines of research underscored that the physiological roles of YAP1 may be unrelated to cell proliferation or growth in some developmental contexts. During liver development, YAP1 overexpression causes overgrowth (Dong et al, 2007), but conditional deletion of YAP1/TAZ in the liver lineage does not prevent this organ from reaching its normal size (Kowalczyk et al, 2022; Lu et al, 2018). Instead, endogenous YAP1 activity is required for cholangiocyte differentiation (Kowalczyk et al, 2022). Similarly, *Yap1* KO mouse embryos can initiate gastrulation and develop until ~E8 without noticeable changes in size, suggesting that YAP1 is not required for embryonic growth or proliferation of totipotent, multipotent, and pluripotent stem cells (Morin-Kensicki et al, 2006). Instead, during this embryonic period, YAP1 regulates zygotic genome activation in totipotent cells and specification of trophectodermal cells in multipotent cells (Nishioka et al, 2009; Yu et al, 2016). However, whether YAP1 regulates the differentiation of pluripotent stem cells in vivo, is still unknown.

The natural progression of the pluripotent cells of the epiblast, triggers gastrulation (Ghimire et al, 2021). During gastrulation, the pluripotent epiblast differentiates into each of the three germ-layer lineages, breaking the symmetry of the embryo and establishing the body plan. The formation of the primitive streak (PS) in the posterior part of the epiblasts marks the beginning of gastrulation. It gives rise to mesoderm and endoderm layers, while the anterior epiblast commits to ectodermal lineages (Bardot and Hadjantonakis, 2020; Ghimire et al, 2021; Wang et al, 2023). The activity of key signaling pathways, including WNT, NODAL and BMP, enables selective activation of gene-expression programs necessary for germ-layer specification (Morgani and Hadjantonakis, 2020). Before gastrulation, NODAL signaling maintains pluripotency of the epiblast (Camus et al, 2006; Mesnard et al, 2006; Vallier et al, 2009; Xiao et al, 2006) while WNT signaling is initially low (Liu et al, 1999; Yoon et al, 2015). Upon the onset of gastrulation, upstream signals from extraembryonic tissues—including BMP4—stimulate *Wnt3* expression in adjacent epiblast cells (Bardot and Hadjantonakis, 2020). WNT signaling activation stabilizes β-CATENIN, which partners with Nodal transcriptional effectors SMAD2/3 to drive PS gene expression, including *Eomes* and *T*/*Brachyury*, in the posterior part of the epiblast (Funa et al, 2015; Estarás et al, 2015; Gadue et al, 2006). Conversely, in the anterior epiblast, WNT and NODAL activity are actively suppressed to permit ectodermal differentiation, an inhibition largely mediated by WNT and NODAL antagonists secreted by extraembryonic tissues (Arkell et al, 2013; Morgani and Hadjantonakis, 2020; Robertson, 2014). Thus, as development progresses, NODAL signaling becomes progressively confined to the posterior epiblast to induce the PS in concert with WNT (Funa et al, 2015; Estarás et al, 2015; Gadue et al, 2006), enabling ectoderm commitment in the anterior region. Overall, precise regulation of WNT and NODAL signaling is necessary to ensure correct lineage differentiation and anterior–posterior patterning during gastrulation.

Using human pluripotent stem cell (hPSC) models, we and others have shown that YAP1 regulates germ-layer differentiation by repressing the activity of WNT and NODAL signaling (Beyer et al, 2013; Hsu et al, 2018; Stronati et al, 2022). Furthermore, our recent studies revealed that *Yap1-*depleted embryos have altered proportion of germ-layer derivatives, compared to controls (Abraham et al, 2025), suggesting that *Yap1* loss disrupts epiblast differentiation in vivo. Thus, in the present study we investigate the molecular mechanisms by which YAP1 regulates cell-fate decisions of the pluripotent epiblast. Single-cell transcriptomic profiling of embryos at E7 revealed that conditional YAP1 deletion led to upregulation of key gastrulation signaling genes, including *Nodal*, *Wnt3*, and *Fgf8* in the epiblast. Furthermore, E7 mutant embryos display an increased proportion of cells in the PS, compared to controls, and increased expression of PS genes, including *T/Bra* and *Eomes*. We then conducted a proximity-based proteomic screen in hESCs, which identified QSER1 as a high-confidence nuclear interactor. Accordingly, by ChIP-seq analysis we found that QSER1 co-localizes with YAP1 and TEAD4 on a subset of developmental enhancers, including those regulating *NODAL* and *SMAD2*. Functional and structural analyses revealed that YAP1 serves as a bridge between QSER1 and TEAD4, facilitating QSER1 recruitment and stabilizing a TEAD-YAP1-QSER1 trimeric complex in the chromatin. Finally, we found that loss of QSER1 on YAP1:TEAD4 enhancers increased RNA polymerase II occupancy on these sites and phenocopies YAP inhibition, leading to ectopic NODAL expression and mesoderm induction during hESC differentiation. Altogether, our findings define a role in YAP regulating epiblast differentiation in vivo and reveal a previously unrecognized YAP1–QSER1 module that functions to fine-tune gene expression during lineage differentiation.

## Results

### Conditional deletion of *Yap1* (*Yap1* cKO) in the epiblast and analysis of E7 embryos

To investigate the functional role of YAP1 in epiblast differentiation in vivo, we conditionally deleted *Yap1* in mouse embryos using a Sox2-Cre driver (Hayashi et al, 2002). *Sox2* gene expression initiates at ~E5.5 in the epiblast, and *Cre*-mediated recombination occurs throughout the epiblast and its derivatives, excluding earlier arising extraembryonic lineages (Hayashi et al, 2002). We performed single-cell RNA-seq analysis on freshly isolated embryos at E7 prior to genotyping of Cre, flox, and sex alleles, using a methodology optimized in our lab (Abraham et al, 2024) (Fig. EV1A–D). 

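Cells of E7 embryos were pooled by genotype before dissociation, and each genotype was measured in 1 droplet library with unique molecular identifiers (UMIs). The control pool held 4 embryos and the *Yap1* cKO pool 3. The paper describes the controls here and in the single-cell methods as heterozygous for the floxed allele with Sox2-Cre, and in the methods on mice as floxed littermates without Cre, while the sample labels call them wild type. The values used are the UMIs that cellranger 7.1.0 counted on each gene in each cell barcode with the mm10 genome, without normalization. Genes are listed by Ensembl identifier and symbol. Because there is no replicate, no test was made between the genotypes. Each value is given for both libraries, and its 95% interval covers counting error only, not differences between embryos, pools or libraries. Expression in a population is the sum of a gene's UMIs over its cells, scaled by all UMIs of the same cells to CPM, with exact Poisson intervals. Ratios of *Yap1* cKO to control have exact conditional binomial intervals, and shares of cells have exact Clopper-Pearson intervals.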

We sequenced a pool of three *Yap1* cKO (*Yap1*^Flox/Flox^: Sox-Cre) and four heterozygous control littermates (*Yap1*^Flox/+^: Sox2-Cre) (Figs. 1A and EV1C). A total of 1829 control cells and 1897 *Yap1* cKO cells were initially sequenced. 

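The control library held 70573418 UMIs in 1829 barcodes and the *Yap1* cKO library 87937858 in 1897. At least 5000 detected genes were found in 791 control and 864 *Yap1* cKO barcodes, and the limit of 10% mitochondrial UMIs removed 0 of them in either library. Scrublet, run on each library, called 1 of these control and 4 of these *Yap1* cKO barcodes doublets, which were left out. This left 790 control and 860 *Yap1* cKO cells, with a median of 75696 and 80559 UMIs. With a minimum of 2000 detected genes, the alternative that moved these numbers most, 1090 and 1272 cells were left. SoupX was not repeated, so UMIs of free RNA remain in the values. The sample labels give both pools as female, while Y-linked UMIs were found in both. Cells with at least 2 UMIs of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together and none of *Xist* were called Y-bearing, and cells with as many *Xist* UMIs and none of the Y-linked genes Xist-bearing. Y-bearing cells made up 51.6% (48.1 to 55.2) of control and 15.6% (13.2 to 18.2) of *Yap1* cKO cells. Values are also given within each of these groups of cells, which are not replicates. This division was set before the data were examined, from the sexes the paper shows by genotyping.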

After excluding cells that did not meet specific data quality standards, these numbers were reduced to 788 and 862, respectively (see Methods for details).

**Figure EV1:**
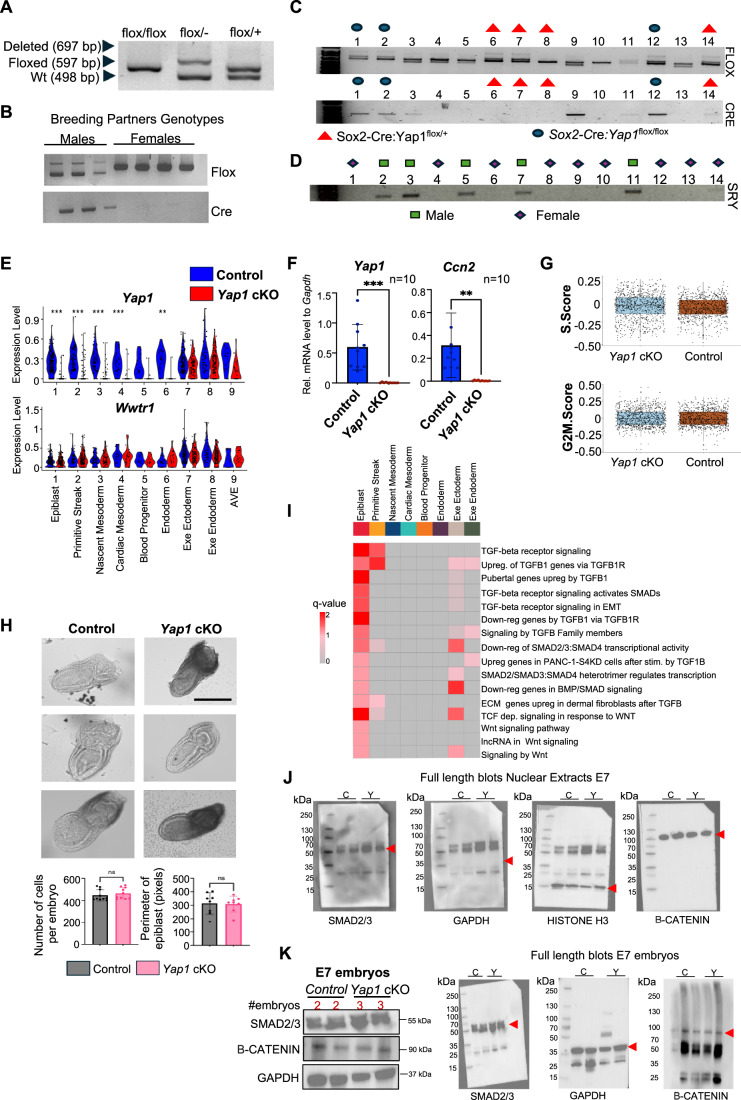
Controls for *Yap1* cKO embryo analyses. (**A**) Gel shows expected bands from flox genotyping using a Yap1Flox:cre system. Adapted from Abraham et al, 2025. (**B**) Gels show the genotype of breeding partners. Note that only males carry the Sox2-cre allele to avoid maternal inheritance of Cre activity. (**C**) Same-day genotyping for flox and Cre for fresh-embryo sequencing was performed from the yolk sacs of 14 embryos, simultaneously isolated from 2 pregnant dams. Four controls, indicated in red triangles, and three *Yap1* cKO embryos (floxflox/cre +), shown in blue circles, were pooled and processed for scRNAseq. (**D**) Genotyping of SRY (sex identity) in the 14 embryos isolated for the experimental design of the scRNAseq experiment. (**E**) Violin plot of *Yap1* and *Wwtr1* (TAZ) from scRNAseq expression levels in all clusters comparing *Yap1* cKO to control. *Yap1* expression is significantly reduced in *Yap1* cKO cells across epiblast lineages, including epiblast (adjusted *p* = 7.8 × 10⁻⁵⁸), primitive streak (1.2 × 10⁻²⁰), nascent mesoderm (4.2 × 10⁻¹⁷), cardiac mesoderm (1.2 × 10⁻⁵), blood progenitors, and endoderm (3.8 × 10⁻⁴). Adjusted *p*-values were calculated using a Wilcoxon rank-sum test with Benjamini–Hochberg correction (∗*p* < 0.05, ∗∗*p* < 0.001, ∗∗∗*p* < 0.0001). Each dot represents a single cell from E7 scRNAseq data. (**F**) Graphs show RT-qPCR analysis of *Yap1* and its target gene, Ccn2 (CTGF), in E7.5 *Yap1* cKO and control embryos (*n* = 10). Data are presented as mean ± SEM. Statistical analysis: Student’s t-test, **p = 0.0072 and ***p < 0.0008. (**G**) Graphs display cell cycle S and G2M scores in control and *Yap1* cKO embryos from scRNAseq analysis. Box-and-whisker plots indicate the median (center line), interquartile range (25th–75th percentiles; box), and minimum to maximum values (whiskers). Individual dots represent a single cell from E7 embryo scRNA-seq data. (**H**) Bright-field images of control and *Yap1* cKO E7 embryos. Graphs show cell number quantification per embryo (left) and the size of the epiblast (right) in control and *Yap1* cKO embryos (*n* = 8–10 embryos). Data are presented as mean ± SEM. Statistical analysis: Student’s t-test. Scale bar 250 µm. (**I**) Single cell pathway analysis was applied to DEGs. Terms related to TGFb and Wnt signaling pathways significantly enriched (q-value > 1.4, adj. *p*-value < 0.05) in the epiblast are shown. (**J**) Full western blot of nuclear extracts of E7 embryos shown in Fig. 1G. C: control embryos and Y: *Yap1* cKO embryos. Red Arrows indicate bands shown in main Figure; SMAD2/3 (mw: 55 kDa), HISTONE H3 (mw: 15 kDa), GAPDH (mw: 37 kDa), Β-CATENIN (mw: 90 kDa). (**K**) Western blot of whole embryo lysates of E7 control and *Yap1* cKO embryos. Pooled embryos numbers are indicated above each lane, along with the makers analyzed and on the right is the full blots. Red Arrows indicate bands that were cropped; SMAD2/3 (mw: 55 kDa), GAPDH (mw: 37 kDa), and Β-CATENIN (mw: 90 kDa).

**Figure 1:**
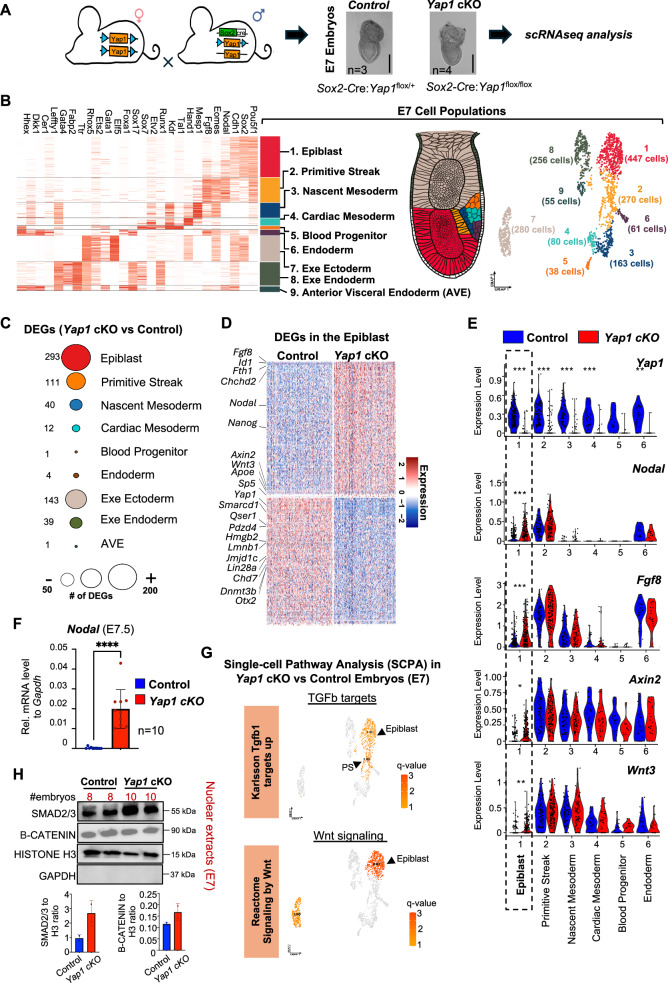
Nodal and Wnt signaling genes are activated in the epiblast of *Yap1 cKO* embryos compared to controls. (**A**) Mice scheme shows the breeding strategy to obtain embryos with conditional deletion of *Yap1* in the epiblast (Sox2cre). Blue arrowheads indicate LoxP alleles. E7 heterozygous control (Sox2cre:YAPflox/+) and *Yap1* cKO (Sox2cre:Yap1flox/flox) embryos were processed for scRNAseq analysis. Bright-field images show representative embryos of the indicated genotype. The number of embryos processed for sequencing is indicated. Scale bar 250 µm. (**B**) Heatmap showing expression of lineage markers used to annotate cell populations in the E7 scRNAseq datasets. On the right, a schematic of an E7 mouse gastrula and a UMAP of E7 scRNAseq showing the detected cell populations with the number of cells in parentheses, color-coded to match the heatmap. (**C**) Dot plot depicts the number of differentially expressed genes (DEGs) in each cluster, with the exact count indicated to the left of each dot. Note that the epiblast cluster contains the highest number of DEGs (abs(Log2FC)>0.25, adj. *p*-value < 0.05). (**D**) Heatmap shows DEGs in the epiblast of *Yap1* cKO versus control embryos. Relevant genes for pluripotency and differentiation are shown. (**E**) Violin plots shows scRNAseq expression levels of indicated genes across clusters in control and *Yap1* cKO. The dotted box highlights the epiblast cluster. *Yap1* expression is significantly reduced in *Yap1* cKO cells across multiple lineages, including epiblast (adjusted *p* = 7.8 × 10⁻⁵⁸), primitive streak (1.2 × 10⁻²⁰), nascent mesoderm (4.2 × 10⁻¹⁷), cardiac mesoderm (1.2 × 10⁻⁵), and endoderm (3.8 × 10⁻⁴). Epiblast expression of *Nodal* (adjusted *p* = 1.0 × 10⁻⁵), *Fgf8* (7.1 × 10⁻⁹), *Axin2* (4 × 10⁻^3^), and *Wnt3* (1.5 × 10⁻⁴) is significantly altered in *Yap1* cKO embryos. Adjusted *p*-values were calculated using a Wilcoxon rank-sum test with Benjamini–Hochberg correction (∗*p* < 0.05, ∗∗*p* < 0.001, ∗∗∗*p* < 0.0001). Each dot represents a single cell from E7 scRNAseq data. (**F**) Graph shows RT-qPCR analysis of the *Nodal* gene in E7.5 control and *Yap1* cKO embryos (*n* = 10). Data presented as mean ± SEM. Statistical analysis: Student’s t-test, ****p < 0.0001. (**G**) Single-cell pathway enrichment analysis (SCPA) was performed on DEGs of *Yap1* cKO compared to control. The UMAP plot shows the enrichment of two terms related to the Nodal/TGFb and Wnt pathway. Significant q-values (>1.4) are displayed in orange with the names of populations. The complete list of Wnt and TGFb terms enriched are shown in Fig. EV1I. (**H**) Western blot of nuclear extracts of E7 control and *Yap1* cKO embryos. The number of embryos pooled per lane is indicated above each lane, along with the markers analyzed. Error bars represent mean ± SD. Uncropped blots are found in Fig. EV1J.

Sequenced cells were manually annotated based on the expression of known markers (Argelaguet et al, 2019; Mittnenzweig et al, 2021; Pijuan-Sala et al, 2019). 

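Cells were clustered with Seurat after SCTransform and integration of the libraries, with 19 principal components and a resolution of 0.8. Genes compared between the genotypes, *Xist*, *Tsix*, Y-linked genes, ribosomal protein genes and mitochondrial genes were left out of the clustering features. Clusters were named from fixed marker lists, by thresholds set after the clusters were seen. The names end in -like because they are rebuilt, and differences from the paper's populations may come from that. Epiblast-like cells numbered 216 in the control and 179 in the *Yap1* cKO library, primitive streak-like cells 113 and 193, and nascent mesoderm-like cells 80 and 92. There were 43 cardiac mesoderm-like cells in each library, and 22 and 16 blood progenitor-like cells. A cluster of 35 control and 25 *Yap1* cKO cells, with *Cer1*, *Noto*, *Foxj1* and *Chrd* among its leading genes, was left unnamed and counted as embryonic. No cluster was named endoderm. Extraembryonic ectoderm-like cells numbered 179 and 99, extraembryonic endoderm-like cells 77 and 187, and anterior visceral endoderm-like cells 25 and 26. The anterior visceral endoderm-like cluster had 7 raised markers of its own list and 6 of the endoderm list. Embryonic endoderm cells within it are therefore not excluded. In the embryonic clusters, 2 control and 21 *Yap1* cKO cells held more than 200 CPM of the extraembryonic endoderm genes *Ttr*, *Afp*, *Apoa1*, *Rbp4* and *Apoa4* together, most of them (2 and 13) in the primitive streak-like cluster. Values without these cells are given where they change a direction, for *Yap1* and where stated. The nascent mesoderm-like cluster had as many raised markers of the primitive streak as of the nascent mesoderm, 8 of each, and was named by the larger mean fold.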

We identified six embryonic (epiblast, primitive streak (PS), nascent mesoderm, cardiac mesoderm, blood progenitor, and endoderm) and three extraembryonic populations (extraembryonic endoderm, anterior visceral endoderm (AVE), and extraembryonic ectoderm) in the E7 embryos, based on the expression of known markers (Fig. 1B and see Methods for details). Importantly, *Yap1* cKO embryos showed a significant reduction in Yap1 mRNA levels across embryonic clusters compared to controls (Figs. 1E and EV1E). 

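*Yap1* (ENSMUSG00000053110, chromosome 9 from 7931999 to 8004596 of GRCm38) had 506 of 17071588 UMIs in control and 24 of 18072645 in *Yap1* cKO epiblast-like cells. This is 29.6 CPM (27.1 to 32.3) and 1.33 CPM (0.851 to 1.98), a ratio of 0.0448 (0.0284 to 0.0674). The alternative that moved it most was the use of Y-bearing cells only, with 0.0647. After each cell was thinned to 38000 UMIs, a *Yap1* UMI was seen in 69.7% of 211 control and 3.43% of 175 *Yap1* cKO epiblast-like cells, with 5 and 4 cells left out for lack of UMIs. Without thinning, the shares were 86.1% and 6.70%, at a median depth of 71970 and 85078 UMIs. No control population lacked *Yap1*, so none gives the share that free RNA alone would bring. The ratio was 0.0743 in primitive streak-like, 0.112 in nascent mesoderm-like and 0.196 (0.115 to 0.320) in cardiac mesoderm-like cells. Over all embryonic cells it was 0.0789 (0.0649 to 0.0951). Part of these values comes from cells with many extraembryonic endoderm UMIs: without them, a step chosen after the values were seen, the ratio was 0.0463 in primitive streak-like, 0.108 in nascent mesoderm-like and 0.105 in cardiac mesoderm-like cells.

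**Figure D1:**
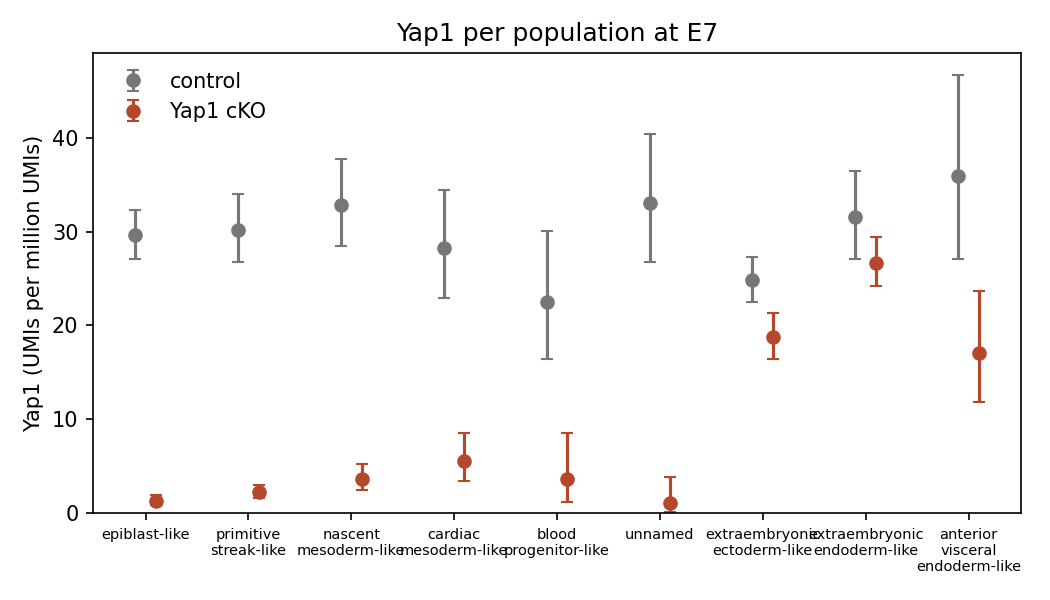
CPM of *Yap1* in each population of the control and *Yap1* cKO libraries, with exact Poisson intervals that cover counting error only. The epiblast-like value is 29.6 in the control and 1.33 in the *Yap1* cKO library.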

Consistent with reduced YAP1 activity in the embryos, we observed typical YAP1 target genes and Hippo regulators transcriptionally affected. These include *Ccn2* (also known as *Ctgf*), which was significantly downregulated in the primitive streak and nascent mesoderm, and *Ccn1* (also known as *Cyr61*), which was reduced in the epiblast. 

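*Ccn2* (ENSMUSG00000019997, chromosome 10 from 24595442 to 24598683 of GRCm38) was at 17.1 CPM in control and 6.95 CPM in *Yap1* cKO primitive streak-like cells, on 156 and 127 UMIs, a ratio of 0.407 (0.320 to 0.518). In nascent mesoderm-like cells it was at 12.1 and 4.92 CPM, on 73 and 39 UMIs. *Ccn1* (ENSMUSG00000028195, chromosome 3 from 145646976 to 145649981) had 104 and 14 UMIs in epiblast-like cells, or 6.09 and 0.775 CPM, a ratio of 0.127 (0.0672 to 0.223). In Y-bearing and Xist-bearing primitive streak-like cells, the *Ccn2* ratio was 0.737 and 0.310. In extraembryonic ectoderm-like cells, the ratio was 0.786 (0.576 to 1.07) for *Ccn2* and 0.946 (0.851 to 1.05) for *Ccn1*. In extraembryonic endoderm-like cells, which Sox2-Cre is not meant to recombine, *Ccn1* had a ratio of 0.353 (0.171 to 0.727) on 18 and 17 UMIs, and *Ccn2* one of 0.553 (0.316 to 0.984). In anterior visceral endoderm-like cells, *Ccn2* had 1.20 (0.576 to 2.62).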

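*Amotl2* (ENSMUSG00000032531, chromosome 9 from 102716672 to 102733418 of GRCm38) had ratios of *Yap1* cKO to control of 0.276 (0.220 to 0.343) in epiblast-like, 0.430 (0.360 to 0.513) in primitive streak-like and 0.443 (0.314 to 0.618) in cardiac mesoderm-like cells. In the same populations, *Ptpn14* (ENSMUSG00000026604, chromosome 1 from 189728268 to 189876695) had ratios of 0.516, 0.558 and 0.450. Those of *Wwc2* (ENSMUSG00000031563, chromosome 8 from 47823959 to 47990924) were 0.584, 0.610 and 0.459. Each of these intervals lay below 1, and the highest bound was 0.710, for *Ptpn14* in cardiac mesoderm-like cells on 62 and 29 UMIs. The ratios of *Amotl2*, *Ptpn14* and *Wwc2* in extraembryonic ectoderm-like cells were 0.855 (0.755 to 0.968), 1.04 (0.879 to 1.22) and 0.901 (0.808 to 1.00). *Amotl2* was also lower in extraembryonic endoderm-like cells, at 0.702 (0.555 to 0.891), and in anterior visceral endoderm-like cells, at 0.643 (0.432 to 0.955). In extraembryonic endoderm-like cells, *Ptpn14* had a ratio of 1.03 (0.840 to 1.27) and *Wwc2* of 1.17 (1.06 to 1.28).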

Regulators of the Hippo pathway, including *Amotl2* (Hirate et al, 2013), *Ptpn14* (Blakely et al, 2024), and *Wwc2* (Hermann et al, 2021), were also downregulated across multiple lineages, such as the epiblast, primitive streak, and cardiac mesoderm (Dataset EV1 and Fig. EV1F). These results support the effective disruption of YAP1 activity in the cKO embryo. Importantly, the expression of the *Wwtr1* gene, which codifies for the YAP1 homolog TAZ, was not significantly affected by *Yap1* deletion (Fig. EV1E). 

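*Wwtr1* (ENSMUSG00000027803, chromosome 3 from 57455649 to 57575910 of GRCm38) had 220 UMIs in control and 213 in *Yap1* cKO epiblast-like cells, or 12.9 and 11.8 CPM. The ratio was 0.915 (0.754 to 1.11), so that a difference was not detectable at this depth. It lay below 1 in Y-bearing cells (0.756, 0.532 to 1.06) and above 1 in Xist-bearing cells (1.06, 0.805 to 1.40). Over all embryonic cells the ratio was 1.04 (0.938 to 1.14), on 712 and 928 UMIs.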

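In extraembryonic ectoderm-like cells, *Yap1* was at 24.8 CPM in the control and 18.8 CPM in the *Yap1* cKO library, a ratio of 0.755 (0.641 to 0.888). In extraembryonic endoderm-like cells the ratio was 0.847 (0.710 to 1.01), with 0.449 in Y-bearing and 1.23 in Xist-bearing cells. In anterior visceral endoderm-like cells it was 0.475 (0.302 to 0.738), on 55 control and 35 *Yap1* cKO UMIs. These ratios all lay above those of the embryonic populations. The anterior visceral endoderm-like cluster had nearly as many raised endoderm markers as markers of its own. Its lower ratio may therefore include embryonic endoderm cells. The paper states that *Yap1* fl/fl embryos, control and cKO, are probably heterozygous for *Yap1* in extraembryonic tissues. Its results section gives the sequenced controls as heterozygous for the floxed allele, a genotype this statement does not name. These tissues may therefore not be unaltered in either library, and a difference in *Yap1* dose between the libraries is not excluded there.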

As anticipated, *Yap1* expression in extraembryonic clusters remained similar between *Yap1* cKO embryos and controls (Fig. EV1E). Cell cycle analysis revealed no significant differences in the *Yap1* cKO compared to control embryos (Fig. EV1G). 

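The S and G2M gene lists of Seurat were scored in cells thinned to equal UMIs, which left out 26 control and 48 *Yap1* cKO cells. The mean S score was 0.134 (SD 0.116 between cells) in the control and 0.0965 (SD 0.129) in the *Yap1* cKO library, a difference of -0.0379. The mean G2M score was 0.278 (SD 0.123) and 0.274 (SD 0.125), a difference of -0.0043. The spread between embryos is not known. By the same scores, 26.7% (23.6 to 30.0) of control and 21.3% (18.5 to 24.3) of *Yap1* cKO cells were assigned to S phase. To G2M phase, 73.0% (69.7 to 76.2) and 78.4% (75.5 to 81.2) were assigned, higher in the *Yap1* cKO library with overlapping intervals. Only 2 of 764 control and 2 of 812 *Yap1* cKO cells were assigned to G1. The shares therefore show which score was larger in a cell, not the true distribution over the cell cycle. Unthinned cells gave differences of -0.0375 and -0.0034. In embryonic cells alone, the S score differed by -0.0206 and the G2M score by 0.0099, which has the opposite sign. The larger part of the S score difference lay in extraembryonic cells, at -0.0691. Their makeup differed between the libraries, with 179 control and 99 *Yap1* cKO extraembryonic ectoderm-like cells before thinning. Extraembryonic endoderm-like cells numbered 77 and 187. This value therefore does not tell a different cell cycle from a different mix of cells.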

In agreement, control and *Yap1* cKO E7 embryos display similar cell count and epiblast perimeter (Fig. EV1H). We conclude that our experimental approach effectively captured the major cell populations of E7 embryos, achieved efficient conditional *Yap1* deletion, and showed that *Yap1* loss did not alter cell cycle dynamics compared to controls.

### YAP1 represses Nodal and Wnt signaling pathway genes in the epiblast

Differential expressed genes (DEGs) analysis between *Yap1* cKO and control embryos revealed varying numbers of genes impacted by *Yap1* deletion across embryonic clusters (Fig. 1C and Dataset EV1). 

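With a single library per genotype, no number of changed genes was counted from the cells. Among genes with at least 100 UMIs in epiblast-like cells, those with the lowest ratio of *Yap1* cKO to control, by a rule fixed before the data were examined, were *Yap1*, *Ccn1*, *Amotl2*, *Kctd12b* (ENSMUSG00000041633, chromosome X from 153685154 to 153696391 of GRCm38, ratio 0.338, 0.369 in Y-bearing and 0.330 in Xist-bearing cells) and *Ptcra* (ENSMUSG00000036858, chromosome 17 from 46755663 to 46763712, ratio 0.344). For *Ptcra* the ratio was 0.224 in Y-bearing and 0.642 in Xist-bearing cells. It rests on UMIs per cell rather than on the share of cells with a *Ptcra* UMI, which was 6.64% (3.68 to 10.9) in the control and 8.57% (4.88 to 13.7) in the *Yap1* cKO library after thinning. In primitive streak-like cells *Ptcra* was higher in the *Yap1* cKO library, with 17 and 152 UMIs. The genes with the highest ratio were *Afp*, *Apob*, *Ttr*, *Apoc2* and *Apom*. A single *Yap1* cKO cell held between 84.2% (*Apoc2*) and 95.3% (*Afp*) of the UMIs of each of these genes in *Yap1* cKO epiblast-like cells, and 87.3% of those of *Ttr*, *Afp*, *Apoa1*, *Rbp4* and *Apoa4* together. Without the cells over 200 CPM of the latter genes, a step chosen after these values were seen, the highest ratios were those of *Gm29394*, *Wnt3*, *Gm32913*, *Exoc3l2* and *Fgf8*, with 5.43 (3.47 to 8.88) for *Gm29394*. The lowest were again the same genes. Across 3653 autosomal genes with at least 1000 UMIs in both populations, the log2 ratios in epiblast-like cells went with those in extraembryonic ectoderm-like cells, which Sox2-Cre is not meant to recombine (Spearman's rho across genes 0.685). With all cells of both populations kept, rho was 0.687 across 3664 genes. Random splits of the control cells gave at most 0.109. Genes are not independent replicates.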

Within the embryonic populations, the epiblast cluster exhibited the highest number of DEGs (293; 151 upregulated, 142 downregulated, adj. *p* < 0.05), followed by the PS (111) and the nascent mesoderm (40) (Fig. 1C). These findings align with previous studies showing a significant role of YAP1 in the transcriptome of pluripotent stem cells in vitro (Beyer et al, 2013; Estarás et al, 2015; Estarás et al, 2017; Hsu et al, 2018). Among the downregulated genes in the epiblast, we identified key pluripotent regulators such as *Jmjd1c* (Xiao et al, 2017), *Dnmt3b* (Dai et al, 2016), and *Qser1* (Dixon et al, 2021). Conversely, upregulated genes included the critical signaling pathway genes *Nodal*, *Wnt3*, and *Fgf8* (Fig. 1D–F). 

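In epiblast-like cells, *Qser1* (ENSMUSG00000074994, chromosome 2 from 104754795 to 104816760 of GRCm38) was at 143 CPM in the control and 108 CPM in the *Yap1* cKO library, a ratio of 0.755 (0.711 to 0.802). *Jmjd1c* (ENSMUSG00000037876, chromosome 10 from 67096125 to 67256326) was at 222 and 181 CPM, a ratio of 0.816 (0.778 to 0.855). *Dnmt3b* (ENSMUSG00000027478, chromosome 2 from 153649450 to 153687730) was at 1403 and 1236 CPM, a ratio of 0.881 (0.865 to 0.897). The median gene had a ratio of 0.961 in these cells. In extraembryonic ectoderm-like cells, the ratio of *Dnmt3b* was 0.828 (0.796 to 0.862), lower than in epiblast-like cells, and that of *Jmjd1c* was 0.956 (0.898 to 1.02). In extraembryonic endoderm-like cells, *Jmjd1c* had a ratio of 0.813 (0.723 to 0.915) and *Dnmt3b* of 1.04 (0.980 to 1.11). The intervals of *Qser1* in both of these populations included 1, at 0.915 (0.782 to 1.07) and 0.914 (0.780 to 1.07).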

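*Nodal* (ENSMUSG00000037171, chromosome 10 from 61417972 to 61425338 of GRCm38) had 126 UMIs in control and 352 in *Yap1* cKO epiblast-like cells, or 7.38 and 19.5 CPM, a ratio of 2.64 (2.15 to 3.26). *Wnt3* (ENSMUSG00000000125, chromosome 11 from 103774150 to 103817957) had 23 and 106 UMIs, a ratio of 4.35 (2.75 to 7.16). *Fgf8* (ENSMUSG00000025219, chromosome 19 from 45736798 to 45742915) had 434 and 1604 UMIs, a ratio of 3.49 (3.14 to 3.89). Clustering without integration moved *Wnt3* most among the alternatives, to a ratio of 1.85, with 2.12 for *Nodal* and 2.34 for *Fgf8*. In Y-bearing and Xist-bearing cells the ratio was 3.75 and 2.15 for *Nodal*, and 2.79 and 4.49 for *Fgf8*. Within the control library, *Fgf8* was 1.47 times as high in Y-bearing as in Xist-bearing cells. After thinning, a *Nodal* UMI was seen in 23.7% (18.1 to 30.0) of control and 41.1% (33.8 to 48.8) of *Yap1* cKO epiblast-like cells, and without thinning in 34.3% and 59.2%. In extraembryonic ectoderm-like cells, which should lack *Nodal*, the thinned shares were 1.74% and 2.13%, at median depths before thinning of 84348 and 106082 UMIs.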

Along with Wnt and Nodal, Fgf signaling also promotes epiblast differentiation toward PS cell-fates (Conlon et al, 1994; Guo and Li, 2007; Liu et al, 1999; Sun et al, 1999). Consistent with this, we observed upregulation of downstream targets of these pathways, including *Axin2*, *Id1*, and *Nanog*. 

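*Axin2* (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783 of GRCm38) was at 3.81 CPM in control and 7.97 CPM in *Yap1* cKO epiblast-like cells, on 65 and 144 UMIs, a ratio of 2.09 (1.55 to 2.85). *Id1* (ENSMUSG00000042745, chromosome 2 from 152736251 to 152737410) was at 34.3 and 119 CPM, a ratio of 3.46 (3.16 to 3.80). *Nanog* (ENSMUSG00000012396, chromosome 6 from 122707489 to 122714633) was at 20.2 and 30.2 CPM, a ratio of 1.50 (1.30 to 1.72). The ratio of *Axin2* in extraembryonic ectoderm-like cells was 0.689 (0.558 to 0.848) and that of *Id1* was 1.21 (1.12 to 1.30).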

*Axin2* is a typical β-CATENIN target gene, thought to fine-tune Wnt signaling activity in the epiblast (Preprint: Hernández-Martínez et al, 2024). *Nanog* and *Id1* are direct targets of SMAD2/3 involved in the repressing of neuroectodermal fates (Vallier et al, 2009; Wang et al, 2012; Xu et al, 2008) and regulating epiblast differentiation timing and cardiac mesoderm differentiation (Cunningham et al, 2017; Malaguti et al, 2019; Yu et al, 2018), respectively. Furthermore, single-cell Pathway Analysis (SCPA) retrieved TGFβ/NODAL and WNT signaling-related terms specifically enriched in the epiblast cluster of the *Yap1* cKO embryos, compared to controls (Figs. 1G and EV1I). Accordingly, we detected an accumulation of nuclear SMAD2/3, the transcriptional effectors of Nodal signaling, in nuclear extracts of mutant embryos, compared to controls, further suggesting an increase in the activity of the NODAL pathway upon *Yap1* loss (Figs. 1H and EV1J (nuclear) and Fig. EV1K (total extracts)). However, we failed to detect nuclear accumulation of the WNT effector β-CATENIN in the mutant embryos, compared to controls (Figs. 1H and EV1J (nuclear) and Fig. EV1K (total extracts)), which could be due to a milder activation of the pathway combined with the dynamic nature of β-CATENIN nuclear localization, as previously noted by others (Martyn et al, 2019).

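SCPA was not repeated. Short gene lists, fixed before the data were examined, were compared with 10000 random lists matched on mean expression, as a description of these libraries. Of the 24 genes of the Nodal and TGF-beta list, 23 had at least 20 UMIs in epiblast-like cells. Their median log2 ratio of *Yap1* cKO to control was 0.17, at the 99.99 percentile of the random lists. With at least 100 UMIs, the percentile was 91.5. The study names 5 of these genes from the same libraries. The list is therefore not independent of them. Of the other 18 genes, 8 were higher in the *Yap1* cKO cells, a count made after the result was seen. The Wnt list had a median log2 ratio of -0.07 over 19 genes and a percentile of 42.5.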

Overall, these data show that conditional deletion of *Yap1* in the epiblast affects the expression of genes important for pluripotency and differentiation. Furthermore, we conclude that the predominant role of YAP1 in the epiblast is to repress the expression of signaling genes regulating PS differentiation.

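Other genes that the study names for these libraries were compared in the same epiblast-like cells. *Chd7* (ENSMUSG00000041235, chromosome 4 from 8690406 to 8867659 of GRCm38), *Smarcd1* (ENSMUSG00000023018, chromosome 15 from 99702129 to 99713991), *Pdzd4*, *Lmnb1*, *Lin28a*, *Otx2* and *Hmgb2* had ratios of *Yap1* cKO to control between 0.723 (*Chd7*) and 0.862 (*Hmgb2*). In extraembryonic ectoderm-like cells, *Smarcd1*, *Lmnb1* and *Lin28a* had ratios of 0.744, 0.772 and 0.803, against 0.753, 0.801 and 0.802 in epiblast-like cells. In extraembryonic endoderm-like cells they had 0.963 (0.873 to 1.06), 0.720 (0.666 to 0.778) and 1.15 (1.07 to 1.24). There, *Chd7*, *Pdzd4*, *Otx2* and *Hmgb2* had ratios of 0.514 (0.363 to 0.731), 0.548 (0.331 to 0.920), 0.504 (0.285 to 0.906) and 0.923 (0.899 to 0.948). In extraembryonic ectoderm-like cells, *Chd7* had 0.920 (0.792 to 1.07), *Pdzd4* 0.706 (0.489 to 1.01) and *Hmgb2* 0.916 (0.8985 to 0.933), while *Otx2* had only 3 and 4 UMIs. *Lefty1* (ENSMUSG00000038793, chromosome 1 from 180935022 to 180938400), *Eomes* (ENSMUSG00000032446, chromosome 9 from 118478212 to 118486132), *Fth1* and *Chchd2* had ratios of 3.67 (2.16 to 6.55), 1.62 (1.43 to 1.84), 1.47 and 1.29. *Fth1* and *Chchd2* were also higher in extraembryonic ectoderm-like cells, at 1.16 and 1.26. *Apoe* (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188) had a ratio of 1.18 (1.09 to 1.27), which was 0.753 without the cells over 200 CPM of extraembryonic endoderm genes. *T* had 2 UMIs in the control and 9 in the *Yap1* cKO library (ratio 4.25 (0.880 to 40.4)), and *Foxa2* 3 and 22 (ratio 6.93 (2.08 to 36.2)). *Sp5* had 0 and 4 UMIs and *Bmp4* 30 and 28, and *Cer1* was at the floor with 1 in each.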

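In primitive streak-like cells, the ratio of *Yap1* cKO to control was 1.24 (1.10 to 1.40) for *Nodal*, 1.09 (0.964 to 1.23) for *Wnt3* and 1.42 (1.36 to 1.49) for *Fgf8*, each closer to 1 than in epiblast-like cells. *Fgf8* also rose in extraembryonic ectoderm-like cells, from 3 to 48 UMIs (ratio 21.9 (7.05 to 109.8)). *Wnt3* went from 0 to 10 UMIs there, and *Nodal* from 5 to 11 (ratio 3.01 (0.964 to 11.05)), with an interval that includes 1. *Ttr*, a gene of extraembryonic endoderm, rose in the same cells from 10 to 308 UMIs, so that RNA from other cells is not excluded there. *Axin2*, *Id1* and *Nanog* had ratios of 0.972 (0.865 to 1.09), 1.02 (0.964 to 1.07) and 0.878 (0.808 to 0.956) in primitive streak-like cells. Without the cells over 200 CPM of extraembryonic endoderm genes, *T* had 0.8285 (0.762 to 0.901) there, on 894 and 1461 UMIs, and *Eomes* 0.960 (0.911 to 1.01). In nascent mesoderm-like cells without such cells, *T* had 1.27 (1.15 to 1.39) and *Eomes* 1.01 (0.945 to 1.07). Within each of the clusters that make up the epiblast-like cells, *Nodal* had ratios of 3.15 and 1.79, *Wnt3* of 3.39 and 8.06, and *Fgf8* of 3.89 and 2.65. The paper concludes that YAP1 in the epiblast mainly holds down signaling genes that drive PS differentiation. Of the data it reports in that section, only the single-cell counts were analysed here.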

### Conditional YAP1 deletion leads to an expanded primitive streak (PS) domain at E7

To test how YAP1 deletion in the epiblast affects E7 populations, we analyzed the proportion of cells in each cluster in *Yap1* cKO embryos and controls. Among the embryonic clusters, the PS was the only cluster with significant changes. 

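Primitive streak-like cells made up 22.2% (18.7 to 26.1) of 509 embryonic control cells and 35.2% (31.2 to 39.4) of 548 embryonic *Yap1* cKO cells. Epiblast-like cells made up 42.4% (38.1 to 46.9) and 32.7% (28.8 to 36.8). The intervals of nascent mesoderm-like, cardiac mesoderm-like, blood progenitor-like and unnamed cells overlapped between the libraries. The primitive streak-like share was 22.8% (17.4 to 28.8) and 37.2% (32.6 to 42.01) in Xist-bearing cells. In Y-bearing cells it was 21.7% (16.9 to 27.2) and 29.8% (20.8 to 40.1), with overlapping intervals. The epiblast-like shares also overlapped within each group, at 44.6% and 36.2% in Y-bearing and 39.7% and 31.8% in Xist-bearing cells. At a resolution of 1.2 the shares were 15.8% (12.7 to 19.2) and 20.3% (17.0 to 24.0), since a part of the cluster then formed a cluster without a name, with 5.92% and 13.1% of embryonic cells. Of the alternatives set beforehand, this one moved the *Yap1* cKO share most. Within Y-bearing cells at this resolution, the primitive streak-like share was lower in the *Yap1* cKO library, at 9.68% (4.52 to 17.6) against 16.2% (12.0 to 21.2), with overlapping intervals. Within Xist-bearing cells it was higher, at 23.8% (19.8 to 28.2) against 15.7% (11.2 to 21.2), also with overlapping intervals. Of the same alternatives, the control share moved most with a count of embryonic cells with a *T* UMI after thinning, which gave 36.4% (32.2 to 40.8) and 40.3% (36.1 to 44.6), with 12 and 22 cells left out. Without thinning, a *T* UMI was seen in 42.2% and 48.4%, at median depths of 74265 and 79423 UMIs. The count by *T* takes in another set of cells than the cluster. After thinning, 51.4% of control primitive streak-like cells had a *T* UMI, while control nascent mesoderm-like cells held 713 *T* UMIs. With the nascent mesoderm-like cluster counted as primitive streak-like, an alternative chosen after the values were seen, the shares were 37.9% (33.7 to 42.3) and 52.0% (47.7 to 56.3). In the epiblast-like cells, which should lack *T*, the thinned shares were 0% and 1.71%.

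**Figure D2:**
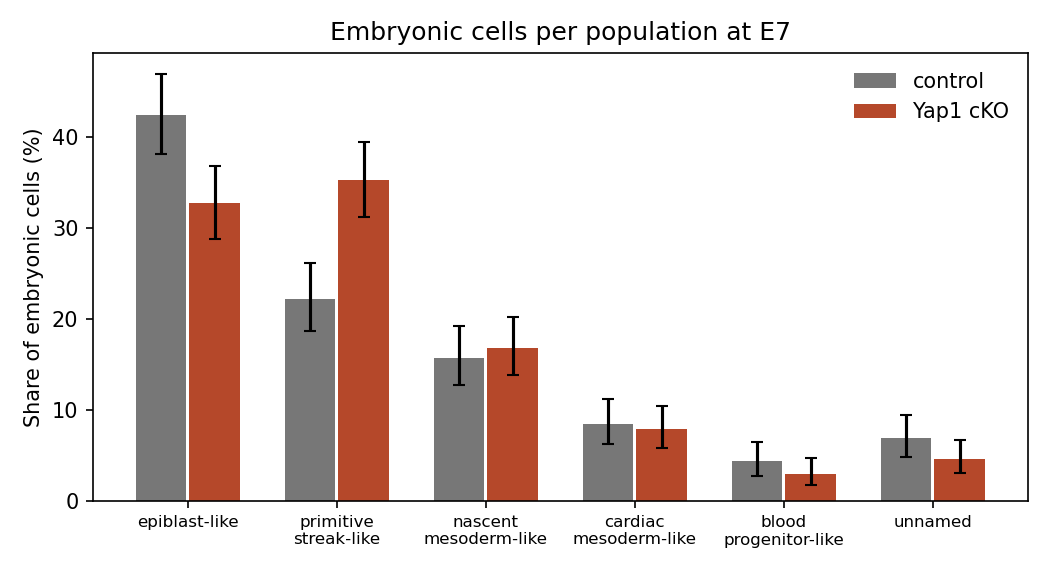
Percent of embryonic cells in each population of the control and *Yap1* cKO libraries, with exact Clopper-Pearson intervals that cover counting error only. The primitive streak-like share is 22.2% in the control and 35.2% in the *Yap1* cKO library.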

*Yap1* cKO embryos displayed a significant increase in the number of PS cells, compared to controls (Fig. 2A). Two of the extraembryonic clusters also displayed significant differences in the number of cells (Fig. EV2A). However, the extraembryonic clusters do not express the *cre* allele and preserve YAP1 expression (see Fig. EV1E). Therefore these differences may be due to a non-autonomous effect of *Yap1* deletion in the epiblast.

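Of all cells, extraembryonic ectoderm-like cells made up 22.7% (19.8 to 25.7) in the control and 11.5% (9.46 to 13.8) in the *Yap1* cKO library, and extraembryonic endoderm-like cells 9.75% (7.77 to 12.0) and 21.7% (19.0 to 24.6). Anterior visceral endoderm-like cells made up 3.16% (2.06 to 4.64) and 3.02% (1.98 to 4.40). Their share rose from 1.47% (0.542 to 3.17) to 5.97% (2.61 to 11.4) in Y-bearing cells and fell from 5.405% (3.24 to 8.41) to 1.95% (1.04 to 3.31) in Xist-bearing cells, with overlapping intervals in both. In Y-bearing cells, the extraembryonic endoderm-like shares of 6.62% (4.41 to 9.48) and 9.70% (5.27 to 16.0) had overlapping intervals, while in Xist-bearing cells they were 12.3% and 23.5%. The extraembryonic ectoderm-like shares were 26.5% and 14.2% in Y-bearing cells, and 15.0% (11.4 to 19.3) and 10.5% (8.27 to 13.1) in Xist-bearing cells, where the intervals overlapped.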

**Figure 2:**
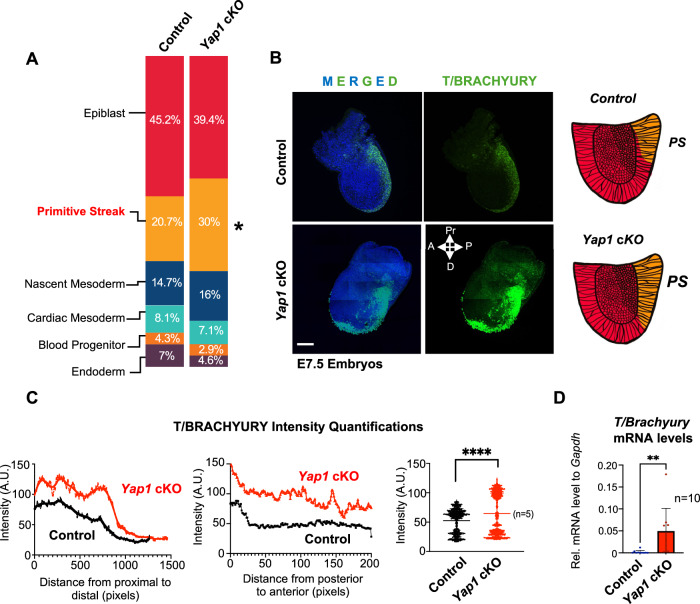
Yap1 loss in the epiblast increases differentiation toward the primitive streak (PS). (**A**) Bar graph showing the percentage of embryonic cell populations detected by scRNA-seq analysis in control and *Yap1* cKO embryos. Statistical significance was assessed using the Chi-square test (*p < 0.05). Only embryonic populations are shown. See Fig. EV2A for analysis including all populations. (**B**) Representative images of whole-mount immunostaining for the PS marker BRACHYURY (T/BRA) (green) in E7.5 control and *Yap1* cKO embryos. DAPI (blue) marks nuclei. On the right, a scheme summarizing results; compared to controls, *Yap1* cKO embryos have expanded the PS domain. Scale bar 250 µm Pr: proximal, A: anterior, P: posterior, D: Distal. (**C**) Graphs show quantifications of T/BRA signal intensity along the proximal to distal axis of the embryo (left), the posterior to anterior axis (middle), and the overall intensity of the immunostaining (right). An in-house developed Matlab script was applied to quantify fluorescence. The experiment was replicated with three separate litters (*n* = 3). Data are presented as mean ± SEM. Statistical analysis: Student’s t-test, ****p < 0.0001. (**D**) RT-qPCR of *T/Bra* in E7.5 control and *Yap1* cKO embryos (*n* = 10). Data are presented as mean ± SEM. Statistical analysis: Student’s t-test, ^∗∗^*p* = 0.0097.

**Figure EV2:**
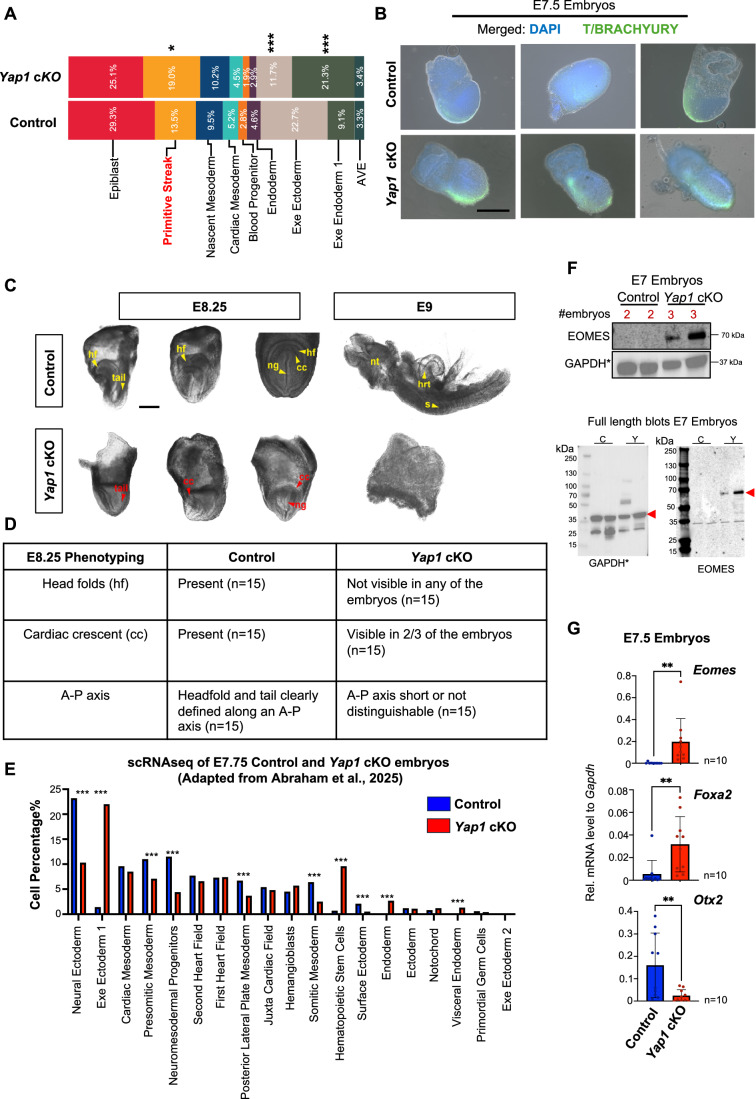
Phenotyping analysis of *Yap1* cKO embryos reveals patterning defects. (**A**) Bar graph showing the percentage of cells assigned to each cluster of control and Yap1 cKO embryos. All populations are shown. Statistical analysis: Chi-test, * <0.05, ** <0.001,*** <0.0001. (**B**) Merged images of whole-mount immunostaining of BRACHYURY (T; green) and DAPI (blue) in E7.5 control and *Yap1* cKO embryos. The experiment was repeated three times with different litters with consistent results. See also Fig. 2B. Scale bar 250 µm. (**C**) Bright-field images of control and *Yap1* cKO at E8.25 and E9. hf: head fold, ng: neural groove, cc: cardiac crescent, nt: neural tube, hrt: heart, and s: somites. Scale bar 250 µm. (**D**) Table showing the phenotyping description of control and *Yap1* cKO embryos at E8.25 (*n* = 15). (**E**) Percentage of cells from E7.75 control and *Yap1* cKO scRNA-seq datasets previously published by our lab (Abraham et al, 2025). Clusters marked with an asterisk (*) are significantly different. Statistical analysis: Chi-test with Bonferroni correction run through 100 bootstrap iteration, ***p < 0.0001. (**F**) Western blot of whole embryo lysates of control and *Yap1* cKO at E7. Embryos pooled per lane are indicated, along with the markers. The uncropped blots are represented below. The red arrows highlight the molecular weight. C: control Y: *Yap1* cKO Eomes (mw: 70 kDa) and Gapdh (mw: 37 kDa) *Same western blot from Fig. EV1K. (**G**) qPCR of listed markers in E7.5 embryos (*n* = 10). Data are presented as mean ± SEM. Statistical analysis: Student’s t-test, ^∗∗^*p* = 0.0096 (Eomes), 0.0068 (Foxa2), and 0.0089 (Otx2).

To visualize the PS domain in gastrulating embryos, we analyzed the expression pattern of *T/Brachyury*, a general marker of the PS (Bulger et al, 2024; Rivera-Pérez and Magnuson, 2005; Stott et al, 1993), using whole-mount immunostaining. At the onset of gastrulation, *T/Brachyury* is initially expressed in the proximal posterior epiblast and expands both anteriorly and distally as development progresses (Rivera-Pérez and Magnuson, 2005). In *Yap1* cKO embryos, we observed a significant increase in *T/Brachyury* expression levels, along with a distal expansion of its expression domain compared to control embryos (Figs. 2B–D and EV2B). Therefore, we conclude that YAP1 deletion leads to enhanced PS differentiation of the epiblast.

### YAP1 deficiency disrupts embryo patterning

Premature or excessive differentiation toward PS may result in severe consequences for gastrulation patterning. For instance, it may lead to an imbalance in the proportion of populations derived from the PS and/or a depletion in the pool of epiblast cells left for ectodermal commitment.

Indeed, older *Yap1* cKO embryos display severely underdeveloped headfolds and neural plate structures (Fig. EV2C,D) that are not compatible with life beyond E8.5 (Abraham et al, 2025; Morin-Kensicki et al, 2006). These abnormalities are consistent with impaired ectoderm development and disruption of anterior structures (Stiles and Jernigan, 2010).

To further determine the developmental consequence of epiblast Yap1 deletion, we analyzed the proportion of cell populations in the scRNAseq of E7.75 embryos we previously generated (Abraham et al, 2025). Remarkably, a comparison of epiblast-derived populations between control and *Yap1* cKO at E7.75 revealed an increase in the proportion of hematopoietic stem cell and endoderm populations alongside a significant reduction in neural and surface ectoderm populations in *Yap1* cKO embryos (Fig. EV2E). Other PS populations, including presomitic and somitic mesoderm, were also underrepresented in the *Yap1* cKO embryos (Fig. EV2E). To confirm these results, we performed qPCR and Western blot analyses of the anterior primitive streak marker *Eomes* (Arnold et al, 2008), endoderm marker *Foxa2* (Burtscher and Lickert, 2009) and neuroectoderm marker *Otx2* (Acampora et al, 1995) in E7.75 embryos. Consistent with the morphological analysis and scRNAseq data, *Eomes* and *Foxa2* were upregulated and *Otx2* downregulated in *Yap1* cKO (Fig. EV2F,G).

Overall, we conclude that conditional *Yap1* deletion leads to imbalanced differentiation of the epiblast. Specifically, *Yap1* loss in the epiblast promotes the expansion of anterior primitive streak derivatives while compromising neural committed cells. This shift is consistent with increased NODAL and WNT signaling activities in the mutant embryos, as suggested by our transcriptomic analysis of the epiblast at E7.

### Analysis of YAP1 nuclear interactors in human pluripotent stem cells

In many cell contexts, YAP1 regulates transcription of genes controlling proliferation and cell growth, such as *Myc* or *Ctgf* (LeBlanc et al, 2021). However, in the mouse epiblast (Fig. 1) and in hESCs (Estarás et al, 2017; Stronati et al, 2022), YAP1 also regulates genes linked to differentiation, like *Wnt3* and *Nodal*. This suggests the existence of a pluripotent-specific YAP1-transcriptional network. To gain insight into this, we performed a proximity biotinylation assay to identify YAP1-associated nuclear proteins in hESCs. Although key differences exist between mouse epiblast and human hESCs (Ghimire et al, 2021; Handford et al, 2024; Rossant and Tam, 2022), they share important functional similarities, including their pluripotent state and capacity to give rise to all three germ layers (Brons et al, 2007; Warrier et al, 2017). Accordingly, the phenotype of YAP1 deletion in hESCs (Stronati et al, 2022) closely mirrors the phenotype of *Yap1* cKO in the epiblast (Figs. 1 and 2).

We carried out a proximity biotinylation (BioID2 (Kim et al, 2016)) assay on nuclear extracts of hESCs using YAP1 as bait (Fig. 3A). For this, we created an H1 inducible hESC clonal line that expresses YAP1 fused to Bir2 under the control of a Doxycycline responsive promoter. Doxycycline and biotin concentrations were optimized to observe a stable nuclear YAP1-MYC-BIR2 expression (Figs. 3B and EV3A) and effective biotinylation of nuclear proteins, respectively (Figs. 3C and EV3B). Furthermore, we confirmed that the YAP1-MYC-BIR2 fusion protein retains the ability to interact with TEAD4, by co-immunoprecipitation experiments (Fig. EV3C) and ChIP-qPCR approaches (Fig. EV3D), to further confirm the functionality of our YAP1-MYC-BIR2 construct.

**Figure 3:**
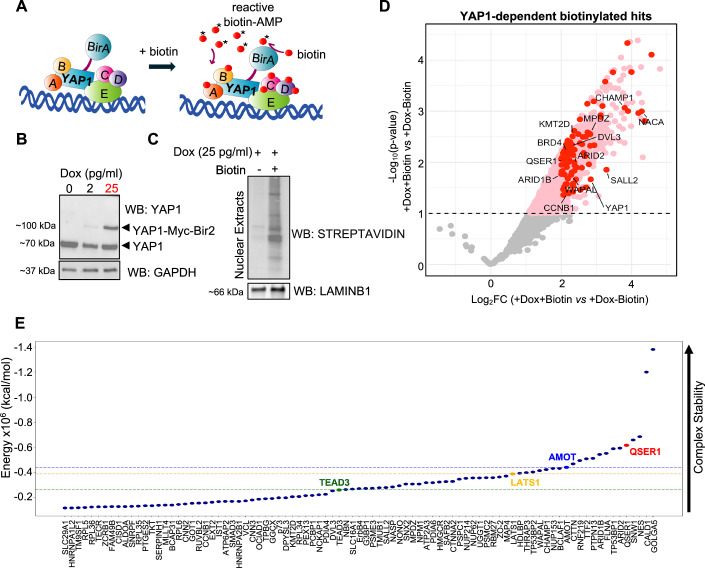
BioID2 assay identifies QSER1 in the proximity network of YAP1 in hESCs. (**A**) Scheme of BioID2 assay to identify potential nuclear interactors of YAP1 in hESCs. (**B**) A doxycycline-inducible YAP1-Myc-Bir2 clonal cell line was generated in H1 hESCs. Western blot of YAP1 shows expression of construct following the indicated treatments. 25 pg/ml of Doxycycline (Dox) was used for experiments (highlighted in red). Note that the expression of the YAP1-Myc-Bir2 construct at 25 pg/ml (~90 kDa band) is similar to the expression of endogenous YAP1 (~70 kDa band). GAPDH was used as a loading control. (**C**) Western blot of YAP1-Myc-Bir2 against Streptavidin shows biotinylated nuclear proteins in the presence and absence of biotin, as indicated. LAMINB1 was used as a loading control of nuclear extracts. (**D**) Volcano plot showing protein hits detected in the BioID2 assay. Gray dots indicate proteins not significantly enriched in +Biotin+Dox vs. −Biotin+Dox condition. Pink dots represent proteins significantly enriched (Log2FC > 2 and adjusted *p*-value < 0.05) in the +Biotin+Dox vs. −Biotin+Dox comparison, totaling 311 hits. A secondary filter was applied to the 311 hits: red dots highlight proteins also enriched (Log2FC > 1.5) in +Biotin+Dox compared to both +Biotin–Dox and –Biotin–Dox conditions. Only proteins with LFQ values in at least two of three replicates were included in the analysis. The name of some hits is shown; the full list is provided in (**E**). (**E**) Computational protein docking analysis of YAP1 with 83 candidate interactors identified by BioID2. The plot displays the predicted potential energies of YAP1 complexes with each candidate, which serve as a proxy for the stability of the protein complex. Energies for three known YAP1 interactors (TEAD3, LATS1, and AMOT) are included as positive controls. The QSER1–YAP1 complex is highlighted and ranks as the fifth most stable predicted interaction.

**Figure EV3:**
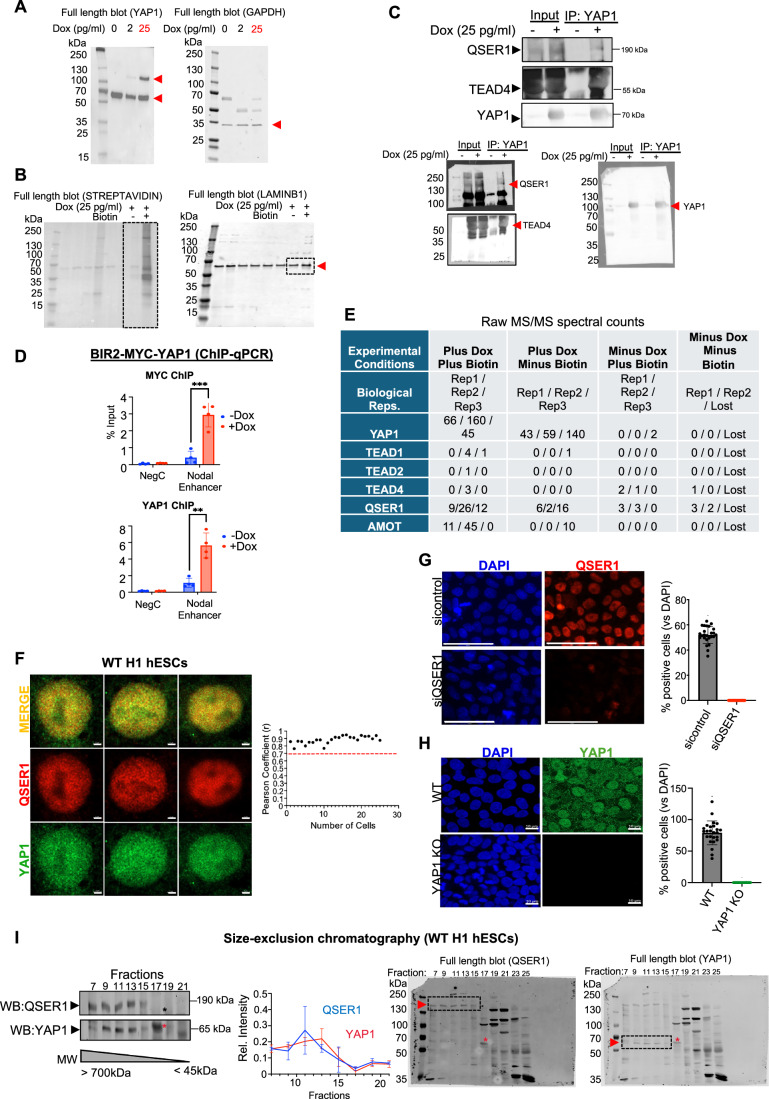
YAP1 co-localizes with QSER1 in hESCs. (**A**) Uncropped western blot from Fig. 3B. Red arrowheads indicate bands shown in the main figure. (**B**) Uncropped western blot from Fig. 3C. The dotted square highlights the bands shown in the main figure. (**C**) Co-immunoprecipitation (Co-IP) experiment was performed in the doxycycline-inducible YAP1-Myc-Bir2 clonal hESC line in the presence and absence of Doxycycline, as indicated. The YAP1 antibody was used for immunoprecipitation, and western blot analysis was performed using a QSER1, TEAD4, and YAP1 antibodies. 10% of total lysate was loaded as input. Full western blot shown below. (**D**) ChIP-qPCR analysis was performed in the clonal YAP1-Myc-Bir2 hESC line, in the absence and presence of 25 pg/ml of Doxycycline (Dox). ChIPs using c-myc and YAP1 antibodies were carried out. The genomic regions analyzed are indicated at the bottom. NegC, negative control region (*n* = 4, independent biological replicates). Data are presented as mean ± SEM. Statistical analysis: Student’s t-test, ^∗∗^*p* = 0.0056 and ^∗∗∗^*p* = 0.0008. (**E**) Table depicting experimental conditions used for the BioID2 assay and replicates. Raw MS/MS counts (without normalization) are shown for the indicated proteins in each replicate. Dox: doxycycline. (**F**) Immunostaining of endogenous YAP1 (green) and QSER1 (red) in WT hESCs. Representative 63x magnified images of single cells are shown. Scale bar 2 µm (*n* = 25). On the right, Pearson correlation coefficient (r) was calculated for YAP1 and QSER1 signals in each cell. A threshold of r > 0.7 (indicated by the red dashed line) shows a strong positive correlation. (**G**) Immunostaining of QSER1 (red) in sicontrol and siQSER1 in H1 hESCs and quantification of cells positive for QSER1, relative to DAPI (blue). Scale bar 50 µm (25 cells were counted across three images of one biological replicate). Data are presented as mean ± SEM. (**H**) Immunostaining of YAP1 (green) in WT and YAP1 KO H1 hESCs and quantification of cells positive for YAP1, relative to DAPI (blue). Scale bar 10 µm. (25 cells were counted across three images of one biological replicate). Data are presented as mean ± SEM. (**I**) Size-exclusion chromatography was performed on nuclear extracts from WT H1 hESCs. The elution fractions analyzed are indicated on the top. The approximate MW range covered by these fractions is indicated at the bottom. Western blot of QSER1 and YAP1 was performed. Relative intensity was quantified. Complete blots are shown on the right. * shows a band that appeared in both the QSER1 and YAP1 channels and was discarded from quantifications. Experiment was performed with two biological replicates. Data are presented as mean ± SEM.

Mass spectrometry analysis of purified streptavidin-bound peptides was performed in four experimental conditions, as shown in Fig. EV3E. The analysis of the potential hits was performed as follows. We first compared biotin-treated YAP1-MYC-BIR2 samples (+dox, +biotin) to untreated YAP1-MYC-BIR2 samples (+dox, +biotin) and found 311 hits significantly enriched (*n* = 3, Log2FC > 2, FDR < 10%) (Fig. 3D, highlighted as pink dots in volcano plot). Then, we filtered out these 311 hits list, by discarding the proteins that were still biotinylated in the absence of YAP1-MYC-BIR2 construct (−dox, +biotin) or the absence of YAP1-MYC-BIR2 construct and biotin (−dox, −biotin) (see Methods for details). After these filters, we obtained a subset of 83 proteins (Fig. 3D, highlighted as red dots in volcano plot), as bonafide biotinylated targets of YAP1.

Among the 83 biotinylated hits, we found transcriptional co-activators and co-repressors reported to interact with YAP1, including the epigenetic reader BRD4 (Zanconato et al, 2018), the subunit of the chromatin remodeler complex SWI/SNF ARID2 (Chang et al, 2018), and the methyltransferase KMT2D (Fasciani et al, 2020). Additionally, we detected other well-known interactors of YAP1, such as the subunit of the Crumbs cell polarity complex MPDZ (Liu et al, 2021), and DVL3, a core component of the Wnt signaling pathway, that shuttles between the nucleus and cytoplasm and regulates YAP1’s intracellular location (Barry et al, 2013) (Dataset EV2 and Fig. 3D,E). The analysis also retrieved new potential interactors, including the zing finger protein SALL2 (Kloet et al, 2018), the cohesin regulatory protein WAPL (Kueng et al, 2006), or the splicing and transcription regulator SNW1 (Wu et al, 2011). QSER1, a recently characterized protein, whose activity has been tightly associated with the protection of DNA methylation sites in hESCs was also among the 83 gene list (Dixon et al, 2021; Zhao et al, 2023) (Fig. 3D,E and Dataset EV2). Nonetheless, our mass spectrometry analysis detected few TEAD peptides, which did not reach the threshold for significant enrichment (see raw values in Dataset EV2 and Fig. EV3E). Other published BioID/TurboID datasets report similarly low TEAD recovery when YAP1 was used as bait (Zhu et al, 2019), which could be due to limited accessible lysines, rigid structure of TEAD or/and geometric constraints due to the tight YAP1:TEAD interactions (Mesrouze et al, 2018; Minde et al, 2020; Zhu et al, 2019).

### Computational docking predicts high stability for a QSER1:YAP1 complex

To prioritize potential YAP1 interactors among the hits identified in the BioID2 assay for downstream analysis, we performed computational docking to evaluate whether these proteins could plausibly form stable complexes with YAP1. Structural models from AlphaFold were used to simulate binding interactions using HDock (Yan et al, 2020; Yan et al, 2017a; Yan et al, 2017b), and each complex was assessed for stability through energy minimization (Case et al, 2023b). This analysis allowed us to rank candidate interactors based on predicted structural compatibility, with lower energies associated to more stable complexes (see Methods for details). As a reference, we included known YAP1 interactors—TEAD3 (Zhao et al, 2008), LATS1 (Hao et al, 2008), and AMOT (Zhao et al, 2011)—to interpolate benchmark energy values (Fig. 3E). Among these positive controls, the AMOT:YAP1 complex exhibited the lowest energy. Notably, 10 of the 83 candidate proteins displayed even lower predicted energies than AMOT, including transcriptional regulators such as ARID1B and SNW1. Among these, the QSER1:YAP1 complex ranked within the top five most stable predictions. Considering its predicted binding stability along with QSER1’s prominent yet poorly understood role in pluripotency (Dixon et al, 2021) we chose to investigate this potential functional interaction in greater detail. While docking identified CALD1 and GOLGA5 as top-scoring candidates, and functional relationships between YAP1 and both protein families have been reported (Kim et al, 2025; Kokate et al, 2022; Wang et al, 2017), neither CALD1 nor GOLGA5 is known to play a role in transcriptional regulation, yet additional studies would be required to assess the role of these candidates in this context.

To validate the predicted interaction between QSER1 and YAP1, we performed co-immunoprecipitation (Co-IP) assays in the YAP1-MYC-BIR2 hESCs lines, which confirmed that YAP1 interacts with endogenous QSER1 (Fig. EV3C). Immunofluorescence analysis further revealed that both proteins co-localize in the nucleus of hESCs (Fig. EV3F–H). In addition, we conducted size-exclusion chromatography experiments using nuclear extracts of hESCs, which showed that QSER1 and YAP1 co-elute in overlapping fractions of high molecular weight, suggesting they are part of same nuclear complexes (Fig. EV3I). Together, these results provide strong evidence that QSER1 and YAP1 interact within the nucleus of hESCs.

### QSER1 is an intrinsically disordered protein enriched at promoters and enhancers in hESCs

Previous finding identified QSER1 through a methylation-based screen as a TET-interacting partner in hESCs (Dixon et al, 2021) and found a role for QSER1 in protecting DNA methylation, particularly at EZH2-bound loci (Dixon et al, 2021). However, ChIP-seq analyses of a FLAG-tagged QSER1 protein in hESCs revealed broad binding to enhancer regions, beyond EZH2 co-occupancy (Dixon et al, 2021), suggesting additional regulatory roles yet to be defined.

To further investigate the binding profile of QSER1 in the chromatin, we performed ChIP-seq analysis (Figs. 4 and EV4A) using a validated QSER1 antibody (Figs. EV3G and 6B). We confirmed that QSER1 binds extensively on the chromatin of hESCs, as we detected an average of 12,461 peaks, near 7942 genes. Importantly, a strong correlation was found between our datasets and Flag-tagged QSER1 ChIP-seq datasets previously published (Dixon et al, 2021) (Fig. EV4A), although our ChIPseq retrieved less peaks, probably due to differences in the antibodies used (QSER1 versus Flag). The genomic distribution of our QSER1 ChIP-seq datasets revealed that around ~65% of our QSER1 peaks lie on promoter regions, while the rest are spread among gene bodies and intergenic regions (Fig. EV4B). Supporting its proposed role in safeguarding DNA methylation (Dixon et al, 2021), ~48% of QSER1 peaks are located at CpG islands. However, the remaining peaks are found outside of CpG-rich regions, suggesting that QSER1 may have additional functions (Fig. EV4C). To further characterize the chromatin context of QSER1 binding, we performed an overlap analysis using histone modification datasets from H1 hESCs (Fig. EV4D,E). QSER1 peaks showed strong enrichment at regions marked by H3K27ac, a signature of active enhancers (Rada-Iglesias et al, 2011), while a smaller subset overlapped with the repressive mark H3K27me3 (Rada-Iglesias et al, 2011) (Fig. EV4D–F). The co-occupancy with distinct histone marks suggests the existence of functionally diverse QSER1-bound chromatin pools.

**Figure 4:**
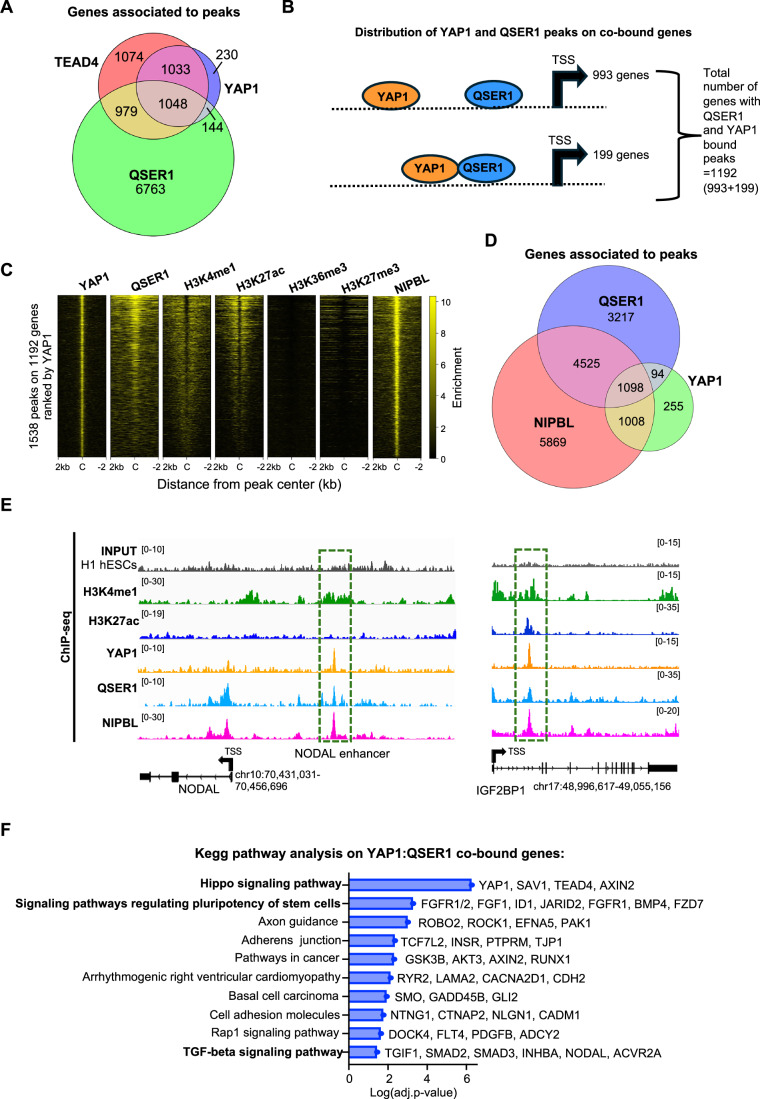
QSER1 binds YAP1: TEAD4 enhancers near developmental genes. (**A**) Venn diagram shows the number of genes bound by QSER1, YAP1, and TEAD4 in hESCs (from ChIP-seq datasets). (**B**) Scheme shows YAP1 and QSER1 ChIP-seq peak distribution on co-bound genes in hESCs. Overlapping ovals denotate perfectly aligned peaks. Ovals separated by a dotted line represent distant annotated to the same gene. (**C**) Analysis of chromatin features associated to QSER1:YAP peaks. Heatmaps depict the correlation of QSER1:YAP co-bound sites with indicated histone modifications (source; ENCODE, Bernstein datasets). Peaks are organized from high to low YAP1 signal (C = center of the peak, +/−2 kb). (**D**) Venn diagram shows the number of genes bound by QSER1, NIPBL (cohesin complex), and YAP1 (from ChIP-seq datasets) in hESCs. (**E**) IGV genome browser captures show YAP1 and QSER1 binding distribution at the indicated genes. H3K27ac and H3K4me1 histone marks are also shown. The coordinates of each genomic region are shown below each gene. TSS; transcriptional start site. The black arrow indicates the transcription direction. (**F**) Graph shows all enriched terms retrieved from Kegg Pathway analysis of the 1192 QSER1:YAP co-bound genes. Examples of genes included in each term are also indicated.

**Figure EV4:**
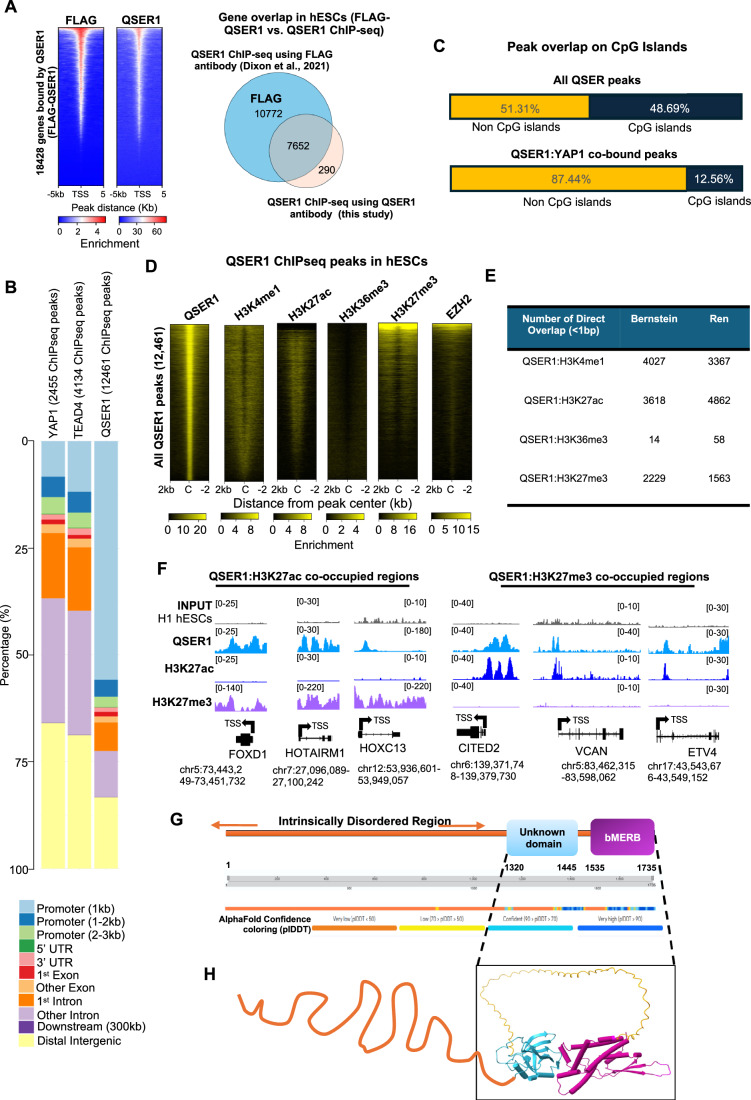
Genome-wide analysis of QSER1 occupancy in hESCs and protein structure. (**A**) Intersection analysis was carried out between our QSER1 ChIP-seq (using QSER1 antibody) and previously published Flag-tagged QSER1 ChIPseq in H1 hESCs (using FLAG antibody) (Dixon et al, 2021). Heatmaps and Venn Diagram show the binding correlation and number of co-bound genes in the two datasets. (**B**) Genomic distribution of QSER1, TEAD4, and YAP1 peaks in WT H1 hESCs from ChIP-seq datasets. (**C**) Graph shows the percentage of QSER1 peaks (all peaks) and QSER1:YAP1 co-bound peaks (199) associated to CpG islands in hESCs. (**D**) Heatmap shows correlation of QSER1 binding, indicated histone marks (source, ENCODE, Bernstein datasets), and EZH2. The heatmap is ranked by QSER1 peak signal and the number of peaks are shown (C = center of the peak, +/−2 kb). (**E**) Table shows the number of overlapping QSER1:H3K4me1, QSER1:H3K27ac, QSER1:H3K36me3, and QSER1:H3K27me3 peaks, genome-wide, using two different histone ChIP-seq datasets (Ren and Bernstein). (**F**) IGV genome browser captures show QSER1, H3K27me3, and H3K27ac at indicated genes TSS: transcription start site. (**G**) QSER1 predicted structure based on AF modeling. Most of the protein comprises an intrinsically disordered region (IDR), especially the first three quarters (residues 1 to 1319, orange). Following the large IDR, there are two folded domains. The first is a domain of unknown function (light blue) that is mostly composed of ß-strands, and the second has been designated as a “bivalent Mical/EHBP Rab binding” or bMERB domain (magenta, residues 1535–1735) and is largely helical with three ß-strands in the middle. These two folded domains are separated by 90 residues of a flexible disordered linker (also orange). Below the domain arrangement is a scale bar to denote residue numbers and a bar that represents the AlphaFold2 confidence score (plDDT) with a color key below that shows that darker blue reflects higher confidence. (**H**) Schematic representation of IDR and AlphaFold predictions of QSER1 folded domain structures. Each is color-coded to match the domains shown above. While the relative orientation of the two domains is the most frequently predicted conformation, the linker between them is highly flexible.

To gain insight into QSER1 potential activities, we used the professional services of a Molecular Modeling facility to analyze QSER1’s predicted structure through AlphaFold tools (Abramson et al, 2024). The results revealed that QSER1 is largely intrinsically disordered, with only two folded domains in the C-terminus: one of unknown function and a “bivalent Mical/EHBP Rab binding” (bMERB) domain (Rai et al, 2016), a mostly helical domain, which is likely to mediate protein–protein interactions, including those with Rab GTPases (Fig. EV4G,H). None of these domains are predicted to have enzymatic functions or catalytic activities. Notably, we found no evidence of a canonical DNA-binding domain, suggesting that QSER1 is likely recruited to chromatin through interactions with other DNA-bound proteins.

Given QSER1’s extensive intrinsically disordered regions and lack of predicted catalytic or DNA-binding domains, we propose that QSER1 functions as a scaffold or co-regulator that facilitates protein–protein interactions within chromatin-associated complexes.

### QSER1 co-localizes with YAP1:TEAD4 at developmental enhancers in hESCs

Next, we intersected the QSER1 ChIP-seq with YAP1 and TEAD4 ChIP-seq datasets we previously reported (Estarás et al, 2017). Results revealed substantial co-occupancy with 48.5% of YAP1-bound genes (1192 out of 2455) and 49% of TEAD4-bound genes (2027 out of 4134) also displaying QSER1 binding (Fig. 4A and Dataset EV3). Nonetheless, QSER1 and YAP1 typically occupied distinct binding sites annotated to the same gene locus (Fig. 4B). This is consistent with the general chromatin distribution of both proteins, with QSER1 peaks typically binding closer to promoters and YAP1 peaks closer to enhancers (Fig. EV4B). Accordingly, most of the YAP peaks on the YAP1:QSER1 co-bound genes were enriched in typical enhancer marks H3K4me1 and H3K27ac (Rada-Iglesias et al, 2011), and were co-occupied by cohesin, as shown by the profile of the NIPBL cohesin subunit (Kagey et al, 2010) (Fig. 4C–E), suggesting that QSER1 may be brought into spatial proximity with YAP1 through chromatin looping. As stated above, genome-wide, ~50% of QSER1 peaks overlapped CpG islands. In contrast, only 12% of QSER1:YAP1 co-bound peaks overlapped CpG islands (Fig. EV4C). Together, these findings suggest that (1) QSER1’s role at YAP:TEAD-bound enhancers is likely independent of DNA methylation, and (2) that QSER1 recruitment to these sites may be mediated by TEAD or YAP1 tethering.

A KEGG pathway analysis (Kanehisa et al, 2016) of the 1192 co-bound genes revealed that the top significant enriched terms were “Signaling pathways in pluripotency” and “Hippo signaling pathway” (Fig. 4F). Other significant categories include “Pathway in cancer”, which contain multiple Wnt and pluripotency genes, and “TGF-β signaling pathway” (Fig. 4F). In these categories we found, in addition to *NODAL*, multiple TGF-β signaling genes like *INHBA*, which encoding homodimers form the Activin A ligand (Abdel Mouti and Pauklin, 2021) and its associated Activin receptor type IIA (*ACVR2A*), which both have important roles in early development (Namwanje and Brown, 2016). We also found *TGIF1*, a critical inhibitor of the pathway (Powers et al, 2010), and *SMAD2* and *SMAD3*, which are the NODAL/ACTIVIN/ TGF-β signaling effectors (Zinski et al, 2018). Among WNT-target genes we identified critical regulators of WNT/β-CATENIN signaling, including the gene codifying for the *GSK3b* kinase (Lian et al, 2013), and *AXIN2*, a typical β-CATENIN target gene involved in restricting WNT activity (preprint: Hernández-Martínez et al, 2024). We also found several members of the Frizzled family receptors, including *FZD7*, that mediate classical and non-classical WNT signaling (He et al, 2021), and N-CADHERIN (codified by *CDH2* gene), a key molecule involved in epithelial-to-mesenchymal transitions, including those that occur during epiblast to PS transition in the embryo (Scheibner et al, 2021). Moreover, critical pluripotency and germ-layer (i.e., *CDX2*, *SOX2*, *OTX2, KDM2B, PRDM14*), Hippo pathway (i.e., *TEAD4*, *AMOTL2*, *WWC1*), and Fibroblast Growth Factor-related genes (i.e., *FGFR1/2*, *FGFBP3*, *FGF1*) were also targeted by both proteins (Dataset EV4). Other categories, such as “Axon guidance”, “arrhythmogenic right ventricular cardiomyopathy” or “basal cell carcinoma” were also enriched, which likely reflect co-bound genes with broader or other context-specific functions. Taking together, we conclude that QSER1 and YAP1 co-occupy a common genetic program in hESCs enriched in pluripotency and lineage genes along with specific TGF-β/NODAL and WNT signaling genes.

### YAP1 recruits QSER1 to co-occupied developmental enhancers

YAP1 and QSER1 bind to 1192 genes in hESCs. From these, YAP1 and QSER1 peaks perfectly overlap on the same regulatory regions of 199 genes, while an additional 993 genes display YAP1 and QSER1 peaks at non-overlapping regulatory regions (Fig. 4B). Here, we investigated the functional relationship between YAP1 and QSER1 on these genes. To do so, we analyzed the following three groups: (1) YAP1 and QSER1 co-occupied sites, such as those near *NODAL*, *CDX2* and *OTX2* genes; (2) YAP1 and QSER1 distal binding sites, like *SMAD2*, *SMARCA2*, and *INHBA*; and (3) no YAP binding, which are genes bound by QSER1 that do not have YAP1 binding sites associated to the same gene, as seen in *PDX1* and *PAX6* (Figs. 5A–D and EV5A,B). Then, we assessed QSER1 binding dynamics across these three types of regions in the presence and absence of YAP1, using ChIP-qPCR approaches. In YAP1 KO hESCs, we observed a significant decrease in QSER1 binding at regions co-occupied by YAP1, including *NODAL*, *CDX2*, *OTX2*, *SOX13*, and *SHB* genes, compared to WT (Fig. 5B). In contrast, QSER1 binding at non-YAP1 target genes remained unaffected (Fig. EV5B). Interestingly, YAP1 deletion also reduced QSER1 levels on *SMAD2*, along with other distal QSER1-bound sites analyzed (Fig. 5D). This further suggest a crosstalk between distal YAP1 and QSER1 bound regions, likely facilitated by cohesin-mediated distal interactions (Fig. 4C,D). On the other hand, QSER1 depletion (Fig. EV3F) did not affect YAP1 binding on the analyzed regions (Fig. EV5C). Altogether, these data show that YAP1 controls QSER1 recruitment on co-bound genes.

**Figure 5:**
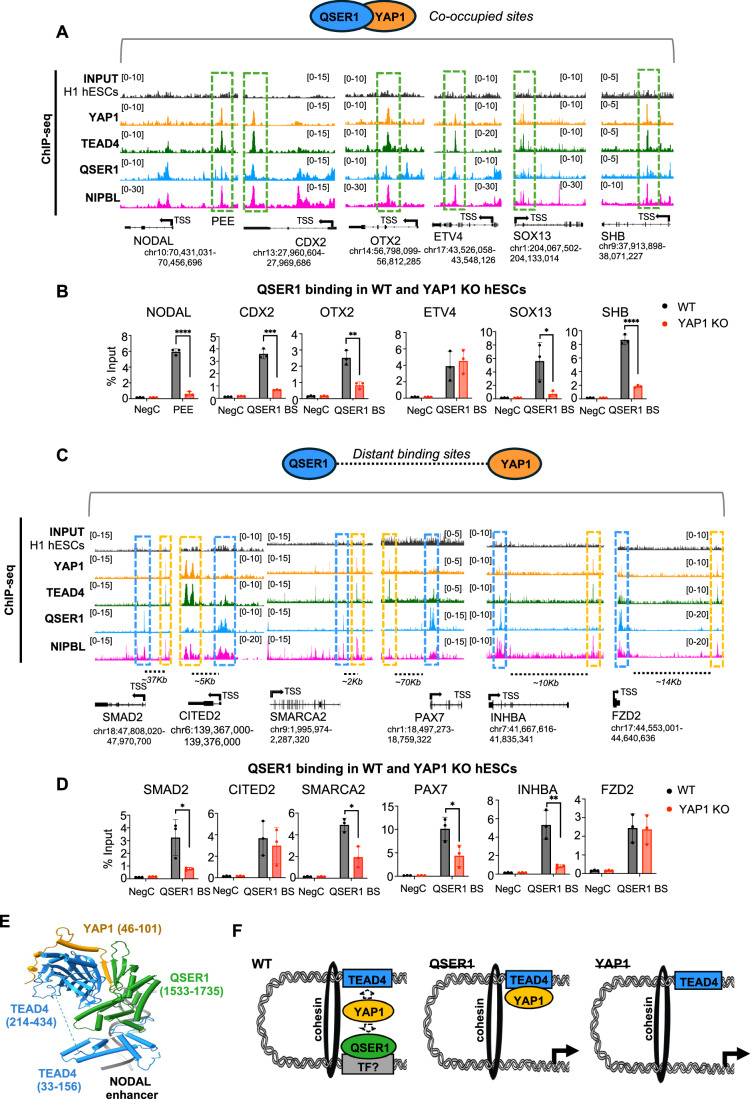
YAP1 tethers QSER1 to TEAD4 enhancers. (**A**) IGV genome browser captures show peak distribution of QSER1, YAP1, TEAD4, and NIPBL on indicated genes. Dotted green boxes enclose the co-occupied regions of QSER1 and YAP1. The coordinates of each genomic region are shown below each gene. TSS; transcriptional start site. The black arrow indicates the transcription direction. (**B**) Graphs show ChIP-qPCR analysis of QSER1 protein on the indicated genomic regions in WT and YAP1 KO hESCs. QSER1 BS: QSER1 binding site, depicted in (**A**). NegC: Negative control region (*n* = 3, independent biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test, ****p = 0.0001, ***p = 0.0002, **p = 0.0040, *p = 0.0394. (**C**) IGV genome browser views showing the distal binding profile of YAP1, TEAD4, QSER1, and NIPBL on indicated genes. Blue and yellow boxes enclose QSER1 and YAP1 bound regions, respectively. Genomic coordinates corresponding to each locus are indicated below the gene tracks. TSS; transcriptional start site. Black arrow indicates transcription direction. (**D**) Graphs show ChIP-qPCR analysis of QSER1 protein on the distal binding sites in WT and YAP1 KO hESCs. QSER1 BS: QSER1 binding site, depicted in (**A**). NegC: Negative control region (*n* = 3, independent biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test, **p = 0.0078 and *p = 0.0388. (**E**) AlphaFold3 Modeling of a complex of TEAD4-YAP1-QSER1 proteins with a cognate TEAD4 binding site on the NODAL enhancer. The domain labeling shows the boundaries of the interacting protein fragments in parentheses. Helices are shown as tubes and ß-strands as arrows for simplicity, and the flexible linker between the two TEAD4 domains is replaced by a dotted line. The two DNA strands are shown as gray ribbons and the main TEAD4 DNA binding helix is bound in the major groove of the cognate site. (**F**) Scheme summarizing interpretation of results. QSER1 is brought in proximity to TEAD-bound enhancers through YAP1. It is likely that the presence of cohesin facilitates these distal interactions. Since QSER1 does not have a DNA binding domain it is possible that binds DNA through unidentified transcription factors (represented by the gray box; TF?).

**Figure EV5:**
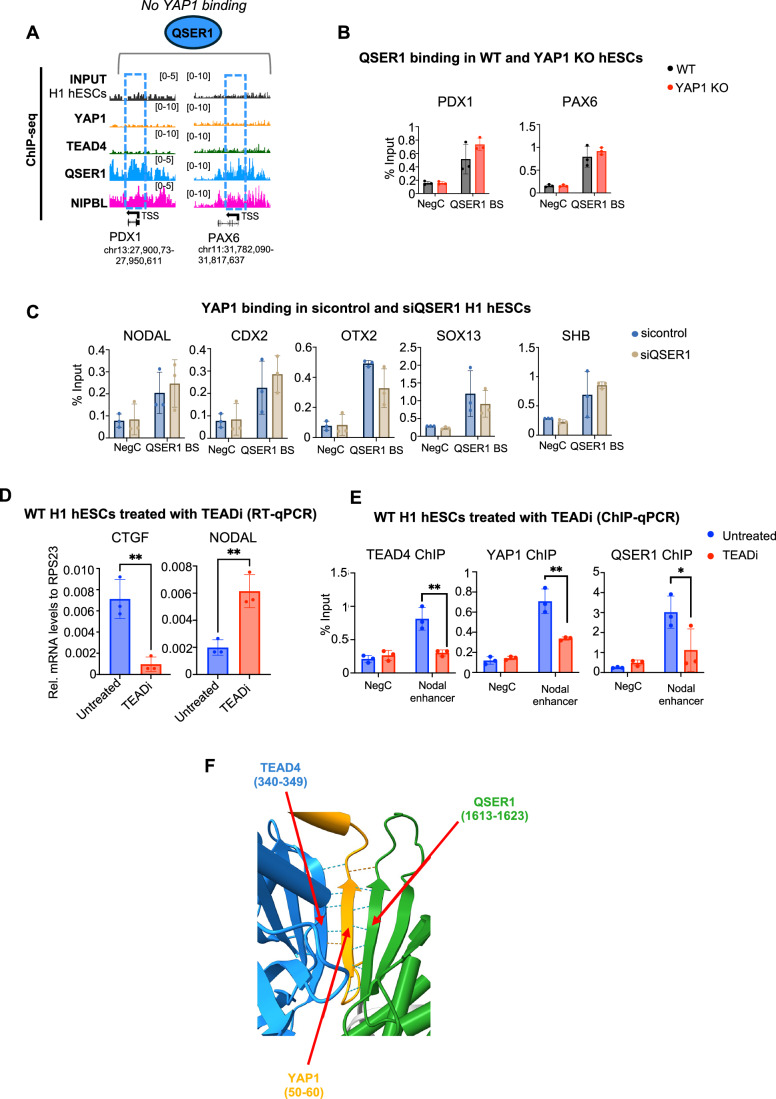
QSER1 does not affect YAP1 binding to TEAD4. (**A**) IGV genome browser snapshots show more examples of distribution of QSER1, YAP1, TEAD4, and NIPBL on indicated genes. (**B**) Graphs show ChIP-qPCR analysis of QSER1 protein on the indicated genomic regions in WT and YAP1 KO hESCs. QSER1 BS: QSER1 binding site. NegC: Negative control region (*n* = 3, independent biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test. (**C**) Graphs show ChIP-qPCR analysis of YAP1 protein on the indicated genomic regions and conditions in sicontrol and siQSER1 conditions. NegC: Negative control region (*n* = 3, independent biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test. (**D**) RT-qPCR of gene expression of CTGF (downstream gene of the Hippo signaling pathway) and NODAL in WT H1 hESCs treated with or without 5 µM GNE-7883 TEAD inhibitor (TEADi) (*n* = 3, independent biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test, **p = 0.0056 (CTGF) and **p = 0.0059 (NODAL). (**E**) Graph of ChIP-qPCR of TEAD4, YAP1, and QSER1 at enhancer of the NODAL gene in untreated and TEADi treated cells. NegC: Negative control region (*n* = 3, independent biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test, *p = 0.0148, **p = 0.0064 (YAP1), and **p = 0.0066 (TEAD4). (**F**) Molecular modeling of TEAD4 (blue), YAP1 (orange), and QSER1 (green) using AlphaFold3 showing that YAP1 residues 50–60 are tightly bound to QSER1 residues 1613–1623 (7 hydrogen bonds) and TEAD4 residues 340–349 (5 hydrogen bonds, shown as dotted lines). Top ipTM scores for this complex are 0.68, reflecting a high confidence in the conformation of this model.

### Molecular modeling suggests YAP1 acts as a bridge between TEAD4 and QSER1

To test whether YAP1 binding to TEAD proteins is required for QSER1 recruitment, we treated human pluripotent stem cells with GNE-7883 (Hagenbeek et al, 2023), a pan-TEAD inhibitor that allosterically disrupts the interaction between YAP1/TAZ and all TEAD paralogs by binding to the conserved TEAD lipid pocket. As observed with YAP1 depletion, treatment with GNE-7883 led to decreased CTGF and increased *NODAL* expression, indicating effective YAP1:TEAD complex disruption (Fig. EV5D).

To investigate whether inhibition of YAP1 binding to TEAD affects QSER1 chromatin binding, we performed ChIP-qPCR at the NODAL enhancer, a region where QSER1, YAP1, and TEAD4 have been detected. GNE-7883 treatment significantly reduced both YAP1 and QSER1 occupancy at this site (Fig. EV5E), supporting a model in which YAP1:TEAD complexes facilitate the recruitment of QSER1 to target enhancers.

To further explore the structural basis of this interaction, we used molecular modeling to predict the configuration of the YAP1:TEAD:QSER1 complex on the NODAL enhancer, using the DNA sequence encompassing the TEAD binding motif (see Methods for details). The resulting AlphaFold 3 modeling yielded a strong ipTM score of 0.68, consistent with a high-confidence trimeric complex on the DNA (Fig. 5E). These structural predictions suggest that YAP1 functions as a molecular bridge: its residues 46–101 wrap around the second TEAD4 domain, and residues 50–60 are positioned in the interface between the bMERB domain of QSER1 and the YAP1 binding domain of TEAD4, acting like a bridge between QSER1 and TEAD4 (Figs. 5E and EV5F).

Because of weaknesses in ipTM scoring (Preprint: Dunbrack, 2025) particularly found in protein targets possessing large regions of intrinsically disordered residues (i.e., QSER1 N-terminal residues 1 to 1320), we trimmed the interacting domains of each of the proteins to optimize the ipTM score (see boundaries enumerated in Methods). The resulting ipTM scoring for the TEAD4-YAP1-QSER1 complex showed a mean ipTM score of 0.61 for 25 models (standard deviation of 0.126) and strong conformational uniformity with a YAP1 β-strand bridging an exposed β-strand of TEAD4 and a β-strand of QSER1 (Fig. EV5F). In contrast, in the absence of YAP1, the TEAD4-QSER1 complex only yielded weak mean ipTM score of 0.31 (standard deviation of 0.27) for 25 models, which generated much more conformational heterogeneity in the location of QSER1 binding, and the resulting interfaces were weaker in general. This aligns with our ChIP-qPCR data, which show that YAP1 depletion leads to a marked reduction in QSER1 occupancy, while QSER1 loss does not affect YAP1 binding, which remains anchored via TEAD4 (Figs. 5B–D and EV5C).

Taken together, these structural predictions suggest that YAP1 functions as a molecular bridge, and in the absence of YAP1, QSER1 binding to YAP1:TEAD sites is compromised due to the loss of a stabilizing interface (Fig. 5F).

### QSER1 depletion increase RNA polymerase II occupancy on YAP1-co-bound enhancers

In mouse embryos, a regulatory region known as the Proximal Epiblast Enhancer (PEE) is critical for NODAL expression in the PS during gastrulation (Vincent et al, 2003). Our previous studies identified that the PEE region is conserved in the human genome and that YAP1 represses this enhancer in hESCs (Stronati et al, 2022). In this study, we identified that QSER1 co-occupies this key enhancer of *NODAL*, located ~13 kb upstream of the TSS in human cells. Thus, we speculate that QSER1 acts as a transcriptional co-repressor of YAP1 on this enhancer, to prevent excessive NODAL activation and subsequent premature differentiation of hESCs toward mesoendodermal lineages. To assess this, we analyzed RNA Polymerase II (RNAPII) binding to the *NODAL* enhancer. Our ChIP-qPCR analysis revealed that QSER1 depletion is sufficient to increase RNAPII abundance on the enhancer of *NODAL* (Figs. 6A–C and EV6A). Furthermore, we extend these analyses to the regions analyzed in Fig. 5B. Our ChIP-qPCR analysis revealed a similar trend across most regions examined: QSER1-bound sites displayed increased RNAPII occupancy upon QSER1 depletion (Figs. 6C and EV6B), suggesting that QSER1 may act to restrain transcriptional activity at the YAP1 co-occupied enhancers.

**Figure 6:**
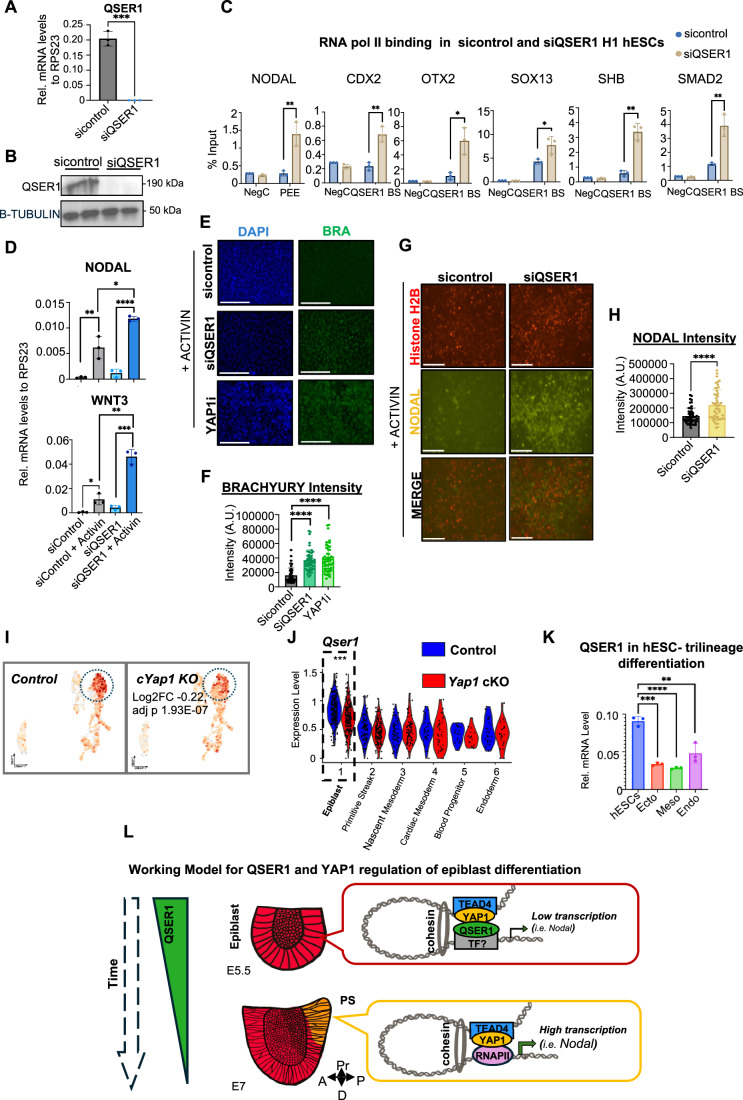
QSER1 regulates developmental signaling pathways in hESC. (**A**) Graph shows QSER1 mRNA levels in hESCs transfected with siRNA control and siRNA against QSER1 for 72 h (*n* = 3, independent biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test, ***p = 0.001. (**B**) Western blot of QSER1 protein levels, same conditions as in (**A**). (**C**) Graphs show ChIP-qPCR analysis of RNA polymerase II protein on the indicated genomic regions in sicontrol and siQSER1 hESCs. QSER1 BS: QSER1 binding site NegC: Negative control region (*n* = 3, independent biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test, **p = 0.0051 (NODAL), **p = 0.0031 (CDX2), *p = 0.0116 (OTX2), *p = 0.0343 (SOX13), **p = 0.0011 (SHB), and **p = 0.0037 (SMAD2). (**D**) H1 hESCs were transfected with control or QSER1 siRNAs and left untreated or treated with Activin (=mesoderm inductor) for 24 h. Graphs show RT-qPCR analysis of NODAL and WNT3 genes (*n* = 3, independent biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test, Nodal (*p = 0.0117, **p = 0.0098, ****p < 0.001) and Wnt (*p = 0.0154, **p = 0.0012, ***p = 0.0003). (**E**) Representative images of hESCs treated with Activin (50 ng/mL) for 48 h and immunostained for BRACHYURY (BRA). The experimental groups are indicated; sicontrol (scramble siRNA), siQSER1 (siRNA against QSER1) or a YAP1 inhibitor (0.5 µM Dasatinib; YAP1i) were used. Scale bar, 50 µm. (**F**) Graph shows quantification of BRACHYURY immunostaining signal across the indicated experimental groups (50 cells were quantified from three biological replicates). Data presented as mean ± SEM. Statistical analysis: One-way ANOVA, ****p < 0.0001. (**G**) NODAL protein expression was visualized (live imaging) using an engineered dual-reporter line expressing NODAL-citrine and H2B-RFP (Liu et al, 2022). H2B-RFP is shown as control. Experimental groups are indicated. BF, bright field. Scale bar, 125 µm. (**H**) Graph shows quantification of intensity of citrine-Nodal levels (cNODAL) per cell (50 cells were quantified from three biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test, ****p < 0.0001. (**I**) UMAP from scRNAseq datasets of E7 embryos showing *Qser1* mRNA expression in control and *cYap1* KO embryos. Dotted circles highlight the epiblast cluster (see Fig. 1). Differential *Qser1* expression in the epiblast of *Yap1* cKO versus control embryos is indicated (adj. *p* = 1.93e-07). (**J**) Violin plot of *Qser1* from scRNAseq of E7 embryos showing expression levels in all clusters Adjusted *p*-values were calculated using a Wilcoxon rank-sum test with Benjamini–Hochberg correction (∗∗∗*p* = 1.9e-07). Each dot represents a single cell from E7 scRNAseq data. (**K**) WT H1 hESCs were differentiated toward ectoderm (ecto), mesoderm (meso), or endoderm (endo) fates followed by RNAseq analysis (Stronati et al, 2022). Graph shows the expression of QSER1 from these datasets in the indicated conditions (*n* = 3, independent biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test, ****p < 0.0004 and ***p < 0.001, **p < 0.01). (**L**) Cooperative mechanism of YAP1 and QSER1 modulating gene expression of signaling genes in the mammalian epiblast. Two developmental stages are shown. QSER1 expression decreases as the epiblast transitions to PS, which allows RNAPII recruitment and increased transcription of genes, including *Nodal*. PS: primitive streak. Pr: proximal, A: anterior, P: posterior, D: Distal.

**Figure EV6:**
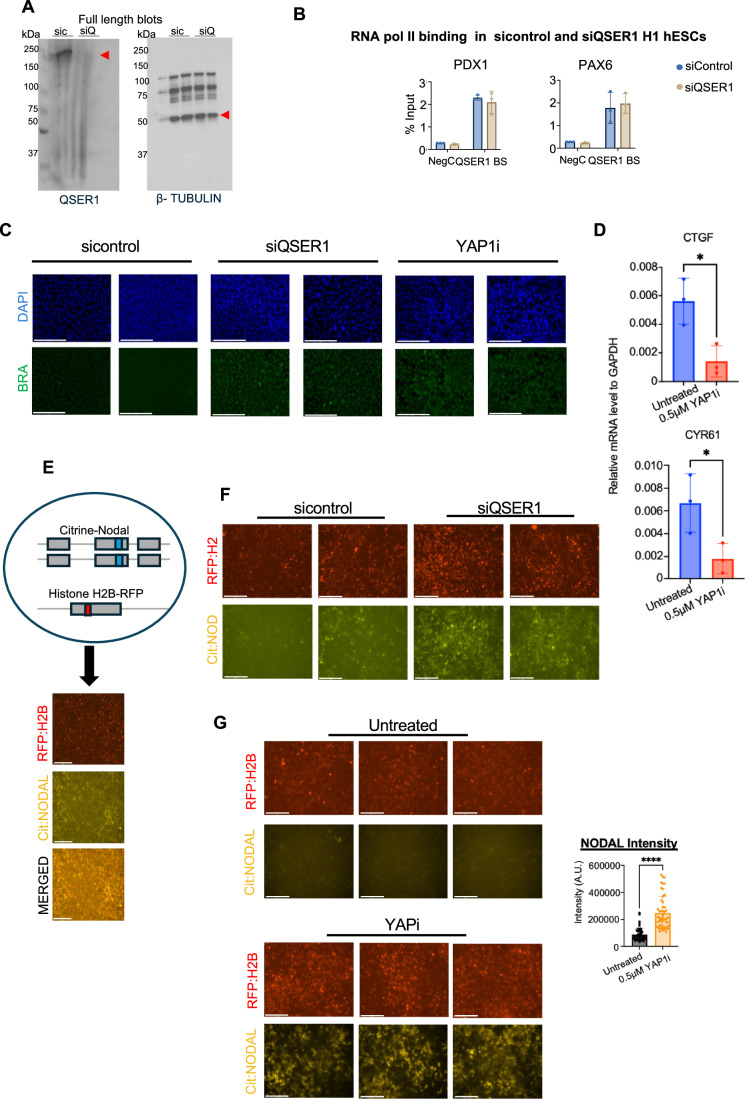
QSER1 deletion partially phenocopies loss of YAP1 in hESCs. (**A**) Full uncropped blot of Fig. 6B. Blotted against QSER1 (mw: 190 kDa) and beta-TUBLIN (mw: 50 kDa). Red arrow indicates the band that was cropped. Sic: sicontrol and SiQ: siQSER1. (**B**) Graphs show ChIP-qPCR analysis of RNA polymerase II protein on the indicated genomic regions in sicontrol and siQSER1 hESCs. NegC: Negative control region and QSER1 BS: QSER1 binding site (*n* = 3, independent biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test. (**C**) Additional images of hESC treated with Activin and stained for BRA shown in Fig. 6E. (**D**) Graphs show RT-qPCR analysis of YAP1-target genes CTGF and CYR61 in hESCs untreated and treated with the YAP1 inhibitor (YAPi) DASATINIB for 72 h treatment (*n* = 3, independent biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test, CTGF: *p = 0.0367 and CYR61: *p = 0.0490. (**E**) Scheme of the Nodal-citrine: H2B-RFP hESC construct with representative fluorescent images of hESCs under basal conditions. (**F**) Additional images of hESC treated with Activin and NODAL shown in Fig. 6G. (**G**) Representative images of untreated and YAP1i treated hESCs treated with Activin (50 ng/mL) for 48 h, NODAL protein expression was visualized using an engineered dual-reporter line expressing NODAL-citrine and H2B-RFP (Liu et al, 2022). Scale bar, 125 µm. Graph shows quantification of fluorescence intensity per cell (50 cells were quantified from three biological replicates). Data presented as mean ± SEM. Statistical analysis: Student’s t-test, ****p < 0.0004.

### QSER1 depletion induces NODAL signaling in hESCs

Consistent with increased RNAPII occupancy at the *NODAL* enhancer, QSER1 depletion led to elevated *NODAL* transcript levels following mesoderm-inducing signals in hESCs (Fig. 6D and see Methods for details) and a similar transcriptional upregulation was observed for *WNT3* in response to QSER1 depletion (Fig. 6D).

To further investigate the role of QSER1 in hESC differentiation, we applied 2D-directed differentiation strategies. Mesoderm induction normally requires the combined activity of WNT and NODAL/ACTIVIN effectors, β-catenin and SMADs. Treatment with low cytokine concentrations, or ACTIVIN alone, is generally insufficient to induce differentiation (Estarás et al, 2015; Estarás et al, 2017). However, we previously demonstrated that in the absence of YAP1, ACTIVIN treatment alone efficiently induces mesodermal markers, including BRACHYURY (Figs. 6E and EV6C,D; and (Estarás et al, 2017; Hsu et al, 2018)) due to elevated endogenous expression of NODAL and WNT ligands in YAP-depleted cells (Estarás et al, 2015; Estarás et al, 2017).

To test whether QSER1 has a comparable role in mesoderm induction, we transiently depleted QSER1 in a knock-in NODAL-citrine hESC line, which expresses the mature NODAL protein fused to a citrine tag (Liu et al, 2022) (Fig. EV6E). QSER1 depletion led to elevated NODAL protein levels, consistent with increased NODAL enhancer activity and transcript accumulation. Moreover, similar to YAP-deficient cells, ACTIVIN treatment was sufficient to enhance mesoderm induction in siQSER1 cells, as evidenced by higher expression of the mesodermal marker BRACHYURY, compared with controls (Figs. 6E–F and EV6C,F,G).

Together, these phenotypes reinforce the conclusion that QSER1 and YAP1 regulate a common transcriptional program during early lineage specification, restricting gene induction in response to developmental signals.

### QSER1 expression is enriched in pluripotent cells

We examined the expression pattern of *Qser1* across the early cell types of the E7 embryo. Unlike *Yap1*, which is homogenously distributed across pluripotent and differentiated cell types (Fig. 1), *Qser1* is predominantly expressed in the epiblast, with reduced expression in more differentiated cell clusters (Fig. 6I,J). 

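In the control library, *Qser1* was at 74.7 CPM (69.2 to 80.5) in primitive streak-like, 63.2 in cardiac mesoderm-like, 59.7 in nascent mesoderm-like and 53.9 in blood progenitor-like cells, against an interval from 137 to 148 in epiblast-like cells. It was lowest in extraembryonic ectoderm-like cells, at 23.8 CPM. *Yap1* in the same library lay between 22.5 CPM (16.4 to 30.1) in blood progenitor-like and 35.9 CPM (27.0 to 46.7) in anterior visceral endoderm-like cells.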

A similar trend is observed in hESCs, where a significantly reduction in the mRNA levels of *Qser1* occurred during differentiation toward ectoderm, mesoderm and endoderm cell-fates, compared to pluripotent hESCs (Fig. 6K). Furthermore, we identified a mild, although significant, reduction of *Qser1* levels in the *Yap1* cKO embryos compared to controls, further supporting the relevance of QSER1 in maintaining the epiblast (Fig. 6I,J). 

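The *Qser1* ratio of *Yap1* cKO to control in epiblast-like cells was 0.610 (0.546 to 0.682) in Y-bearing and 0.826 (0.762 to 0.895) in Xist-bearing cells. Within the *Yap1* cKO library, *Qser1* in Y-bearing cells was 0.740 times that in Xist-bearing cells (0.662 to 0.826) and within the control library 1.00 times (0.922 to 1.09). The ratio of the genotypes was 0.861 (0.783 to 0.948) in primitive streak-like and 1.000 (0.870 to 1.15) in nascent mesoderm-like cells.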

Overall, we conclude that QSER1 is a specific co-factor of YAP1 in pluripotent cells required for the fine-tune regulation of gastrulation signaling genes (Fig. 6L).

## Discussion

In this study, we investigated the role of YAP1 in the differentiation of the mouse epiblast as well as the functional relationship with a new interactor in pluripotent cells, QSER1. Overall, our findings fill a long-standing gap in the field on defining the role of YAP1 in the differentiation of pluripotent cells, in vivo, and provide new mechanistic insights into how YAP1 regulates developmental genes.

Collectively, our findings support a model in which YAP1 plays a role in safeguarding the pluripotent epiblast state by modulating the threshold of mesendoderm-inducing signals. Specifically, YAP1 appears to actively suppress premature activation of NODAL and WNT pathways, thereby preventing ectopic or excessive primitive streak formation. This regulatory function is conserved across species and model systems, as evidenced by the convergence of in vivo mouse embryonic phenotypes with human stem cell–based models (Estarás et al, 2017; Rito et al, 2024; Stronati et al, 2022).

The PS is expanded in YAP1-deficient epiblasts at E7. This observation, together with impaired neuroectoderm differentiation, revealed by the cell population analysis at E7.75 (Abraham et al, 2025) and morphological phenotyping at E8.25—suggests that YAP1 functions as a gatekeeper of lineage differentiation in the epiblast. Notably, enhanced PS specification and loss of anterior identity mirrors phenotypes caused by ectopic activation of WNT or NODAL signaling in the early embryo. For instance, excessive WNT signaling—such as that caused by activating mutations in *Lrp6* (a WNT co-receptor) or *Ctnnb1* (encoding β-CATENIN), or by deletion of the WNT inhibitor *Dkk1*—has been shown to disrupt neuroectoderm development and result in head truncation phenotypes (Arkell et al, 2013). Similarly, NODAL overexpression—whether by disruption of antagonists like *Lefty1/2*, or transcriptional repressors like *Tgif1/2*—lead to a variety of gastrulation defects, from expanded PS formation to failure to properly induce proper anterior ectodermal fates (Dai et al, 2016; Gripp et al, 2000; Iratni et al, 2002; Meno et al, 1999; Powers et al, 2010; Wotton et al, 1999). Thus, we speculate that, by limiting NODAL and WNT activity, YAP1 likely plays a critical role in ensuring proper spatial restriction of signaling domains during early patterning. However, our study did not include functional rescue experiments to test whether inhibition of NODAL or WNT signaling is sufficient to reduce PS differentiation or increase neural fold formation in *Yap1* mutant embryos. Additionally, YAP1 also modulates retinoic acid signaling at later stages in mesoderm populations of the embryos (Abraham et al, 2025). This suggest that YAP1 may regulate developmental signaling pathways in a cell-type dependent manner, contributing to embryonic development through multiple mechanisms. Future studies will be needed to determine the extent to which these pathways contribute to YAP1’s associated phenotypes during gastrulation.

Along these lines, we also observed potential non-autonomous effects of YAP1 deletion in extraembryonic populations. Extraembryonic tissues, including the anterior visceral endoderm (AVE) and extraembryonic ectoderm (ExE), are essential organizers of early embryonic patterning. These compartments act as key signaling hubs that influence epiblast behavior by secreting morphogens that regulate symmetry breaking, PS induction, and anterior–posterior (AP) axis formation. For instance, the ExE is a major source of BMP4, which induces *Wnt3* expression in adjacent epiblast cells to initiate PS formation, while the AVE secretes NODAL antagonists such as *Lefty1* and *Cer1* to restrict PS expansion and protect anterior fates (Bardot and Hadjantonakis, 2020; Morgani and Hadjantonakis, 2020; Perea-Gomez et al, 2001; Perea-Gomez et al, 2002). Although our genetic strategy using Sox2-Cre deletes *Yap1* specifically in the epiblast, we observed significant changes in the composition of extraembryonic lineages in *Yap1* cKO embryos. These alterations may reflect non-cell-autonomous effects of YAP1 loss in the epiblast. However, it is important to mention that our *Yap1*^fl/fl^ embryos (control and *cKO*) are likely to be heterozygous for *Yap1* in extraembryonic tissues due to constitutive paternal allele deletion, through Sox2-Cre:Yap1^flox/+^ male breeders (see Methods for details). Nonetheless, these observations raise the intriguing possibility that YAP1 may influence gastrulation not only through cell-intrinsic regulation, but also by modulating the epiblast–extraembryonic signaling axis. Future studies using lineage-specific Cre drivers to target YAP1 in extraembryonic compartments could help disentangle these effects and clarify whether YAP1 contributes to early patterning by affecting the formation or activity of extraembryonic cell populations.

Using a proximity labeling assay combined with in silico modeling and functional validation, we identified QSER1 as a novel co-factor of YAP1 in the regulation of a subset of developmental genes. QSER1 was recently characterized as a partner of TET enzymes and has been implicated in protecting CpG islands from DNA demethylation in hESCs (Dixon et al, 2021). Our findings extend the understanding of QSER1’s functions, beyond DNA methylation. Our data showed that QSER1 depletion leads to NODAL de-repression and associates with increased RNA Polymerase II occupancy at YAP1-bound enhancers, pointing to a QSER1 contribution maintaining low transcriptional activity on certain genomic regions. These observations are consistent with reported roles of QSER1 in cancer cells, where it has been linked to repression of apoptotic genes (Zhao et al, 2023). Our in silico analysis of the predicted structure revealed that QSER1 is an intrinsically disordered protein that lacks DNA-binding and catalytic domains. Based on these features and our findings, we hypothesize that QSER1 may act by stabilizing recruitment of transcriptional regulators, to fine-tune transcriptional levels, in accordance with the roles described for other intrinsically disordered proteins (Ferrie et al, 2022; He et al, 2024). Depending on the cellular context and the repertoire of interacting factors present, this aggregation-mediated buffering could differentially shape transcriptional outputs, supporting a model in which QSER1—like YAP1 (Estarás et al, 2017; Kim et al, 2015)—could contribute to either transcriptional repression or activation in a context-dependent manner.

Although YAP1 and QSER1 do not always co-occupy the same regulatory regions, our ChIP-qPCR analysis reveals that YAP1 influences QSER1 binding at both co-bound and distal sites, suggesting long-range regulatory effects. We propose that these distal regulatory regions, while separated linearly by several kilobases, are brought into spatial proximity through cohesin-mediated chromatin looping, enabling functional interaction between YAP1-bound and QSER1-bound elements. This model is supported by our findings showing extensive overlap between NIPBL, a core component of the cohesin complex (Kagey et al, 2010), and YAP1 peaks, suggesting that is frequently associated with loop anchor points, as previously reported (Galli et al, 2015). This also highlights a key technical limitation of conventional ChIP-seq, which relies on identifying DNA fragments in close proximity to the protein–DNA cross-linking site, and it often fails to detect secondary DNA anchor points mediated indirectly through protein–protein interactions. To resolve this, future studies using chromatin conformation capture techniques, such as Hi-C (Hughes et al, 2014) or HiChIP (Mumbach et al, 2016), will be necessary to determine how many YAP1- and QSER1-bound enhancers are physically connected, and how this spatial organization contributes to transcriptional regulation during early lineage specification.

Finally, using hESC-based differentiation models, we showed that QSER1 depletion mimics the effects of YAP1 loss, and leads to enhanced NODAL and WNT signaling activities. Together, our results open new avenues to explore the role of QSER1 in in vivo models of gastrulation, and to investigate its broader functional interplay with YAP1 in other developmental contexts and disease states.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
H1 hESCs (*H. sapiens*)	WiCell Research Institute	WAe001-A
YAP1 KO H1 hESCs (*H. sapiens*)	Estaras et al (2017) (Genes Dev)	Dr. Conchi Estaras
Nodal reporter (mCitrine::Nodal) hESC line (*H. sapiens*)	Liu et al (2022) (Nat Commun)	Dr. Aryeh Warmflash
Yap^flox^ (*Yap1*^tm1.1Dupa^/J) (*M. musculus*)	Jackson Research Laboratory	RRID:IMSR_JAX:027929
Sox2^cre/+^ B6.Cg-Edil3<Tg(Sox2-cre)1Amc > /J (*M. musculus*)	Jackson Research Laboratory	RRID:IMSR_JAX:00845
**Recombinant DNA**		
KA0717 plasmid	Estaras et al (2017) (Genes&Dev)	N/A
pPBCAG-rtTAM2-IN	Estaras et al (2017) (Genes&Dev)	N/A
pCAG-PBase	Estaras et al (2017) (Genes&Dev)	N/A
**Antibodies**		
Alexa Fluor 488 Donkey anti-mouse	Thermo Fisher Scientific	A-21202
Alexa Fluor 488 Donkey anti-rabbit	Thermo Fisher Scientific	A-21206
Alexa Fluor 555 Donkey anti-goat	Thermo Fisher Scientific	A-21432
Alexa Fluor 647 Donkey anti-rabbit	Thermo Fisher Scientific	A-31573
Mouse anti-Beta-catenin	Santa Cruz	sc-7963
DAPI	Cell Signaling Technologies	4083S
Rabbit anti-BRACHYURY	Cell Signaling Technologies	D2Z37
Mouse anti-Gapdh	Protein Tech	60004-1
Mouse anti-Histone H3	Abcam	ab1791
Mouse anti-Smad2/3	Santa Cruz	sc-133098
Mouse anti-Kdr/Flk1	R&D Systems	FAB357P
Rabbit anti-Laminb1	Abcam	ab16048
Mouse anti-Yap1	Santa Cruz	sc-101199
Mouse anti-Tead4	Abcam	ab5830
IRDye 800 Streptavidin	LICOR	926-32230
Mouse anti-c-myc	Santa Cruz	sc-40
Rabbit anti-Qser1	Invitrogen	PA5-52181
Rabbit anti-Nipbl	Bethyl Laboratories	A302-779A
Mouse anti-beta tublin	Santa Cruz	sc-5274
Mouse DKXMO HRP XADS	Invitrogen	A16017
Rabbit Igg HRP-linked	Cell Signaling Technologies	7074P2
**Oligonucleotides and other sequence-based reagents**		
PCR primers and protocol	This study	Table EV1
qPCR primers	This study	Table EV2
**Chemicals, Enzymes and other reagents**		
SiControl	Ambion Life Technologies	4390843
SiYAP1	Ambion Life Technologies	s20366
SiQSER1	Ambion Life Technologies	s36436
mTeSR1 media	Stem Cell	85850
Cultrex Reduced Growth Factor Basement Membrane Extract	R & D Systems	3433-005-01
UltraPure™ 0.5 M EDTA	Invitrogen	15575020
Accutase	Stem Cell	7922
Y-27632 dihydrochloride	Tocris	1254
DPBS, 1X, without Ca, Mg, Phenol Red,	Genesee	25-508
DPBS, 1X, with Ca and Mg	Quality Biological	114-059-101
DirectPCR Lysis Reagent	Viagen	102-T 100 ml
SYBR Safe DNA gel stain	ThermoFisher Scientific	S33102
GoTaq Green Master Mix	Promega	M712
DSG (disuccinimidyl glutarate)	ThermoFisher Scientific	20593
Formaldehyde	ThermoFisher Scientific	28908
Pierce Protein A/G Magnetic Beads	ThermoFisher Scientific	88803
Qiaquick PCR purification	QIAGEN	28106
Fast SYBR™ Green Master Mix	Applied Biosystems	4385612
PowerUp SYBR Green Master Mix	Applied Biosystems	A25742
NEBNext Ultra II DNA Library Prep Kit for Illumina	New England BioLabs	E7103
GNE-7883	MedChemExpress	HY-147214
Dasatinib	Cell Signaling	9052
Puromycin	Sigma	P7255
Geneticin™ Selective Antibiotic (G418 Sulfate) (50 mg/mL)	Gibco	10131035
Biotin	Sigma	B4639
Doxycycline	Sigma	D5207
Activin	StemCell Technologies	78001
Normal Donkey Serum	Jackson ImmunoResearch	017-000-121
Lipofectamine RNAiMAX Reagent	Invitrogen	13778075
Opti-MEM	Gibco	31985-062
Lab-Tek II Chamber Slide w/Cover RS Glass Slide Sterile	Nunc	154534
Bovine Serum Albumin	Sigma-Aldrich	A9418-100G
Triton™ X-100	Sigma-Aldrich	9036-19-5
Fluoromount-G™ Mounting Medium	Invitrogen	00-4958-02
Prolong Glass Antifade Mountant	Invitrogen	P3698
Quick RNA Miniprep Kit	Zymo	11-328
TRIzol	Invitrogen	15596018
Glycoblue	Invitrogen	AM9515
iScript reverse transcription supermix for RT-qPCR	Biorad	1708891
RIPA Buffer	Santa Cruz	sc-24948
Protein A/G PLUS-Agarose	Santa Cruz	sc-2003
Protogel	National Diagnostics	EC-890
Protogel Stacking Buffer	National Diagnostics	EC-893
4x Protogel Resolving Buffer	National Diagnostics	EC-892
TEMED	Biorad	161-0800
Ammonium Persulfate	Biorad	1610700
4–15% Mini-PROTEAN® TGX™ Precast Protein Gels	Biorad	4561086
PVDF Transfer Membranes, 0.45 μm	ThermoFisher Scientific	88518
SuperSignal™ West Pico PLUS Chemiluminescent Substrate	ThermoFisher Scientific	34578
Pierce^TM^ IP Lysis Buffer	ThermoFisher Scientific	87787
SIGMAFAST protease inhibitor cocktail	Sigma-Aldrich	S8830-20TAB
Pierce^TM^ BCA Protein Assay Kit	ThermoFisher Scientific	23225
Pierce^TM^ 660 nm Protein Assay Reagent	ThermoFisher Scientific	22660
1MDa Superose 6 Increase 10/300 GL column	Sigma-Aldrich	GE29-0915-96
3 kDa MWCO Amicon Ultra 0.5 centrifugal filter devices	Merck Millipore	UFC500396
Gel filtration standards	Bio-Rad Laboratories	1511901
TrypLE™ Express Enzyme	Gibco	12604013
10x Chromium Next GEM Single Cell 3’ GEM, Library & Gel Bead Kit v3.1	10x	PN-1000128
**Software**		
ImageJ 1.52 h	National Institute of Health	https://imagej.nih.gov/
GraphPad Prism 10	GraphPad Prism Software, Inc	https://www.graphpad.com/
MATLAB	MathWorks	https://mathworks.com/
Seurat R package version v4.3.0 and v3.9.9	https://satijalab.org/seurat/	
STAR v2.5.1b	10.1093/bioinformatics/bts635. Dobin et al	
Cellranger v7.1.0 and v2.1.1	10x Genomics	
SnapTools (v1.4.7) and SnapATAC (v1.0.0)	UCSD	
ZEN 3.0 (blue edition)	Zeiss	
HOMER (v4.9.1)	http://homer.ucsd.edu/homer/	
AlphaFold3	10.1038/s41586-024-07487-w	https://deepmind.google/science/alphafold/alphafold-server/
HDock Lite v1.1	Huang Lab of Bionformatics and Molecular Modeling	N/A
H + +	10.1093/nar/gks375	http://newbiophysics.cs.vt.edu/H++/index.php
Amber	The Amber Project	N/A

### Methods and protocols

#### hESC lines and culture

WT and YAP1 KO H1 hESCs were previously described (Estarás et al, 2017). The Nodal reporter (mCitrine::Nodal) hESC line was kindly provided by Dr. Aryeh Warmflash’s laboratory and described elsewhere (Liu et al, 2022). The doxycycline-inducible Yap1-Myc-Bir2 H1 cell line was generated using a PiggyBac transposon system. In this process, YAP1 CDS, fused to a biotin ligase and Myc tag, was cloned into KA0717 plasmid, and co-transfected along the transactivator pPBCAG-rtTAM2-IN and transposase pCAG-PBase plasmids. These backbone plasmids were a gift from Dr. Kenjiro (Estarás et al, 2017). Transfected cells were isolated through G418 selection. Resistant clones were isolated and screened to confirm lack of leaking and robust expression of the construct upon doxycycline treatment. The doxycycline-inducible Yap1-Myc-Bir2 clonal cells were treated with 25 pg/ml of Doxycycline to overexpress YAP1 without degradation. To confirm YAP1 deletion and overexpression, sanger sequencing and WB analysis were performed. All cell lines were tested regularly for mycoplasma using published procedures and primers (Siegl et al, 2023) and were maintained at 37 °C and 5% CO_2_ in a humidity-controlled environment. All hESC lines were cultured in mTESR1 medium on Matrigel-coated tissue culture plates. The media was replaced every day. Colonies were split when they reached ~70% confluence at a 1:20 ratio using 0.5 M PBS/EDTA. For single cell dissociation experiments, all colonies were disaggregated using Accutase, cells were counted and seeded in the presence of Rock inhibitor for 24 h. For directed differentiation to mesoderm, cells were treated with 50 ng/ml Activin for 48 h in mTESR1.

### Mice strains and housing/husbandry conditions for mice

All animal work complied with ethical regulations for animal testing and research and was conducted in accordance with IACUC approval by Temple University and followed all AAALAC guidelines (IACUC protocol #4973). All husbandry practices were used as previously described (Abraham et al, 2024). In brief, mice were housed with bedding material, mouse chow, fresh water, and an enrichment item. All mice were obtained from Jackson Laboratory, including Yap1^fl/fl^ (*Yap1*^*tm1.1Dupa*^/J) and the Sox2-Cre mice (B6.Cg-Edil3<Tg(Sox2-cre)1Amc > /J). The generation of conditional knockout of YAP1 under Sox2-Cre were previously described (Abraham et al, 2025). In brief, *Yap1*^flox/flox^ mice were crossed with Sox2-Cre:Yap1^flox/+^ mice to generate conditional *Yap1* knockouts (Sox2-Cre:*Yap1*^fl/fl^) along with heterozygous littermate controls (*Yap1*^fl/fl^; Sox2-Cre-negative embryos). The *Yap1*^fl/fl^ embryos, even they are Sox2-Cre-negative, are likely to be heterozygous for *Yap1* in extraembryonic tissues due to paternal allele deletion, through Sox2-Cre:Yap1^flox/+^ males. This may have implications for interpreting potential effects on extraembryonic compartments (see Discussion). Only males carrying the Sox2-Cre allele were used for breeding due to known maternal inheritance of Sox2-Cre (Hayashi et al, 2003).

### Embryo isolation and genotyping

We followed established protocol from our lab to isolate embryos and perform genotyping (Abraham et al, 2025; Abraham et al, 2024). Timed pregnancies were confirmed by the visualization of a vaginal plug at noon, which was considered E0.5. Embryos used in this study were isolated at E7-E9.5 for staining, qPCR, western blot and single-cell RNAseq analysis. The visceral yolk sac was collected for genotyping. Mice were genotyped using standard flox, cre, and SRY protocols (Table EV1).

### ChIP-qPCR and ChIP-seq experiments

ChIP experiments were conducted as previously described (Estarás et al, 2015) In brief, 1 × 10^6^ million cells were double cross-linked with 2 mM di (N-succinimidyl) glutarate DSG (45 min) and 1% formaldehyde (15 min) at RT. The cells were lysed and sonicated using a Qsonica Q700 prove sonicator (7 min ON, 1 min ON/OFF, 25% amp). Following sonication, the chromatin was centrifuged at max speed to remove the non-sonicated chromatin for 30 min. The chromatin extract incubated with the 1–5 µg primary antibody overnight at 4 °C. After overnight incubation, protein A/G magnetic beads were added to the chromatin extracts for 4 h at 4 °C. The IPs were washed and reverse cross-linked with elution buffer overnight at 65 °C. The next day, DNA purification was performed using the Qiaquick PCR purification kit. For ChIP-qPCR experiments, the amplification as performed on a Quant Studio 3 device using FAST SYBR green master mix or PowerUp SYBR green master mix for amplification. The DNA was eluted in 50–75 µl and 2 µl was used for each reaction. For ChIP-seq experiments, the DNA was quantified using a Qubit Flex and the libraries were prepared using the NEBNext DNA Library kit. The quality of the libraries was analyzed using the Agilent 4150 Tapestation. Samples were sequenced using a P2 flow cell and NextSeq 1000 instrument. Primers for ChIP-qPCR and ChIP antibodies are listed in Table EV2.

### Biotinylation assay

The doxycycline (dox)-inducible Yap1-Myc-Bir2 H1 cell line was used to perform the proximity ligation assay. We performed this experiment using four different experimental groups (minus dox minus biotin, minus dox plus biotin, plus dox minus biotin, and plus dox plus biotin). To induce the protein construct, 25 pg/ml doxycycline was added to the media for 24 h, followed by incubation with 50 mM biotin (or untreated) for 16 h to label all proteins in proximity to YAP1. To identify nuclear interactors of YAP1, the nuclear fraction was isolated for analysis of biotin-labeled proteins. Briefly, nuclear lysis buffer (1 M Tris-HCl pH 7, 5 M NaCl, 1 M MgCl_2_, 10% NP-40, 1 M DTT, and 1x protease inhibitor) was added to the cells and incubated on ice for 10 min. The cells were then centrifuged at 500 × *g* for 5 min at 4 °C. The supernatant was removed, and the pellet was washed with DPBS−/− and centrifuged again at 500 × *g* for 5 min at 4 °C. The supernatant was discarded, and the pellet was snap-frozen and stored at −80 °C before being shipped to the Proteomics Core at Sanford-Burnham-Prebys Medical Discovery Institute, where the pull-down and mass spectrometry were performed using an established protocol. Briefly, cells were lysed in 8 M urea, 50 mM ammonium bicarbonate (ABC) and benzonase, then centrifuged at 14,000 × *g* for 15 min. Disulfide bridges were reduced with 5 mM tris(2-carboxyethyl)phosphine (TCEP) at 30 °C for 1 h and alkylated with 15 mM iodoacetamide (IAA) in the dark at room temperature for 30 min at room temperature. Streptavidin-based affinity purification was performed on the Bravo AssayMap platform (Agilent) using AssayMap streptavidin cartridges (Agilent). Biotin-enriched peptides were reconstituted with 2% ACN, 0.1% FA, quantified by NanoDrop, and analyzed by LC-MS/MS using a Proxeon EASY-nanoLC system (ThermoFisher) coupled to a Orbitrap Fusion Lumos Tribid mass spectrometer (Thermo Fisher Scientific). Spectra were processed with MaxQuant software version 1.6.11.0 and searched against the Homo Sapiens Uniprot protein sequence database (downloaded in Jan 2020) and GPM cRAP sequences (commonly known protein contaminants). Limma software analysis was applied to identified differential enriched proteins in the four experimental conditions (Ritchie et al, 2015). An initial list of 311 hits was obtained from proteins significantly enriched (FC > 2, FDR < 10%, with MS values in at least 2 replicates), in samples expressing YAP1-MYC-BIR2 construct treated with biotin (+dox,+biotin) versus those without biotin (+dox, −biotin). To refine the list of candidate interactors, the 311 initial hits were filtered based on fold change (Log2FC > 1.5) to exclude proteins that remained biotinylated in control conditions lacking the YAP1-MYC-BIR2 construct (−Dox, +Biotin) or both YAP1-MYC-BIR2 and biotin (−Dox, −Biotin). This filtering yielded a final subset of 83 proteins, which were then subjected to in silico protein–protein docking analysis to evaluate potential interactions with YAP1.

### Protein docking

Computation protein docking screening was performed on the list of 83 potential interactors from BioID screening of YAP1 and three positive controls (TEAD3, AMOT, and LATS1). All protein structures were downloaded as PDB files from the AlphaFold human proteome dataset, which were shown to have a quality near to that of experimental methods as shown in the Critical Assessment of Techniques for Protein Structure Prediction (CASP14), making them a reliable option for in silico protein studies (Jumper et al, 2021; Kryshtafovych et al, 2021; Tunyasuvunakool et al, 2021). HDock software was used to dock each protein to YAP1 (Huang and Zou, 2008, 2014; Yan et al, 2020; Yan et al, 2017a; Yan et al, 2017b). This software was chosen due to it being available as a standalone, downloadable package while also being one of the more accurate algorithms for protein docking according to the Critical Assessment of Predicted Interactions (CAPRI) (Wodak et al, 2023). HDOCK performs template-free, fast Fourier transform protein docking, which performs protein dockings ab initio without a homologous template. Since many of these complexes are novel interactions, template-free docking reduces possible bias from homologous templates. Fast Fourier transform protein docking converts the cartesian coordinates of each residue in both proteins into a three-dimensional grid with their associated values based on whether it is located on the surface, inside, or core of the protein (Katchalski-Katzir et al, 1992). One protein is kept static as the “receptor”, while the other protein is rotated around it as the “ligand”. HDock uses a 15-degree angle interval and a 1.2 Å translational interval, undergoing a total of 4392 rotations where one binding mode is kept per rotation. These output binding poses are then clustered with an RMSD of 5 Å, and the top ten structures are output as the final structures, in order of their scores from the HDock scoring function.

As a means of evaluating the stability of each of the docked structures, energy minimization calculations were performed using Amber software to provide an approximate ranking of these interactions (Case et al, 2023a). This software was used due to its efficiency and ability to carry out quality simulations, especially those involving proteins and explicit solvent (Case et al, 2005). To prepare the docked protein files for use with Amber, they were first run on the H + + server, which predicts the protonation states of the histidine residues as well as the overall charge of the protein at biological pH (Anandakrishnan et al, 2012). The prepared PDB file from H + + was loaded in Amber with the ff19SB force field (Tian et al, 2020). Ions were added to neutralize the system, then the protein was solvated using the OPC water model, which uses explicit solvation to model the aqueous solvent (Izadi et al, 2014). Ions were also randomly placed using the OPC model at a concentration of 150 mM to mimic the cellular environment (Li et al, 2015). Once the system was solvated and buffered, the energy minimization was run, which outputs a relaxed structure in its lowest energy conformation as well as the potential energy associated with this structure. This potential energy takes into account protein–protein interactions, protein-solvent interactions, and solvent-solvent interactions. While it does not give the binding free energy of the proteins, it outputs a potential energy value that can yield an approximate ranking and reflects the relative stability of the docked complexes. A more negative potential energy value from these calculations indicates that a complex is more stable, and the complexes with the lowest potential energy are more likely to represent biologically relevant interactions to be studied further.

### Treatment of inhibitors and directed differentiation of hESCs

For hESC experiments involving TEAD inhibition, cells were seeded and treated with 1 µM GNE-7883 for 24 h before being collected for downstream analysis. For hESC experiments using YAP1 inhibitor DASATINIB, cells were seeded and treated with 0.5 µM for 72 h. For directed differentiation to mesoderm, cells were treated with 50 ng/ml Activin for 48 h in mTESR1.

### Immunostaining, imaging, and quantification of hESCs

Glass chamber slides were coated with 5 µg/ml of laminin-521 in PBS+/+ for 2 h at 37 °C. Cells were dissociated using Accutase and seeded onto the coated slides. Once cells reached 60–70% confluency, they were fixed with 4% formaldehyde for 15 min at room temperature.

Following fixation, cells were permeabilized with 0.5% Triton X-100 for 10 min and washed with PBS−/−. They were then incubated with blocking solution (0.5% PBS-Tween, 1%, BSA, 10% FBS) for 30 min at room temperature. Primary antibodies, diluted in blocking solution, were incubated overnight at 4 °C. The following day, cells were washed and incubated with secondary antibodies and DAPI for 20 min at room temperature. Finally, cells were washed PBS and mounted with a glass coverslip.

Fluorescent intensity analysis was performed using the *ImageJ 1.53t* program. Images were taken using an EVOS M7000 microscope at 20 and 63x. A region of interest (ROI) was drawn using the freehand selection tool around the nucleus of a single cell using the DAPI channel. This ROI was then copied onto the RFP channel in the same exact position. Within the ROI, the sum of the intensity of the pixels was then measured in the DAPI and RFP channels individually. The RFP raw intensity was then normalized to the DAPI intensity of the same cell and multiplied by 100 to attain percent positivity. The fluorescence of 25 randomly selected individual cells were measured for each replicate. Pearson correlation coefficient was analyzed using the ZEN 3.0 (blue edition) software. Airyscan images of single cells were taken using the Zeiss LSM900 with Airyscan 2. DAPI, GFP, and RFP were imaged using the 405 nm, 488 nm, and 561 nm lasers, respectively. The ZEN 3.0 (blue edition) software was used to analyze the Pearson correlation coefficient for the relationship between the colocalization of the GFP and RFP signal. In order to set the crosshairs for accurate analysis of positive correlation, the background colocalization of both the 488 nm and 561 nm lasers were determined by their colocalization with the unused 640 nm laser for which no secondary antibody was utilized. Pearson correlation coefficient values above 0.7 are considered significant.

### RNA isolation, cDNA conversion, and qPCR

RNA extraction of hESCs was performed using the Quick RNA Extraction Zymo Kit. Mouse embryos were snap-frozen with Trizol in liquid nitrogen immediately after isolation. After genotyping, RNA extraction from mouse embryos was performed by pooling 3–4 embryos of each genotype. The Trizol procedure was applied following manufacture intstructions. In brief, following lysis with Trizol, chloroform and isopropanol were added to the samples for phase separation and RNA precipitation. Glycoblue was added to the RNA solution prior to resuspension in water. A total of 250–500 ng of RNA was reverse transcribed using the iScript Reverse Transcription Supermix. The cDNA samples were then amplified using FAST SYBR Green Master Mix or PowerUp SYBR Master Mix on a Quant Studio 3. All results were normalized to RPS23 and GAPDH unless otherwise stated, and the ΔΔCt method was used to calculate relative transcript abundance against the indicated references. Primers for cDNA amplification are listed in Table EV2.

### SiRNA transfections in hESCs

SiRNA transfections were performed using the Lipofectamine RNAiMAX transfection reagent following manufacturer’s instructions. Briefly, cells were dissociated using Accustase, and a mix of SiRNA, lipofectamine, and Opti-mem was added to the cells along with culture media and ROCK inhibitor. Transfection efficiency and downstream experiments were performed 72 h post-transfection.

### Protein isolation, co-immunoprecipitation (Co-IP) and western blots

For hESCs, cells were lysed using RIPA buffer containing protease and phosphatase inhibitors and left on ice for 20 min. For mouse embryos, after isolation, the embryos were snap-frozen in liquid nitrogen. Once the genotypes were confirmed, 8–10 embryos per genotype were pooled and lysed using RIPA buffer. Samples with RIPA were centrifuged at max speed for 10 min, and the supernatant was quantified using BCA assays. For Co-IP experiment, WT hESCs were washed with PBS−/− and lysed on ice for 20 min in IPH buffer (50 mM Tris/HCl), 150 mM NaCl, 5 mM EDTA, 0.5% Igepal). Lysates were then centrifuged at 13,000 × *g* for 10 min at 4 °C. The resulting supernatant was pre-cleared with agarose beads by rotating for 45 min at 4 °C. After separating the input, lysates were incubated overnight with primary antibodies at 4 °C with rotation. The following day, Protein A/G agarose beads were added and rotated for an additional 3 h at 4 °C. Beads were washed three times with IPH buffer, and sample loading buffer was added. Samples were boiled at 95 °C for 10 min and then loaded onto a gel. Following quantification, SDS-PAGE electrophoresis was performed with 10–40 µg of protein per sample for hESCs and 50–70 µg of protein per sample for mouse embryos. Wet transfer was carried out using 0.45 µm PVDF membranes. The membranes were blocked with 2% BSA in TBS-T for 1 h at room temperature. Primary antibodies were diluted in 2% BSA in TBS-T and incubated overnight at 4 °C. HRP-conjugated secondary antibodies and SuperSignal West Pico chemiluminescent substrate were used for protein detection on a BioRad Chemi-Doc Touch Detection System and LiCor Odyssey DLx Imager.

### Fast protein liquid chromatography (FPLC)

Around 3 million cells of WT hESCs were lysed on ice for 30 min in Pierce^TM^ IP Lysis Buffer (Thermo Fisher) with 1× SIGMAFAST protease inhibitor cocktail. Lysates were centrifuged at 13,000 × *g* for 10 min at 4 °C and the protein concentration in the supernatant was determined using Pierce^TM^ 660 nm Protein Assay Reagent (Thermo Fisher). 2 mg of protein were fractionated using an FPLC (ÄKTA pure FPLC, GE Healthcare), using a 1MDa Superose 6 Increase 10/300 GL column (#GE29-0915-96, Sigma-Aldrich) equilibrated in 1× PBS; 0.5-ml fractions were collected at a flow rate of 0.5 ml min^−1^. Then, fractions were concentrated to 75 μl with 3 kDa MWCO Amicon Ultra 0.5 centrifugal filter devices (#UFC500396, Merck Millipore) and used for immunoblotting. The molecular masses of the FPLC fractions were calibrated using gel filtration standards (#1511901, Bio-Rad Laboratories). Western blot intensities were analyzed using the ImageJ software. The intensity of the protein of interest was quantified and normalized to the intensity of the housekeeping protein.

### Single-cell RNAseq of E7 embryos

Procedures for single-cell analysis of mouse embryos during gastrulation followed protocols previously described by the Estaras lab (Abraham et al, 2025; Abraham et al, 2024). For E7 analysis, multiple pregnancies were synchronized, and embryos were isolated at 7 am seven days following the visualization of the vaginal plugs. Following genotyping, 3 cYap1 KO embryos (Sox2-Cre:Yapfl/fl) and 4 heterozygous controls (Sox2-Cre:Yapfl/+) were pooled and dissociated with Tryple for 5 min. The 10x Chromium Next GEM Single Cell 3’ GEM, Library & Gel Bead Kit v3.1 was used for library generation. Qubit and Agilent 4150 Tapestation were used for library quantification before pooling. Libraries were pooled and sequenced using NextSeq2000.

### Whole-mount immunostaining, imaging, and quantification of mouse embryos

After isolation, embryos were placed into a 48-well cell culture dish containing 4% formaldehyde and incubated for 45 min at room temperature. Following fixation, the embryos were washed three times with PBS and stored at 4 °C. Once genotyping was confirmed, embryos of the same genotype were pooled into the same well. The embryos were permeabilized with 1% SDS in PBS for 15 min at room temperature while rocking. Afterward, the embryos were washed three times with PBS, and 0.5% Triton X-100 in PBS was added for 15 min at RT. The embryos were then washed three more times with PBS, and primary antibodies were added in blocking solution (PBS-T and 10% FBS). The following day, embryos were washed three times with PBS, and secondary antibodies, along with DAPI (1 mg/ml), were added for 2 h at RT while rocking. The embryos were then mounted on glass slides with mounting media. Images were captured using the EVOS M7000. Immunofluorescence images were analyzed using the line tool in MATLAB to quantify the fluorescence intensity along the by proximal-to-distal axis of the embryo (Stronati et al, 2022). For the proximal-to-distal axis quantification; three “cup shaped” lines were drawn from the proximal posterior part of the epiblast to the most distal anterior part of the epiblast. The fluorescence signal of the three lines was averaged for each embryo. Each embryo image was rescaled to the same size, so distances are comparable. For the posterior-to-anterior quantification; the extraembryonic tissue and embryonic were located by eye. The embryo was divided in six bins by drawing five parallel straight lines from the boundary between the extraembryonic tissue down to the distal tip of the epiblast. The average fluorescence signal of each bin was plotted in the graph (from posterior to anterior). The average of the intensity profiles from 3 embryos per condition were plotted. Brightfield images were also taken after each embryo isolation, and phenotyping analysis was conducted. The perimeter of the epiblast was quantified using ImageJ, and the number of cells per embryo was calculated by trypsinizing the cells and counting them using a Countess 3 device.

### Modeling AlphaFold proteins and protein–DNA complexes

The AlphaFold3 (AF3) and AlphaFold2 (AF2) programs were utilized (Abramson et al, 2024). Protein sequences and domain boundaries were refined from Uniprot entries for the following proteins: TEAD4_HUMAN (Q15561), YAP1_HUMAN (P46937), and QSER1_HUMAN (Q2KHR3). AF3 and AF2 modeling predicted QSER1 structure and identified domains. The AF3 program was utilized to model transcription factors bound to DNA forming a variety of complexes. Given the experimental evidence for transcription factor binding to the Nodal enhancer presented in this work, a 36 base-pair portion of this DNA region was chosen as it contained a single TEAD4 cognate binding site (sequence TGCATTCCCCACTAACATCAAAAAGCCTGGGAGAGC, cognate binding site underlined) To make a model for this specific portion of the enhancer, a TEAD4 protein monomer, and a single peptide of YAP1, and various portions of the QSER1 protein were utilized. In all cases, the models produced had the DNA-binding domain of TEAD4 positioned precisely to allow extensive binding contacts between the main DNA-binding helix to the major groove of the cognate DNA sequence. In comparing TEAD4 binding to its cognate sequence in known structures, the AF3 model had 8 hydrogen bonds to DNA compared to 10 hydrogen bonds found in the known X-ray crystal structure PDB code 5GZB, with 6 amino acids in common to both structures.

TEAD4 has an N-terminal DNA-binding domain followed by a flexible unstructured linker which connects to a second folded effector domain in the C-terminal half of the protein. The cognate DNA sequence strictly governed the position of the N-terminal TEAD4 DNA binding domain, while the flexible linker allowed many different positions for the C-terminal domains among the various models sampled. When YAP1 is present (especially residues 46–101) it wraps around the second TEAD4 domain and acts like “molecular glue” to bridge TEAD4 binding to the QSER1-bMERB domain found at the C-terminus. A beta strand from YAP1 inserts between the TEAD4 domain and the QSER1-bMERB domain to form a tighter interface that AF3 predicts to be more stable. While previous crystal structures have shown mouse (3JUA) and human (8A8R) YAP1 wrapping around a single TEAD domain, these AF3 models demonstrate a YAP1 peptide inserting between TEAD4 and QSER1. Aligning and super-positioning of protein–DNA complexes, analysis of interfaces and contacts, and figure preparation were done with ChimeraX (Meng et al, 2023).

### Quantitative scoring and N-terminal trimming of proteins used in modeling

AF3 modeling was first performed with full-length canonical protein sequences from Uniprot. To optimize AF3 modeling and scores, subsequent models were built with protein sequences that trim away flexible unstructured N-terminal tails as follows: TEAD4(1-32), YAP1(1-45), and QSER1(1-1532). The final domain boundaries are shown as residue numbers in the color-coded labels of the model Fig. 5E. To quantitatively compare the scoring of protein complexes in the presence and absence of YAP1(46-101), the DNA was omitted and the ColabFold version (Mirdita et al, 2022) of AlphaFold2 was used with higher sampling (*n* = 25 models for each protein complex) and total ipTM scores were compared with and without the YAP1 peptide. The geometric mean of the ipTM scores and standard deviation (Excel STDEV.P function for the whole population) were calculated for each set of 25 models. Structural and conformational homogeneity was assessed by aligning the 25 models on TEAD4 domains, and visual inspection of the homogeneity of YAP1 and or QSER1 positioning.

### scRNAseq analysis of E7 embryos

Single-cell sequencing reads were counted individually for each sample using cellranger (v7.1.0) with default parameter on mm10 mice genome. Detection of doublet and cells contaminated with ambient RNA were assessed using scrublet and soupX (v1.6.2), in Python and R, respectively. Low-quality cells, including doublets, cells with over 10% mitochondrial content, and those expressing fewer than 5000 RNA features, were filtered out. Most analysis were performed using the Seurat R package (v4.3.0), including quality control plots generated with FeatureScatter and VlnPlot Seurat’ functions. Samples were normalized and variance stabilized using the SCTransform function in Seurat, regressing out variables including nCount_RNA, percent.mt, percent.rb, S.Score, and G2M.Score. Principal component analysis (PCA) was run with 19 principal components for both samples. The samples were then integrated using Seurat’s SelectIntegrationFeatures, PrepSCTIntegration, FindIntegrationAnchors, and IntegrateData functions with 3000 selected features and the SCTransform normalization method. The populations were annotated based on the differential expression of known markers tested against all other clusters combined. Selected markers with significant adjusted *p*-values in the assigned population were used to generate the heatmap in Fig. 1B. For example, Sox2 is significantly upregulated in the epiblast cluster relative to all other clusters. For visualization of gene expression in UMAP, and heatmap, the SCT, and RNA assay were used, respectively. Differential gene expression analysis for each cluster between genotypes was performed on the RNA assay using the FindMarkers Seurat function after log normalization and scaling. Genes were considered differentially expressed when adjusted *p*-value, based on Bonferroni correction was below 0.05. Cell type count differences between genotypes for each cell types were assessed by randomly downsampling cYap1 KO samples 100 times to the same number of cells as the WT sample (788 cells). For each iteration, the number of cells in each cluster was counted. Chi-squared tests with Bonferroni correction were used to assessed significant differences in cell counts between genotypes across clusters. Pathway analysis was performed using the SCPA R package (v1.5.4) with curated gene lists selected from the MSigDB C2 database.

### ChIP-seq analysis

ChIP fragments were sequenced in an Illumina NextSeq 1000 sequencer in SE configuration. Adapter and poor-quality sequences were trimmed, and cleaned, using fastp (v0.23.2). Reads were aligned to the Human hg38 genome assembly (GRCh38) using bowtie2 (v2.2.5) with parameters ‘--phred33 -q --no-unal’. Reads with a mapping quality score (MAPQ) below 20, unmapped reads, secondary alignments, and reads failing quality checks were removed using SAMtools (v1.16.1), and duplicated reads were removed using Picard’s MarkDuplicates function. Peaks were identified using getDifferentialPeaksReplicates.pl from HOMER (v4.11) with style ‘-factor’ parameter and input sample as background reference. Peaks overlapping were assessed using SRplot (*ref: PMID: 37943830*). Differential peak enrichment between genotypes was conducted using rgt-THOR (*ref: PMID: 27484474*) with parameters ‘--merge --deadzones’ to combine peaks, and exclude regions from the hg38 blacklist. In addition to differential peak calls, rgt-THOR generated a bigwig file for visualization. Peaks, and differential peaks, were assigned to genes using the nearest TSS method with ChIPseeker (v1.18.0). Two independent sets of histone modification ChIP-seq samples for H3K27me3, H3K4me1, H3K36me3, and H3K27ac were obtained from ENCODE, generated by the labs of Bing Ren (GSE16256) and Bradley Bernstein (GSE29611). Peak and bigwig coverage files were directly retrieved from ENCODE for downstream analysis. CpG islands were retrieved from the hg38 UCSC genome annotation database. Heatmaps of ChIP-seq signals were generated using deepTools’ computeMatrix and plotHeatmap functions. Gene ontology analysis was performed using the enrichR R package (v3.2) using the GO_Biological_Process_2023 library and visualized with ggplot2.

## Supplementary information

Table EV1

Table EV2

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Expanded View Figures

## Data Availability

ChIP-Seq and scRNAseq data were deposited in GEO under the accession nos. GSE280805 and GSE280804. The raw data associated to this study was deposited in BioStudies under accession link: https://www.ebi.ac.uk/biostudies/studies/S-BSST2084?key=2ada598a-e585-4973-9479-d77256cb5ccd. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-026-00746-z.

# Supplementary material for: YAP1 and QSER1 are key modulators of embryonic signaling pathways in the mammalian epiblast
**Source:** EMBO Rep. 2026 Mar 26;27(9):2369–405. doi: 10.1038/s44319-026-00746-z
**Supplement:** Supplementary file 8 — Expanded View Figures

## Expanded View Figures

### Figure EV1. Controls for *Yap1* cKO embryo analyses.

(A) Gel shows expected bands from flox genotyping using a *Yap1*Flox:cre system. Adapted from Abraham et al, 2025. (B) Gels show the genotype of breeding partners. Note that only males carry the *Sox2*-cre allele to avoid maternal inheritance of Cre activity. (C) Same-day genotyping for flox and Cre for fresh-embryo sequencing was performed from the yolk sacs of 14 embryos, simultaneously isolated from 2 pregnant dams. Four controls, indicated in red triangles, and three *Yap1* cKO embryos (flox/flox/cre +), shown in blue circles, were pooled and processed for scRNAseq. (D) Genotyping of SRY (sex identity) in the 14 embryos isolated for the experimental design of the scRNAseq experiment. (E) Violin plot of *Yap1* and *Wwtr1* (TAZ) from scRNAseq expression levels in all clusters comparing *Yap1* cKO to control. *Yap1* expression is significantly reduced in *Yap1* cKO cells across epiblast lineages, including epiblast (adjusted  $p = 7.8 \times 10^{-58}$ ), primitive streak ( $1.2 \times 10^{-20}$ ), nascent mesoderm ( $4.2 \times 10^{-17}$ ), cardiac mesoderm ( $1.2 \times 10^{-5}$ ), blood progenitors, and endoderm ( $3.8 \times 10^{-4}$ ). Adjusted  $p$ -values were calculated using a Wilcoxon rank-sum test with Benjamini-Hochberg correction ( $*p < 0.05$ ,  $**p < 0.001$ ,  $***p < 0.0001$ ). Each dot represents a single cell from E7 scRNAseq data. (F) Graphs show RT-qPCR analysis of *Yap1* and its target gene, *Ccn2* (CTGF), in E7.5 *Yap1* cKO and control embryos ( $n = 10$ ). Data are presented as mean  $\pm$  SEM. Statistical analysis: Student's  $t$ -test,  $**p = 0.0072$  and  $***p < 0.0008$ . (G) Graphs display cell cycle S and G2M scores in control and *Yap1* cKO embryos from scRNAseq analysis. Box-and-whisker plots indicate the median (center line), interquartile range (25th–75th percentiles; box), and minimum to maximum values (whiskers). Individual dots represent a single cell from E7 embryo scRNA-seq data. (H) Bright-field images of control and *Yap1* cKO E7 embryos. Graphs show cell number quantification per embryo (left) and the size of the epiblast (right) in control and *Yap1* cKO embryos ( $n = 8$ –10 embryos). Data are presented as mean  $\pm$  SEM. Statistical analysis: Student's  $t$ -test. Scale bar 250  $\mu$ m. (I) Single cell pathway analysis was applied to DEGs. Terms related to TGF $\beta$  and Wnt signaling pathways significantly enriched ( $q$ -value  $> 1.4$ , adj.  $p$ -value  $< 0.05$ ) in the epiblast are shown. (J) Full western blot of nuclear extracts of E7 embryos shown in Fig. 1G. C: control embryos and Y: *Yap1* cKO embryos. Red Arrows indicate bands shown in main Figure; SMAD2/3 (mw: 55 kDa), HISTONE H3 (mw: 15 kDa), GAPDH (mw: 37 kDa), B-CATENIN (mw: 90 kDa). (K) Western blot of whole embryo lysates of E7 control and *Yap1* cKO embryos. Pooled embryos numbers are indicated above each lane, along with the makers analyzed and on the right is the full blots. Red Arrows indicate bands that were cropped; SMAD2/3 (mw: 55 kDa), GAPDH (mw: 37 kDa), and B-CATENIN (mw: 90 kDa).

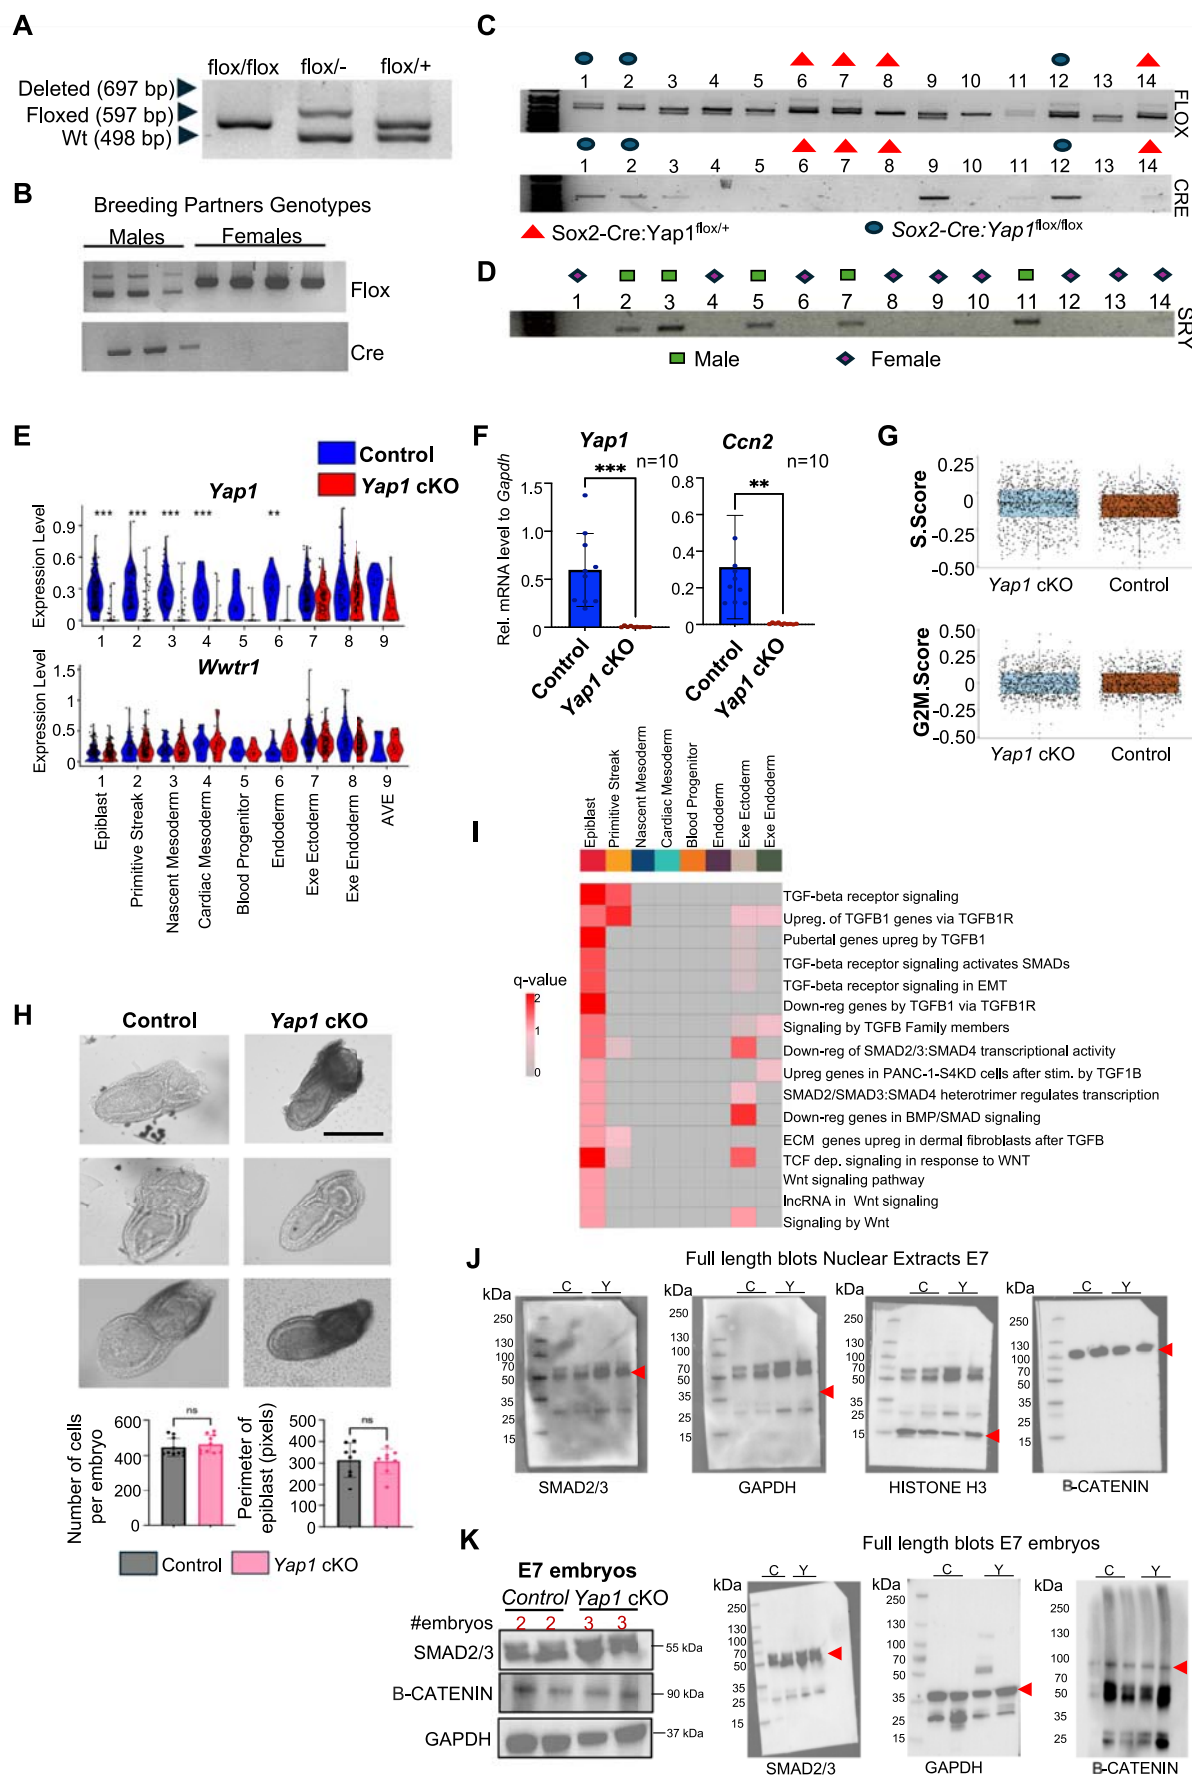

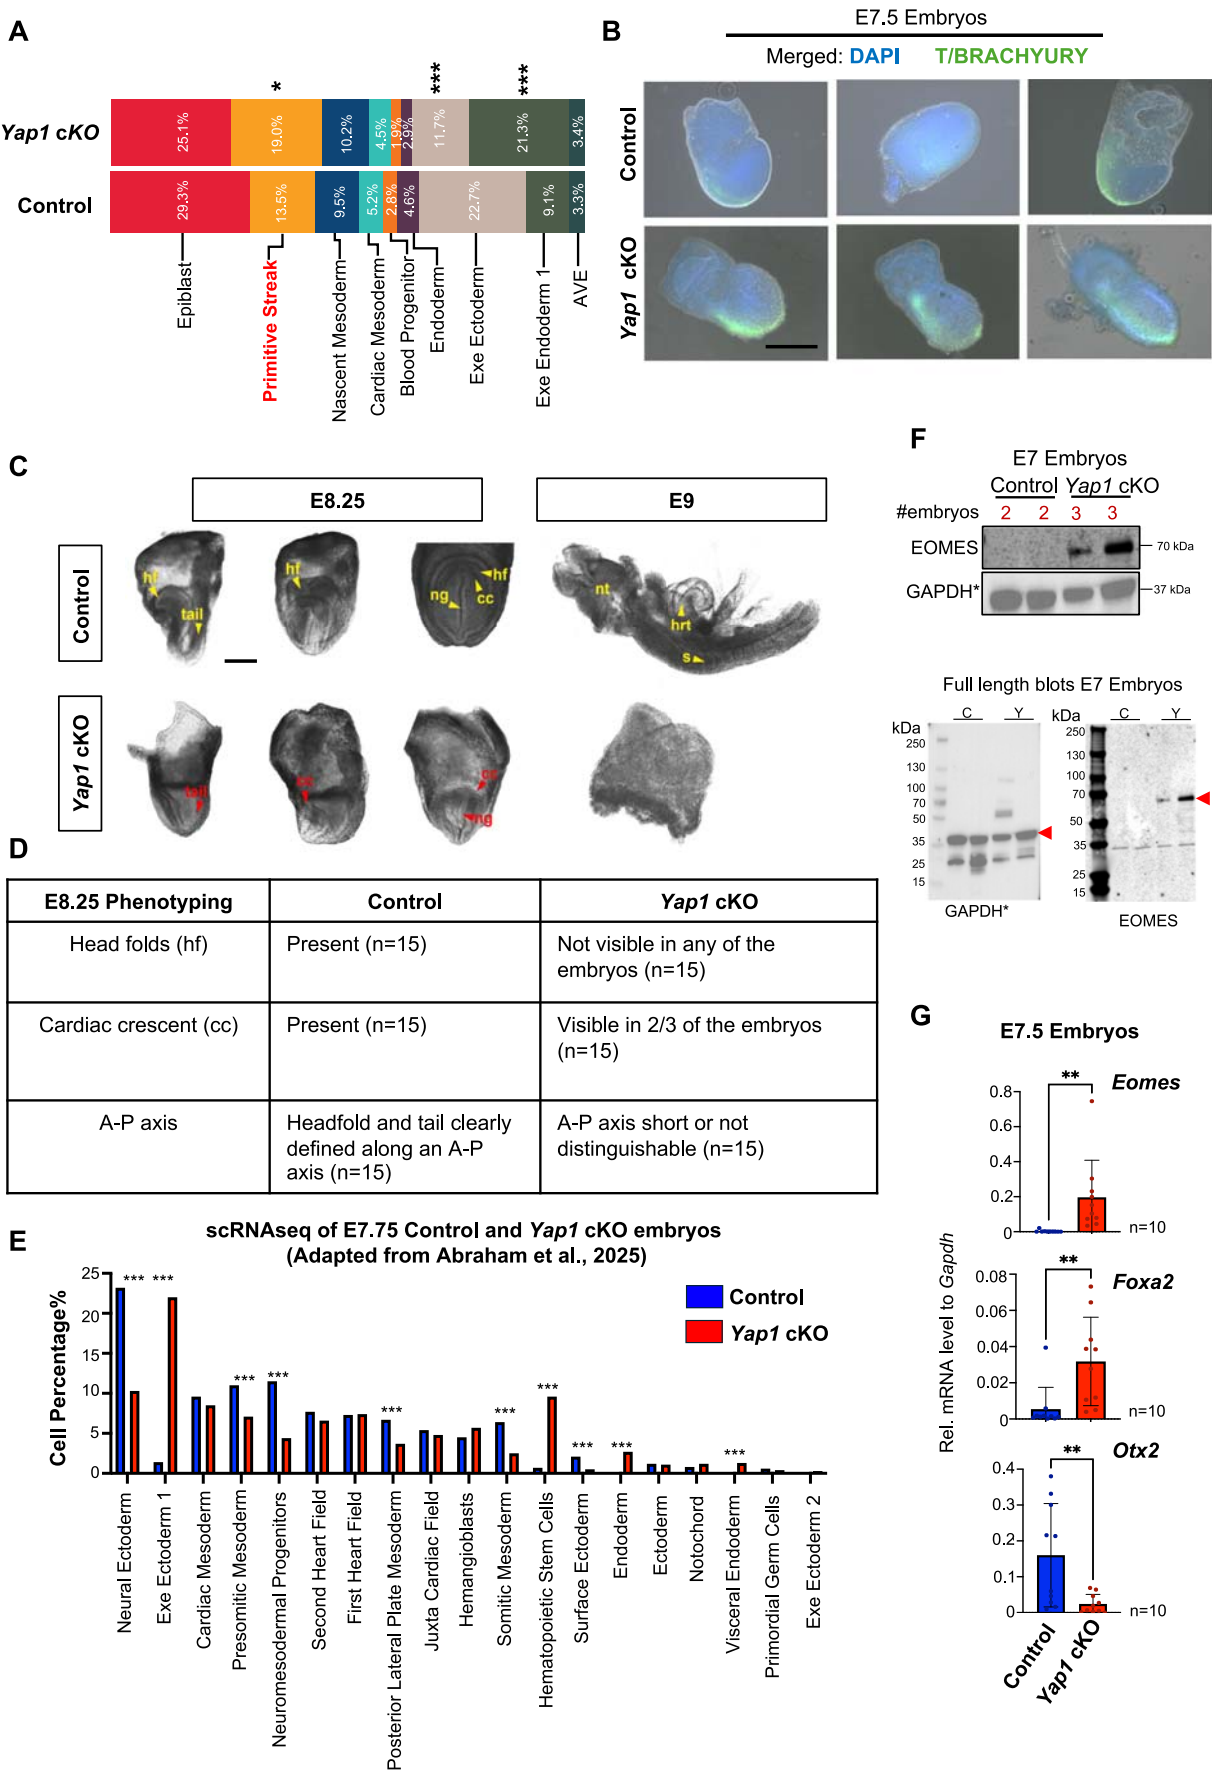

# Figure EV2. Phenotyping analysis of *Yap1* cKO embryos reveals patterning defects.

(A) Bar graph showing the percentage of cells assigned to each cluster of control and *Yap1* cKO embryos. All populations are shown. Statistical analysis: Chi-test, \* <0.05, \*\* <0.001, \*\*\* <0.0001. (B) Merged images of whole-mount immunostaining of BRACHYURY (T; green) and DAPI (blue) in E7.5 control and *Yap1* cKO embryos. The experiment was repeated three times with different litters with consistent results. See also Fig. 2B. Scale bar 250  $\mu$ m. (C) Bright-field images of control and *Yap1* cKO at E8.25 and E9. hf: head fold, ng: neural groove, cc: cardiac crescent, nt: neural tube, hrt: heart, and s: somites. Scale bar 250  $\mu$ m. (D) Table showing the phenotyping description of control and *Yap1* cKO embryos at E8.25 ( $n = 15$ ). (E) Percentage of cells from E7.75 control and *Yap1* cKO scRNA-seq datasets previously published by our lab (Abraham et al, 2025). Clusters marked with an asterisk (\*) are significantly different. Statistical analysis: Chi-test with Bonferroni correction run through 100 bootstrap iteration, \*\*\* $p < 0.0001$ . (F) Western blot of whole embryo lysates of control and *Yap1* cKO at E7. Embryos pooled per lane are indicated, along with the markers. The uncropped blots are represented below. The red arrows highlight the molecular weight. C: control Y: *Yap1* cKO Eomes (mw: 70 kDa) and Gapdh (mw: 37 kDa) \*Same western blot from Fig. EV1K. (G) qPCR of listed markers in E7.5 embryos ( $n = 10$ ). Data are presented as mean  $\pm$  SEM. Statistical analysis: Student's t-test, \* $p = 0.0096$  (Eomes), 0.0068 (Foxa2), and 0.0089 (Otx2).

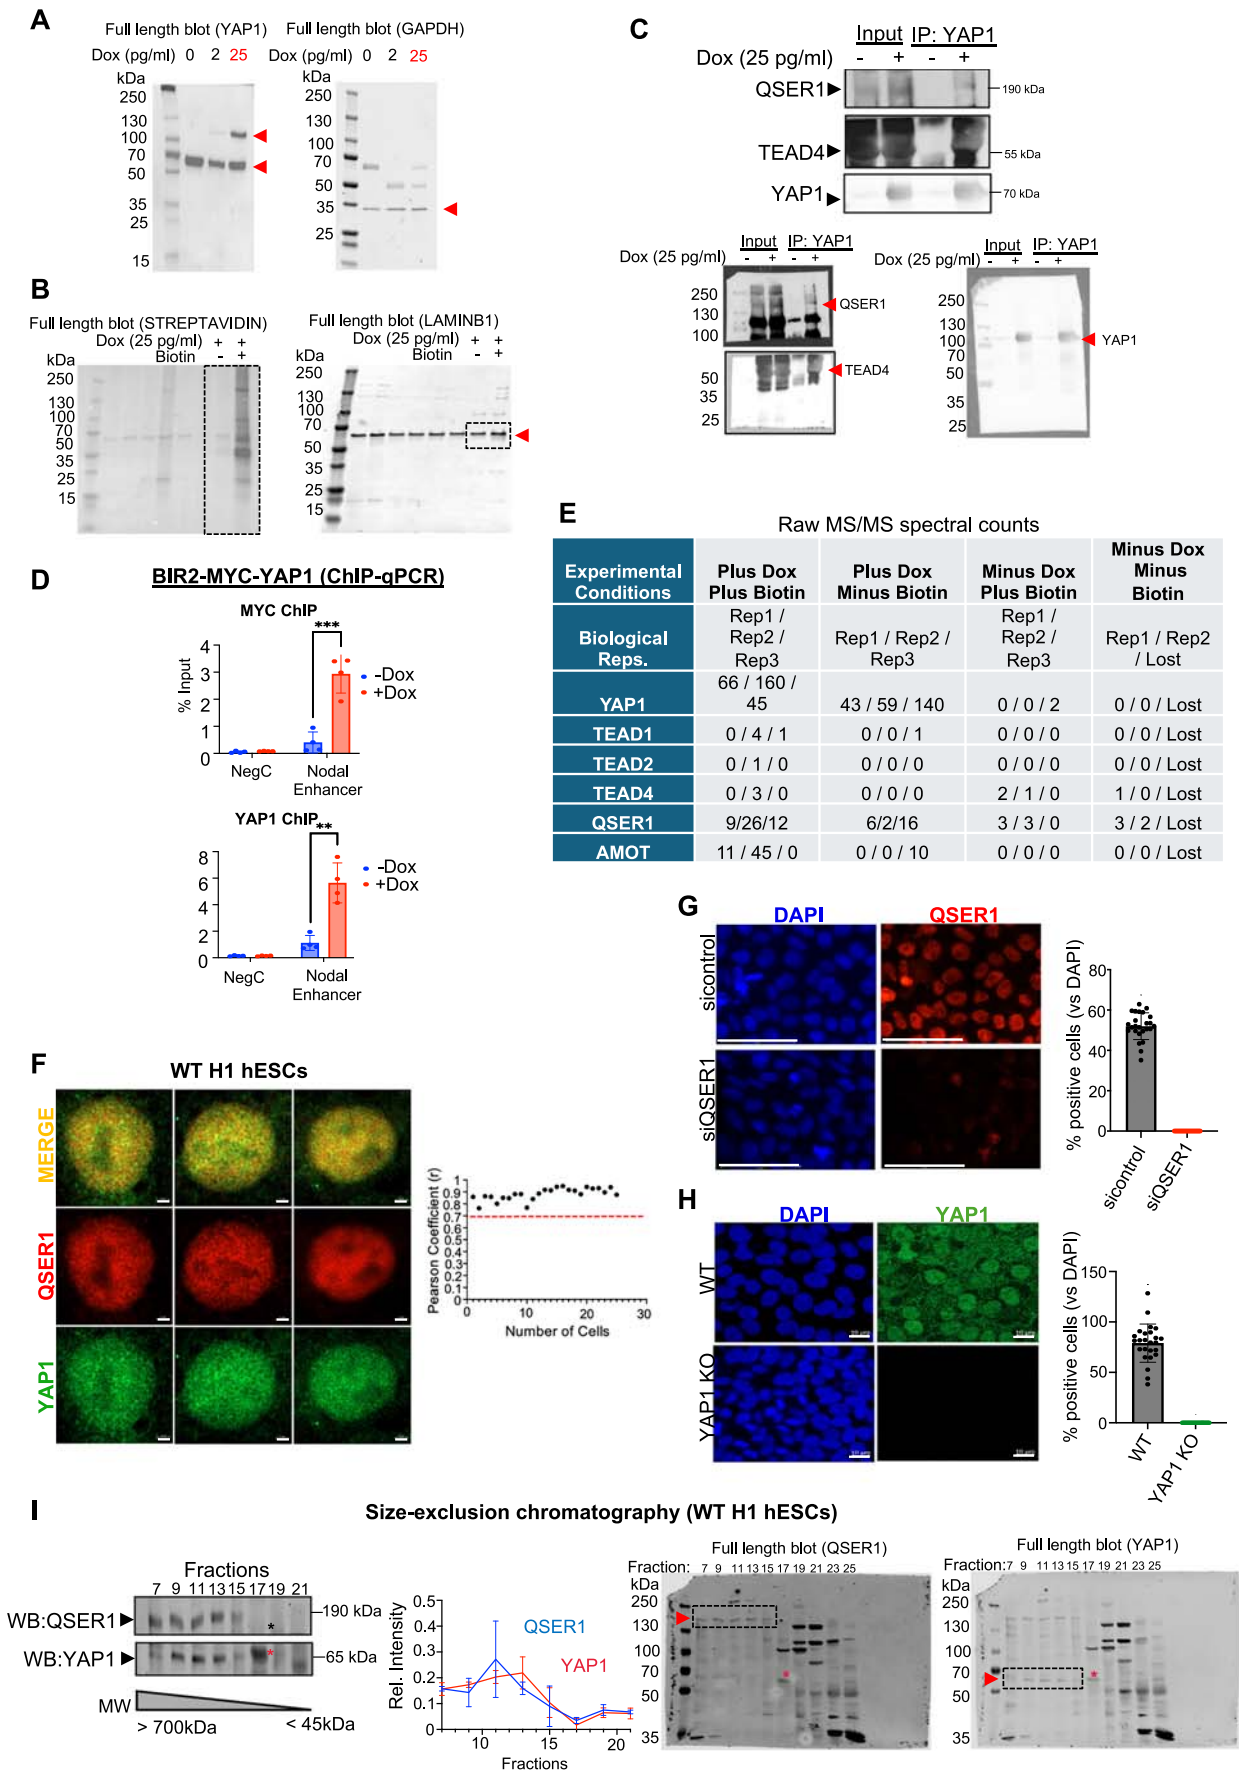

### Figure EV3. YAP1 co-localizes with QSER1 in hESCs.

(A) Uncropped western blot from Fig. 3B. Red arrowheads indicate bands shown in the main figure. (B) Uncropped western blot from Fig. 3C. The dotted square highlights the bands shown in the main figure. (C) Co-immunoprecipitation (Co-IP) experiment was performed in the doxycycline-inducible YAP1-Myc-Bir2 clonal hESC line in the presence and absence of Doxycycline, as indicated. The YAP1 antibody was used for immunoprecipitation, and western blot analysis was performed using a QSER1, TEAD4, and YAP1 antibodies. 10% of total lysate was loaded as input. Full western blot shown below. (D) ChIP-qPCR analysis was performed in the clonal YAP1-Myc-Bir2 hESC line, in the absence and presence of 25 pg/ml of Doxycycline (Dox). ChIPs using c-myc and YAP1 antibodies were carried out. The genomic regions analyzed are indicated at the bottom. NegC, negative control region ( $n = 4$ , independent biological replicates). Data are presented as mean  $\pm$  SEM. Statistical analysis: Student's t-test,  $^{**}p = 0.0056$  and  $^{***}p = 0.0008$ . (E) Table depicting experimental conditions used for the BioID2 assay and replicates. Raw MS/MS counts (without normalization) are shown for the indicated proteins in each replicate. Dox: doxycycline. (F) Immunostaining of endogenous YAP1 (green) and QSER1 (red) in WT hESCs. Representative 63x magnified images of single cells are shown. Scale bar 2  $\mu\text{m}$  ( $n = 25$ ). On the right, Pearson correlation coefficient ( $r$ ) was calculated for YAP1 and QSER1 signals in each cell. A threshold of  $r > 0.7$  (indicated by the red dashed line) shows a strong positive correlation. (G) Immunostaining of QSER1 (red) in si-control and siQSER1 in H1 hESCs and quantification of cells positive for QSER1, relative to DAPI (blue). Scale bar 50  $\mu\text{m}$  (25 cells were counted across three images of one biological replicate). Data are presented as mean  $\pm$  SEM. (H) Immunostaining of YAP1 (green) in WT and YAP1 KO H1 hESCs and quantification of cells positive for YAP1, relative to DAPI (blue). Scale bar 10  $\mu\text{m}$ . (25 cells were counted across three images of one biological replicate). Data are presented as mean  $\pm$  SEM. (I) Size-exclusion chromatography was performed on nuclear extracts from WT H1 hESCs. The elution fractions analyzed are indicated on the top. The approximate MW range covered by these fractions is indicated at the bottom. Western blot of QSER1 and YAP1 was performed. Relative intensity was quantified. Complete blots are shown on the right. \* shows a band that appeared in both the QSER1 and YAP1 channels and was discarded from quantifications. Experiment was performed with two biological replicates. Data are presented as mean  $\pm$  SEM.

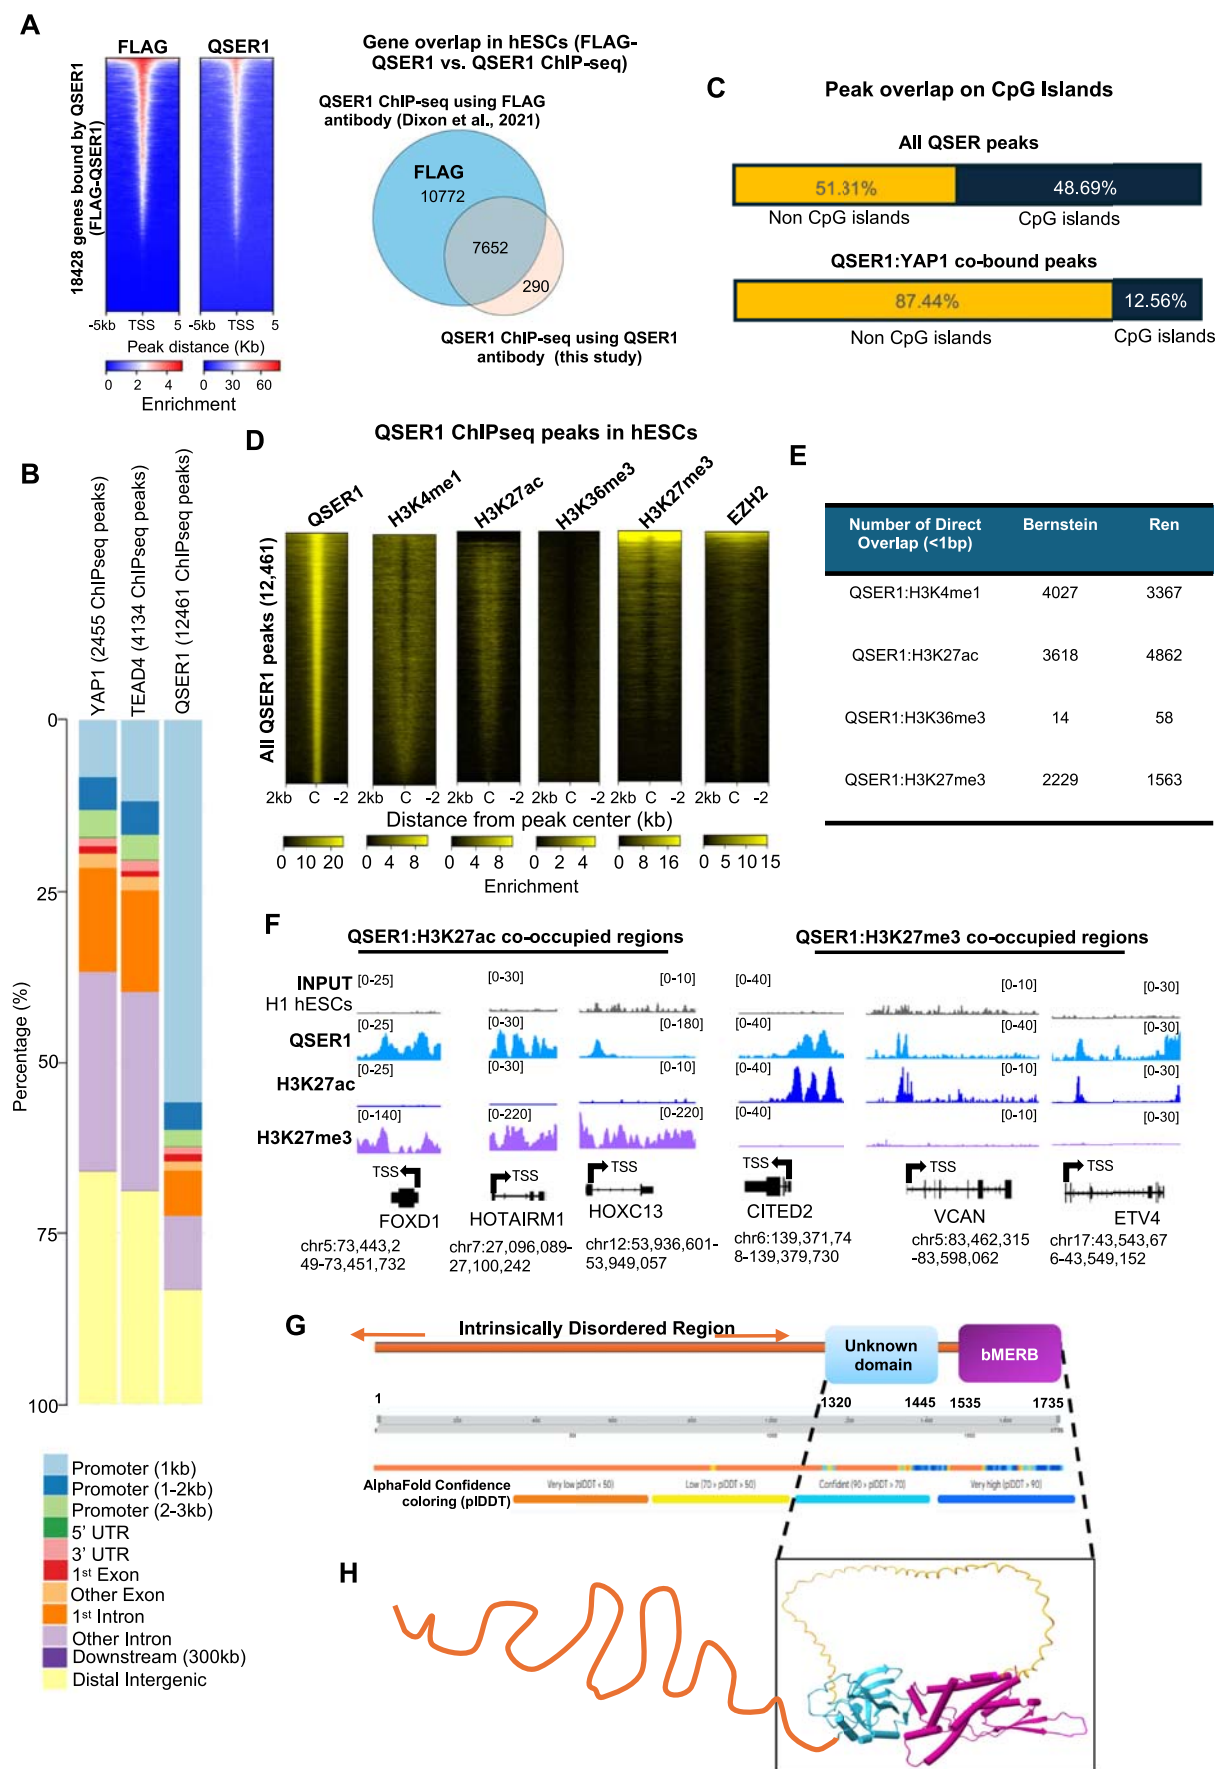

#### Figure EV4. Genome-wide analysis of QSER1 occupancy in hESCs and protein structure.

(A) Intersection analysis was carried out between our QSER1 ChIP-seq (using QSER1 antibody) and previously published Flag-tagged QSER1 ChIP-seq in H1 hESCs (using FLAG antibody) (Dixon et al, 2021). Heatmaps and Venn Diagram show the binding correlation and number of co-bound genes in the two datasets. (B) Genomic distribution of QSER1, TEAD4, and YAP1 peaks in WT H1 hESCs from ChIP-seq datasets. (C) Graph shows the percentage of QSER1 peaks (all peaks) and QSER1:YAP1 co-bound peaks (199) associated to CpG islands in hESCs. (D) Heatmap shows correlation of QSER1 binding, indicated histone marks (source, ENCODE, Bernstein datasets), and EZH2. The heatmap is ranked by QSER1 peak signal and the number of peaks are shown (C = center of the peak,  $\pm 2$  kb). (E) Table shows the number of overlapping QSER1:H3K4me1, QSER1:H3K27ac, QSER1:H3K36me3, and QSER1:H3K27me3 peaks, genome-wide, using two different histone ChIP-seq datasets (Ren and Bernstein). (F) IGV genome browser captures show QSER1, H3K27me3, and H3K27ac at indicated genes TSS: transcription start site. (G) QSER1 predicted structure based on AF modeling. Most of the protein comprises an intrinsically disordered region (IDR), especially the first three quarters (residues 1 to 1319, orange). Following the large IDR, there are two folded domains. The first is a domain of unknown function (light blue) that is mostly composed of  $\beta$ -strands, and the second has been designated as a “bivalent Mical/EHBP Rab binding” or bMERB domain (magenta, residues 1535–1735) and is largely helical with three  $\beta$ -strands in the middle. These two folded domains are separated by 90 residues of a flexible disordered linker (also orange). Below the domain arrangement is a scale bar to denote residue numbers and a bar that represents the AlphaFold2 confidence score (pLDDT) with a color key below that shows that darker blue reflects higher confidence. (H) Schematic representation of IDR and AlphaFold predictions of QSER1 folded domain structures. Each is color-coded to match the domains shown above. While the relative orientation of the two domains is the most frequently predicted conformation, the linker between them is highly flexible.

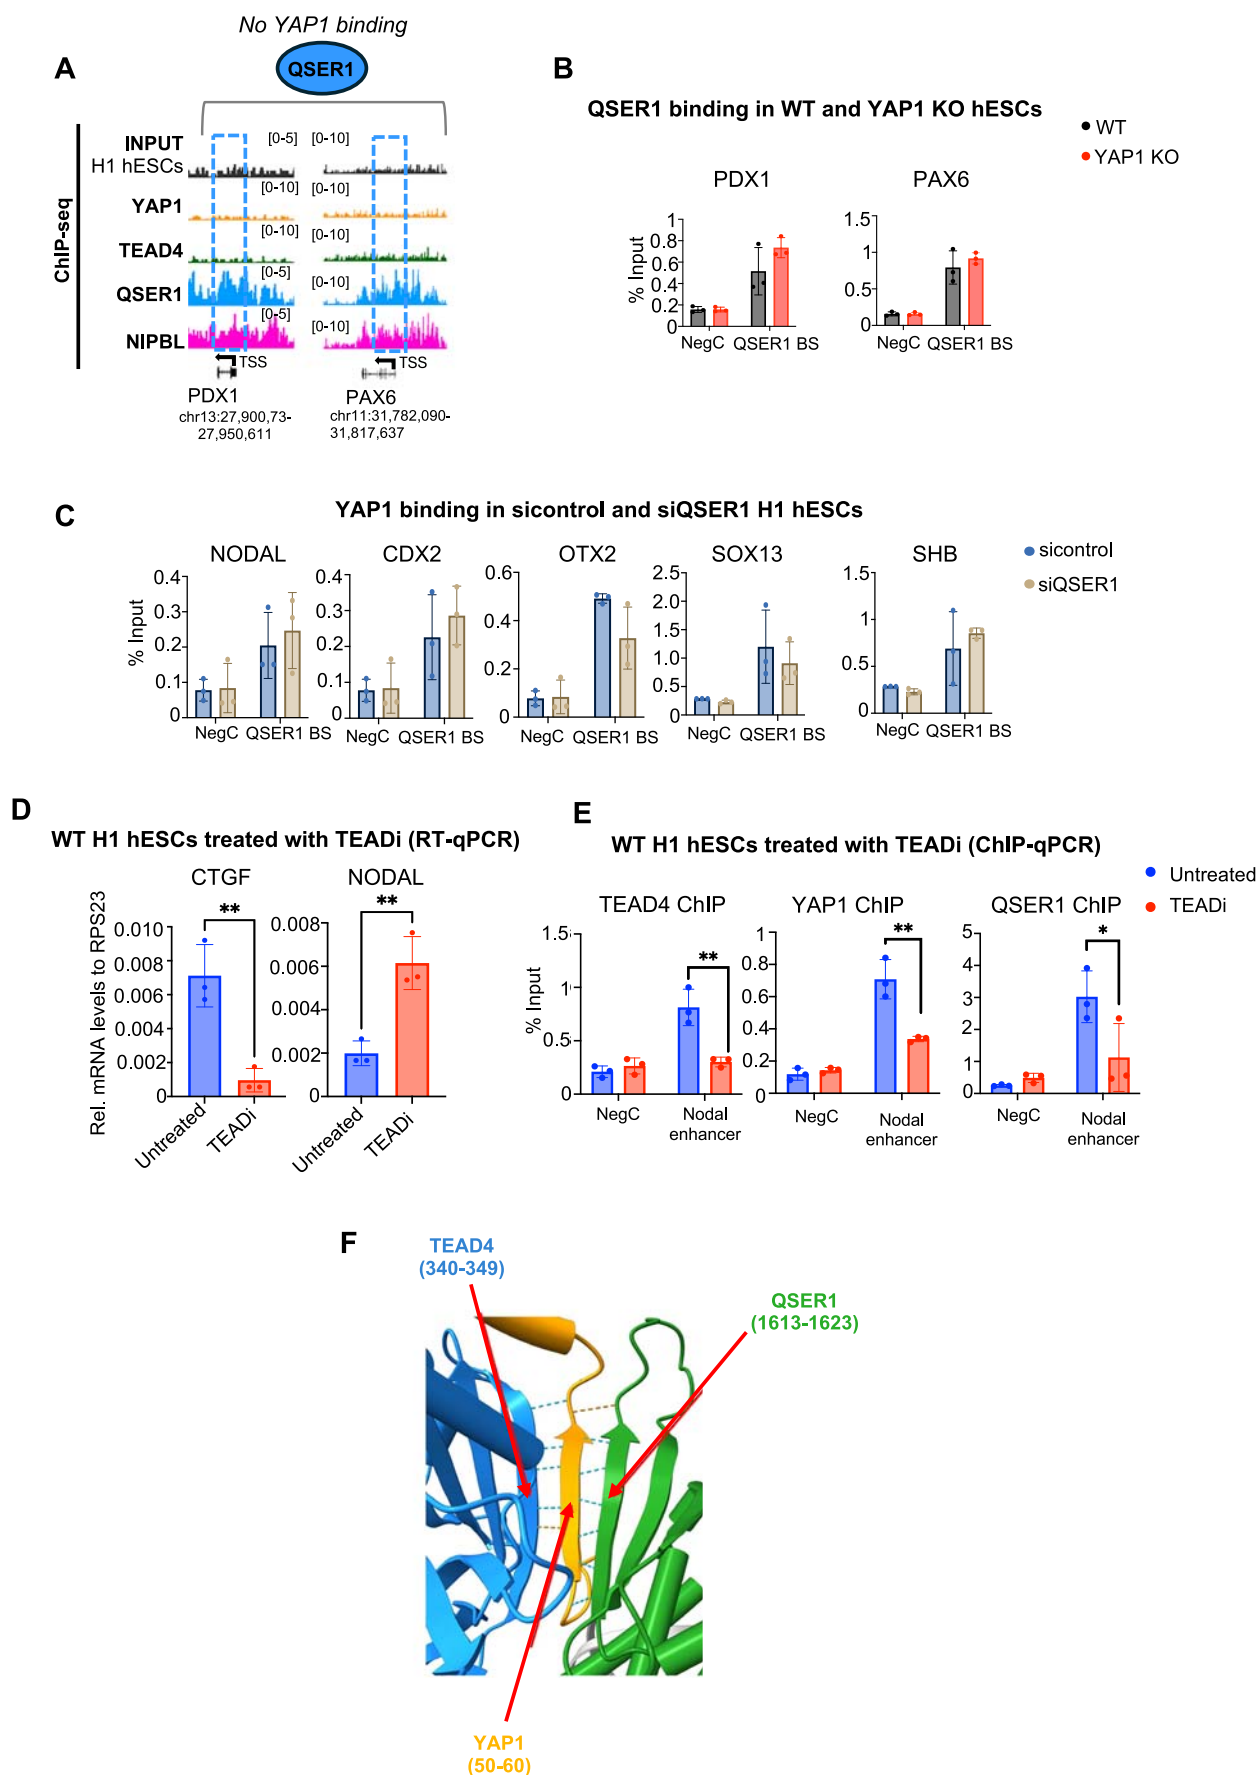

**Figure EV5. QSER1 does not affect YAP1 binding to TEAD4.**

(A) IGV genome browser snapshots show more examples of distribution of QSER1, YAP1, TEAD4, and NIPBL on indicated genes. (B) Graphs show ChIP-qPCR analysis of QSER1 protein on the indicated genomic regions in WT and YAP1 KO hESCs. QSER1 BS: QSER1 binding site. NegC: Negative control region ( $n = 3$ , independent biological replicates). Data presented as mean  $\pm$  SEM. Statistical analysis: Student's t-test. (C) Graphs show ChIP-qPCR analysis of YAP1 protein on the indicated genomic regions and conditions in sicontrol and siQSER1 conditions. NegC: Negative control region ( $n = 3$ , independent biological replicates). Data presented as mean  $\pm$  SEM. Statistical analysis: Student's t-test. (D) RT-qPCR of gene expression of CTGF (downstream gene of the Hippo signaling pathway) and NODAL in WT H1 hESCs treated with or without 5  $\mu$ M GNE-7883 TEAD inhibitor (TEADi) ( $n = 3$ , independent biological replicates). Data presented as mean  $\pm$  SEM. Statistical analysis: Student's t-test,  $^{**}p = 0.0056$  (CTGF) and  $^{**}p = 0.0059$  (NODAL). (E) Graph of ChIP-qPCR of TEAD4, YAP1, and QSER1 at enhancer of the NODAL gene in untreated and TEADi treated cells. NegC: Negative control region ( $n = 3$ , independent biological replicates). Data presented as mean  $\pm$  SEM. Statistical analysis: Student's t-test,  $^{*}p = 0.0148$ ,  $^{**}p = 0.0064$  (YAP1), and  $^{**}p = 0.0066$  (TEAD4). (F) Molecular modeling of TEAD4 (blue), YAP1 (orange), and QSER1 (green) using AlphaFold3 showing that YAP1 residues 50–60 are tightly bound to QSER1 residues 1613–1623 (7 hydrogen bonds) and TEAD4 residues 340–349 (5 hydrogen bonds, shown as dotted lines). Top ipTM scores for this complex are 0.68, reflecting a high confidence in the conformation of this model.

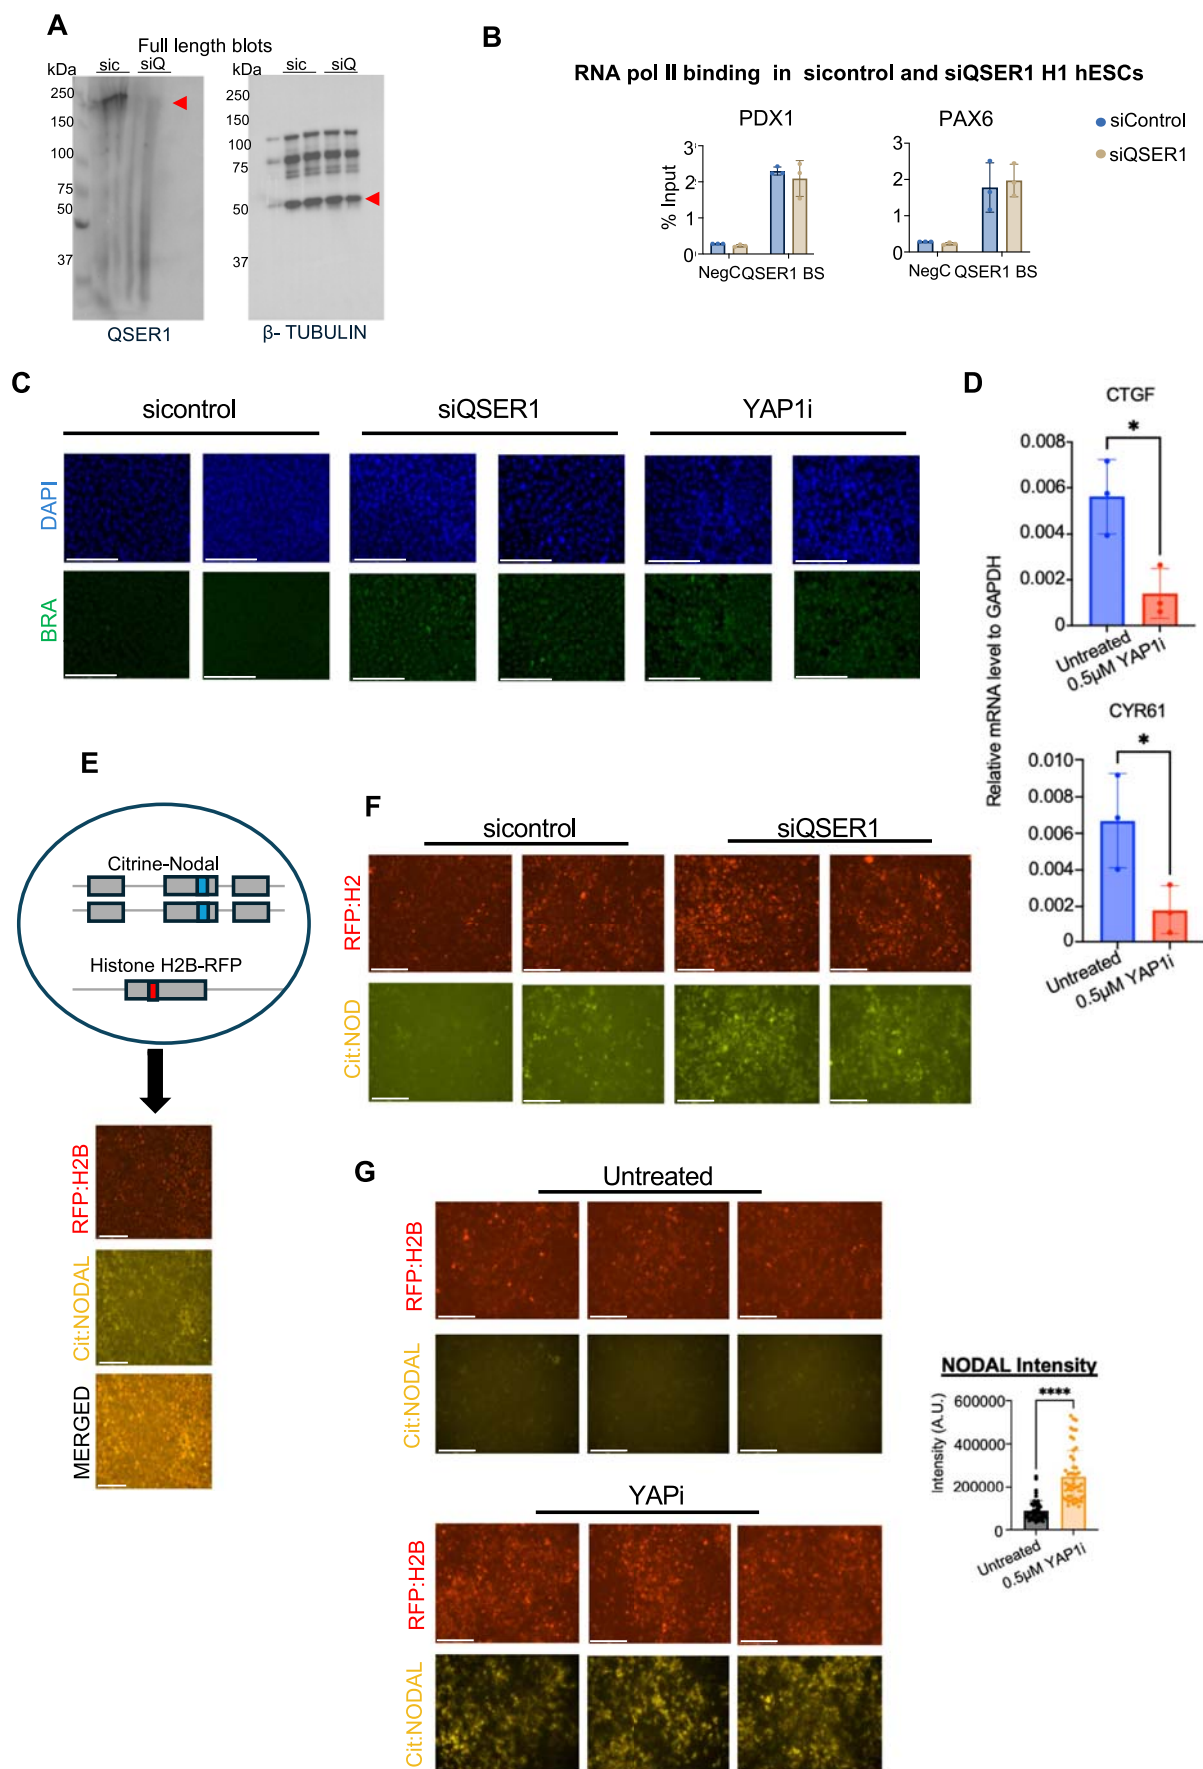

◀ **Figure EV6. QSER1 deletion partially phenocopies loss of YAP1 in hESCs.**

(A) Full uncropped blot of Fig. 6B. Blotted against QSER1 (mw: 190 kDa) and beta-TUBULIN (mw: 50 kDa). Red arrow indicates the band that was cropped. Sic: sicontrol and SiQ: siQSER1. (B) Graphs show ChIP-qPCR analysis of RNA polymerase II protein on the indicated genomic regions in sicontrol and siQSER1 hESCs. NegC: Negative control region and QSER1 BS: QSER1 binding site ( $n = 3$ , independent biological replicates). Data presented as mean  $\pm$  SEM. Statistical analysis: Student's t-test. (C) Additional images of hESC treated with Activin and stained for BRA shown in Fig. 6E. (D) Graphs show RT-qPCR analysis of YAP1-target genes CTGF and CYR61 in hESCs untreated and treated with the YAP1 inhibitor (YAPi) DASATINIB for 72 h treatment ( $n = 3$ , independent biological replicates). Data presented as mean  $\pm$  SEM. Statistical analysis: Student's t-test, CTGF:  $*p = 0.0367$  and CYR61:  $*p = 0.0490$ . (E) Scheme of the Nodal-citrine: H2B-RFP hESC construct with representative fluorescent images of hESCs under basal conditions. (F) Additional images of hESC treated with Activin and NODAL shown in Fig. 6G. (G) Representative images of untreated and YAP1i treated hESCs treated with Activin (50 ng/mL) for 48 h, NODAL protein expression was visualized using an engineered dual-reporter line expressing NODAL-citrine and H2B-RFP (Liu et al, 2022). Scale bar, 125  $\mu$ m. Graph shows quantification of fluorescence intensity per cell (50 cells were quantified from three biological replicates). Data presented as mean  $\pm$  SEM. Statistical analysis: Student's t-test,  $***p < 0.0004$ .

How the deposited data were processed for this re-analysis (not part of the article)

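Cells of E7 mouse embryos were pooled by genotype, 4 control and 3 *Yap1* cKO embryos, and each pool was measured in 1 10x Genomics library. The authors ran cellranger 7.1.0 with the mm10 genome, and the deposited values are the UMI count of each gene in each cell barcode, without normalization or filtering on expression. Gene coordinates are those of GENCODE M21 on GRCm38, matched by Ensembl identifier.

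The filters the paper states were applied: at least 5000 detected genes, at most 10% mitochondrial UMIs, and no doublet call by scrublet, run on each library in scanpy 1.11.5 with its automatic threshold. This left 790 control and 860 *Yap1* cKO cells with a median of 75696 and 80559 UMIs (from 15974 to 317876 and from 17169 to 324147). SoupX, SCPA and the tests between cells of the paper were not repeated. The other kinds of data in the paper were not analysed here.

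Cells were clustered with Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3, where the paper used an earlier version of Seurat: SCTransform of each library with UMIs per cell, mitochondrial and ribosomal percent and cell cycle scores regressed out, integration on 3000 features, 19 principal components and a resolution of 0.8. The paper states no resolution. Genes compared between the genotypes, *Xist*, *Tsix*, Y-linked, ribosomal protein and mitochondrial genes were left out of the features. A cluster took the name of the marker list, fixed beforehand, with the most genes at least 1.5 times as high as in the other cells and seen in at least 25% of its cells. Lists with equal numbers of such genes were ranked by the mean log2 fold of all their markers, which decided the name of the nascent mesoderm-like cluster over the primitive streak. A cluster stayed unnamed with fewer than 3 such genes, or where the markers of another list outnumbered those of its own among its 10 leading genes. It also stayed unnamed where none of these leading genes was its own marker and either the lead over the next list was under 2 genes or its depth was low. The thresholds were set after the clusters were seen.

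UMIs of a gene were summed over the cells of a population and library and scaled to CPM. Intervals are exact at 95% and cover counting error only: Poisson for CPM, conditional binomial for ratios, Clopper-Pearson for shares. Since each genotype has a single library, no test was made between them and no number of changed genes was counted. For shares of cells with a UMI and for the S and G2M scores, cells were thinned without replacement to 38000 UMIs, the 5th percentile of UMIs per cell rounded down, which left out 26 control and 48 *Yap1* cKO cells. The Nodal and TGF-beta list and the Wnt list were each compared with 10000 random lists matched on mean expression in 50 bins, among genes with at least 20 UMIs over both libraries. Extraembryonic populations served as an internal reference, because Sox2-Cre is not meant to recombine there. The paper states that they are probably heterozygous for *Yap1* in *Yap1* fl/fl embryos, control or cKO, so they are not an unaltered reference. It gives the sequenced controls elsewhere as heterozygous for the floxed allele, so the *Yap1* dose there may differ between the libraries. Cells were also parted by sex-linked UMIs.

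The genes named are those the study names for these libraries and, by a rule fixed before the data were examined, the 5 genes with the highest and the 5 with the lowest ratio in epiblast-like cells among genes with at least 100 UMIs, where the intervals of the libraries do not overlap and the direction is the same in Y-bearing and Xist-bearing cells. *Xist*, *Tsix* and genes of the Y chromosome were left out, and other genes of the X chromosome were not. *Dab2*, *Gsto1* and a few ribosomal protein genes, which lead Dataset EV1, were added beforehand. *Gm29394*, *Gm32913*, *Exoc3l2*, *Igfbp3* and *Dlx5* were chosen after their values were seen. Dataset EV1 is held here only in part: the first 2000 lines of most of its sheets, shorter ones for extraembryonic endoderm, and none of those for the primitive streak and the nascent mesoderm. No overlap or enrichment was therefore computed from it, and its log2 fold changes were compared gene by gene on their own scale.

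The alternatives tried were gene minimums of 2000 and 6000, a mitochondrial limit of 5%, doublets kept, no integration, resolutions of 0.4 and 1.2, the compared genes kept as features, other scalings, subtraction of ambient UMIs, cells weighted equally, other UMI minimums, and Y-bearing or Xist-bearing cells alone. The steps were tested on simulated data: 200 pairs of Poisson counts drawn from the epiblast-like sums of both libraries, in which 200 genes were raised or lowered by a factor of 2. The changed genes and the unchanged genes checked all had at least 100 UMIs. The rates that follow therefore do not cover genes with fewer UMIs. The median ratio lay between 0.976 and 1.01, the intervals of unchanged genes covered the true ratio in 95.5% of cases, and 99.3% of the changed genes had an interval without 1. Lists of 20 genes with 11 raised genes lay above the central 95% of random lists in 200 of 200 simulations. The median of such a list lies among its raised genes, so this outcome was fixed by the design. Sensitivity to smaller shifts of a list was not tested. Unchanged lists lay outside it in 20 of 200 simulations at first, and in 55 of 1000 lists (5.50%) once more lists were drawn because of that first tally. Spearman's rho across genes was at least 0.836 where a difference between libraries was shared by the populations and at most 0.046 in size where it was not. The simulated counts carry no spread between cells, embryos or libraries. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9 was used.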

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

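The tests on the cells with extraembryonic endoderm genes, on the *Igfbp3* and *Dlx5* cluster and on *Gsto1* in this part were chosen after the results were seen, and the text of the paper discusses none of these patterns.

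Cells with more than 200 CPM of *Ttr*, *Afp*, *Apoa1*, *Rbp4* and *Apoa4* together made up 3.83% (2.39 to 5.80) of the *Yap1* cKO cells in embryonic clusters, against 0.393% in the control, a signal in genes that the paper does not discuss. Free RNA from extraembryonic endoderm would be spread over most cells, whereas 1 cell held 87.3% of these UMIs in the *Yap1* cKO epiblast-like cells. Doublets with an embryonic cell would carry *Pou5f1*, and 14 of the 15 such cells in the primitive streak-like cluster had no *Pou5f1* UMI. Extraembryonic endoderm cells placed in an embryonic cluster remain a candidate explanation there: the median *Dab2* level of these 15 cells was 2202 CPM, against 1953 in extraembryonic endoderm-like and 10.1 in the other primitive streak-like cells. Their median depth was 31688 UMIs, against 79456. Of the 8 cells over the level in the other embryonic clusters, 6 had a *Pou5f1* UMI, which 247 of 264 extraembryonic endoderm-like cells lacked. That argues against misplaced extraembryonic endoderm cells for those 6 and leaves doublets open. The 8 cells had a median *Dab2* level of 563 CPM and a median depth of 102708 UMIs, against 76015 in extraembryonic endoderm-like cells. Why there are more of these cells in the *Yap1* cKO library, which also holds more extraembryonic endoderm-like cells, was not tested, and an effect of the genotype stays open.

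At a resolution of 1.2, a cluster with *Igfbp3* and *Dlx5* parted from the primitive streak-like cells. It held 13.1% (10.3 to 16.2) of embryonic *Yap1* cKO and 5.92% (4.03 to 8.34) of embryonic control cells, a population outside those the paper discusses. Unequal shares of Y-bearing and Xist-bearing cells would leave no difference within either group. Within Y-bearing cells the difference was 13.4 percentage points (4.89% and 18.3%), and within Xist-bearing cells 5.05 (6.73% and 11.8%, with overlapping intervals). *Igfbp3* itself was lower in the *Yap1* cKO cells of this cluster, at 60.8 against 119 CPM, and *Fgf8* higher, at 426 against 197. A difference between the embryos of the pools and an effect of the genotype both stay open, and the boundary of the cluster rests on the resolution.

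*Gsto1* in extraembryonic ectoderm-like cells was at 324 CPM in the *Yap1* cKO and 931 CPM in the control library, a ratio of 0.348 (0.336 to 0.360), in a population that should keep *Yap1* and a gene that the text of the paper does not discuss, although Dataset EV1 lists it with a log2 fold change of -1.289 there (the paper's value). In epiblast-like cells the ratio was 1.24 (1.15 to 1.34). The ratio was 0.292 in Xist-bearing cells, so unequal shares of the sexes do not account for it, and at most 0.384 within each finer cluster, which argues against an unequal makeup of the population. A difference between embryos, for example in the strain background, and an effect of the genotype cannot be told apart with a single pool each: within the control library, *Gsto1* in Y-bearing cells was 0.752 times that in Xist-bearing cells, a smaller difference than between the libraries.

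*Apoe* in epiblast-like cells moved in opposite directions in the groups of cells by sex-linked UMIs: the ratio was 0.549 (0.466 to 0.645) in Y-bearing and 1.36 (1.23 to 1.50) in Xist-bearing cells. The difference was not tested. Without the cells over 200 CPM of extraembryonic endoderm genes, a step chosen after the data were seen, the ratio in Xist-bearing cells was 0.797, and over all epiblast-like cells 0.753. A few cells of another kind may therefore give the rise in Xist-bearing cells. What lowers *Apoe* in the others was not tested, and no biological explanation was tested.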

How the results depend on the processing

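The values without the cells over 200 CPM of extraembryonic endoderm genes and those with the nascent mesoderm-like cluster counted as primitive streak-like were chosen after the results were seen, and the other alternatives before the data were examined. Gene lists without the genes the study names were also tried afterwards and are not used as a test, since those genes were picked for their change in these libraries. No paired analysis was possible because each genotype has only 1 library, and for the same reason every result comes from no test: an alternative is compared with the counting interval of the value reported, and a number of cells or a difference of scores with 1.5 times its value.

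Over 60 results, 511 values under alternatives were computed: 426 stayed close to the value reported, 76 moved beyond these limits, 8 changed direction where the interval of the value reported left out no difference, and 1 no longer lay above the central 95% of random lists. The numbers of cells stayed close. The percentile of the Wnt list ranged from 27.8 to 82.6, within the central range of random lists. In embryonic cells alone the difference of the S score was -0.0206 and that of the G2M score 0.0099, of the opposite sign, and the cause was not tested.

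The share of primitive streak-like cells was higher in the *Yap1* cKO library under each single alternative. At a resolution of 1.2 within Y-bearing cells, however, it was 16.2% in the control and 9.68% in the *Yap1* cKO library, with overlapping intervals. Within Xist-bearing cells at this resolution it was 15.7% and 23.8%, also with overlapping intervals. At a resolution of 1.2 it was 15.8% in the control and 20.3% in the *Yap1* cKO library, because part of the cluster then became a cluster of its own. With at least 2000 detected genes it was 16.8% and 26.5%, and counted by a *T* UMI after thinning 36.4% and 40.3%. In Y-bearing cells the *Yap1* cKO share was 29.8%. For the minimum of 2000 detected genes and for Y-bearing cells the cause was not tested. The count by *T* covers another set of cells: after thinning, 51.4% of control primitive streak-like cells had a *T* UMI. Control nascent mesoderm-like cells held 713 *T* UMIs. The nascent mesoderm-like cluster had as many raised markers of the primitive streak, and with it counted as primitive streak-like the share was 37.9% and 52.0%.

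The *Nodal* ratio was 3.75 in Y-bearing cells and 2.12 without integration. The *Qser1* ratio was 0.610 in Y-bearing cells, 0.826 in Xist-bearing cells and 0.804 without integration. The cause was not tested. The Nodal and TGF-beta list fell to a percentile of 91.5 with at least 100 UMIs, where fewer of its genes are left.

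Of the other genes with an interval that left out 1, *Apoe* and *Dab2* in epiblast-like cells changed direction. With intervals that held 1, *Wwtr1* in epiblast-like cells passed from 0.915 to 1.06 in Xist-bearing cells, and *Yap1* in extraembryonic endoderm-like cells from 0.847 to 1.23. *Apoe* had ratios of 0.556 after ambient UMIs were subtracted, 0.772 with at least 2000 detected genes, 0.549 in Y-bearing cells, 0.769 without integration and 0.753 without the cells over 200 CPM. *Dab2* had 0.113 after the subtraction, 0.738 in Y-bearing cells and 0.932 without those cells. The amount subtracted in the *Yap1* cKO library rests mostly on 1 cell, and the cause of the other changes was not tested. Apart from the changes of *Apoe* and *Dab2*, 39 values of gene ratios, that of *Yap1* in extraembryonic endoderm-like cells among them, and 21 of shares moved.

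Depth limits what can be said of genes with few UMIs. A difference in *Wwtr1*, *Bmp4* or *Cer1* was not detectable in epiblast-like cells, and *Sp5* and *T* had fewer than 10 UMIs in either library.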

Differences from the paper's values

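The paper's log2 fold changes come from Dataset EV1, and those given here were computed on the same scale, from the mean over cells. Of 110 of them, 7 differ. In the epiblast, *Eomes* had 0.106 against the paper's 0.215, and none of the alternatives set before the data were examined closed the gap. *Apoe* had 0.211 against the paper's 0.075. With doublets kept it was 0.096, which closed the gap, and none of the others did. *Dab2* had 0.103 against the paper's -0.027, and none of the alternatives set then closed the gap.

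In the extraembryonic ectoderm, *Apoe* had -0.017 against the paper's -0.088, and *Rbp4* 0.158 against the paper's 0.021. *Dab2* had 0.458 against the paper's 0.250 in the cardiac mesoderm, and 0.031 against the paper's -0.039 in blood progenitors. On this scale, the alternatives were computed for the epiblast alone. The 16 shares read by eye from figures lay within 1.5 times the values here. The cells kept were 790 against the paper's 788 in the control and 860 against the paper's 862 in the *Yap1* cKO library.

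The paper describes *Yap1* as similar between the genotypes in extraembryonic clusters. The ratio of *Yap1* cKO to control was 0.475 in anterior visceral endoderm-like and 0.755 in extraembryonic ectoderm-like cells, with intervals below 1. In extraembryonic endoderm-like cells it was 0.847 (0.710 to 1.01), with an interval that includes 1. The anterior visceral endoderm-like cluster had 7 raised markers of its own list and 6 of the endoderm list. Since no cluster was named endoderm, embryonic endoderm cells may lie in it. The paper names the PS as the sole embryonic cluster whose share changed. The share of epiblast-like cells was 42.4% in the control and 32.7% in the *Yap1* cKO library, and these intervals did not overlap either. Within Y-bearing cells (44.6% and 36.2%) and within Xist-bearing cells (39.7% and 31.8%) they overlapped. The paper reports terms of Wnt signaling as enriched in the epiblast cluster of mutants. A short Wnt list lay at the 42.5 percentile of random lists, by another method and with other genes.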

Other observations

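The tests of free RNA as the source of Y-linked UMIs, of misplaced cells for the primitive streak-like share and of ambient RNA for *Dab2* were chosen after the results were seen.

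Y-linked UMIs were found in both libraries, although the sample labels give female. Of the *Yap1* cKO cells with at least 2 Y-linked UMIs, 7.74% also had as many *Xist* UMIs, which argues against free RNA as their source. *Yap1* in the Y-bearing *Yap1* cKO epiblast-like cells was at 0.0647 times the control, so they are not cells of a control embryo. The unequal shares of Y-bearing cells make the sexes of the embryos a difference between the pools.

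The higher share of primitive streak-like cells in the *Yap1* cKO library was not accounted for by this difference, since it was 14.5 percentage points within Xist-bearing cells (8.06 within Y-bearing cells, with overlapping intervals). Nor was it by misplaced extraembryonic endoderm cells, without which it was 12.3 points. A difference between embryos of a genotype cannot be told apart from one between genotypes, with 4 and 3 embryos in a single pool each: within the *Yap1* cKO library, Xist-bearing and Y-bearing cells differed by 7.45 points.

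Across genes, log2 ratios in epiblast-like cells went with those in extraembryonic ectoderm-like cells, with a Spearman's rho of 0.685, against 0.410 for extraembryonic endoderm-like and 0.768 for primitive streak-like cells. With all cells kept these were 0.687, 0.414 and 0.754. With at least 100 UMIs the first was 0.402, and in Xist-bearing and Y-bearing cells alone 0.511 and 0.692. For extraembryonic endoderm-like cells the latter were 0.142 and -0.034. Within the control library, Y-bearing and Xist-bearing cells shared differences with a rho of 0.319. A difference between the libraries unrelated to Cre, in handling or in the embryos pooled, is therefore a candidate source of small ratios. Since *Yap1* was lower in extraembryonic ectoderm-like cells too (ratio 0.755), a shared response to less *Yap1* stays open. The SD of the log2 ratios in extraembryonic ectoderm-like cells was 0.17 among genes with at least 1000 UMIs and 0.235 among those with at least 100. The log2 ratios of *Yap1*, *Nodal* and *Fgf8* in epiblast-like cells lie much farther from 0.

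*Gm10076*, *Rps28*, *Rps27* and *Rps29* were lower in the *Yap1* cKO epiblast-like cells, with a median log2 ratio of -0.38. Their median was -0.37 in extraembryonic ectoderm-like, -0.37 in anterior visceral endoderm-like and -0.21 in extraembryonic endoderm-like cells, as a difference between the libraries unrelated to Cre would give. A part of the genotype stays open, because *Yap1* was also lower in extraembryonic ectoderm-like (ratio 0.755) and anterior visceral endoderm-like cells (0.475). The shift was no larger in epiblast-like cells than in these populations, although *Yap1* was far lower there.

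More cells close to the primitive streak cannot be told apart from a rise of *Nodal*, *Wnt3* and *Fgf8* within epiblast-like cells. Their lowest ratio within a cluster of epiblast-like cells was 1.79, and *T* in the *Yap1* cKO cells was at 0.498 CPM, against 80.0 in primitive streak-like cells. Finer shifts within a cluster were not tested. Without integration, 155 instead of 179 *Yap1* cKO cells were epiblast-like and 206 instead of 193 primitive streak-like, and the *Wnt3* ratio fell to 1.85. A difference between embryos cannot be told apart from one between genotypes with a single pool each: between Y-bearing and Xist-bearing cells of a library, these genes differed by a factor of at most 1.47, less than between the libraries.

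For *Dab2*, Dataset EV1 gives 58.0% of control and 0.500% of *Yap1* cKO epiblast cells with a UMI (the paper's values), against 58.3% and 65.9% here, and for *Rbp4* the paper's 5.60% and 0.500% against 18.5% and 33.0%. Free RNA in the control is unlikely as the source of the paper's difference, since *Ttr*, *Afp*, *Apoa1*, *Rbp4* and *Apoa4* together reached 7.50 CPM in control epiblast-like cells. So is a single group of embryos, since *Dab2* in Y-bearing control cells was 1.05 times that in Xist-bearing cells. Subtraction of ambient RNA before Dataset EV1 cannot be told apart from other causes. The subtraction gave a ratio of 0.113 with an amount that rests mostly on 1 cell, and of 0.894 with the amount estimated without such cells. Of 1998 genes compared, 6 had a share at least 20 points lower in the paper's *Yap1* cKO values, 4 of them rich in extraembryonic endoderm, and *Dab2* and *Rbp4* had prompted the comparison.

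The *Yap1* UMIs left in *Yap1* cKO epiblast-like cells, 1.07 CPM without the cells over 200 CPM of extraembryonic endoderm genes, lay in 10 of 176 cells. Whether these 10 cells kept an allele was not tested. Free RNA would bring 0.0352 CPM by the amount estimated without the cells over 200 CPM, 0.348% of UMIs. The planned amount of 3.76%, which rests mostly on 1 cell, left 0.984 CPM of *Yap1* in *Yap1* cKO epiblast-like cells after its subtraction.

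Genes within 20 Mb of *Yap1* on chromosome 9 had a median absolute log2 ratio at the 46.1 percentile of windows of as many genes in extraembryonic ectoderm-like cells, 17.1 in extraembryonic endoderm-like and 90.6 in epiblast-like cells. None lies outside the central range of random windows, so strain variants linked to the floxed allele cannot be told apart from their absence.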
